# VEGFR2 signaling drives meningeal vascular regeneration upon head injury

**DOI:** 10.1038/s41467-020-17545-2

**Published:** 2020-07-31

**Authors:** Bong Ihn Koh, Hyuek Jong Lee, Pil Ae Kwak, Myung Jin Yang, Ju-Hee Kim, Hyung-Seok Kim, Gou Young Koh, Injune Kim

**Keywords:** Mechanisms of disease, Angiogenesis, Regeneration and repair in the nervous system

## Abstract

Upon severe head injury (HI), blood vessels of the meninges and brain parenchyma are inevitably damaged. While limited vascular regeneration of the injured brain has been studied extensively, our understanding of meningeal vascular regeneration following head injury is quite limited. Here, we identify key pathways governing meningeal vascular regeneration following HI. Rapid and complete vascular regeneration in the meninges is predominantly driven by VEGFR2 signaling. Substantial increase of VEGFR2 is observed in both human patients and mouse models of HI, and endothelial cell-specific deletion of *Vegfr2* in the latter inhibits meningeal vascular regeneration. We further identify the facilitating, stabilizing and arresting roles of Tie2, PDGFRβ and Dll4 signaling, respectively, in meningeal vascular regeneration. Prolonged inhibition of this angiogenic process following HI compromises immunological and stromal integrity of the injured meninges. These findings establish a molecular framework for meningeal vascular regeneration after HI, and may guide development of wound healing therapeutics.

## Abstract (web summary)

Severe head injury results in critical damage of blood vessels of the meninges and brain parenchyma. Here, the authors describe key pathways governing meningeal vascular regeneration following head injury, characterizing the differential roles of VEGFR2, Tie2, Dll4 and PDGFRβ signaling.

## Introduction

Traumatic brain injuries (TBIs) arising from various accidents, ranging from vehicle-related collisions to sports injuries, are the most frequent form of brain injury in humans^1,2^. TBI may cause a wide range of health issues from behavioral changes to pronounced cognitive dysfunction^3–5^. As TBI causes injury to both the brain parenchyma (hereafter, referred to as “brain”) and neighboring meningeal blood vessels (BVs), such injuries are better considered as head injuries (HIs) with respect to all the cranial tissues affected by the physical impact.

The meninges are composed of the dura mater, arachnoid membrane, subarachnoid space, and pia mater, all of which protect the brain^6,7^. The dura mater is highly vascularized with precapillary arterioles, capillary beds, and postcapillary venules^8,9^, of which the latter two vessel types support immune cell trafficking and surveillance for the protection of the central nervous system^10^.

Although a plethora of studies has investigated the molecular mechanisms underlying vascular responses in the brain following TBI^11–13^, responses to such inevitable injuries in the neighboring meninges remain largely unexplored. A recent report indicates that, upon compression injury to the skull, injured meningeal BVs undergo rapid regeneration with the aid of different macrophage subsets^14^. Although this previous study demonstrates the myeloid cells’ ability to break down physical obstructions in the angiogenic path, it does not identify that fundamental angiogenic pathways contribute to the rapid regeneration of injured meningeal BVs.

In this study, we investigate which underlying molecular and cellular mechanisms drive vascular regeneration in the dura mater. We provide a comprehensive molecular characterization of dura mater BVs both in homeostasis and following vascular injury, highlighting fundamental differences between dura mater and brain endothelial cells (ECs) and thereby suggesting differential organotypic treatment for HI care.

## Results

### Dynamic vascular regeneration occurs in dura mater after PTI

We employed photothrombotic injury (PTI)^15^ as an HI model to inflict vascular damage simultaneously onto the dura mater, pia mater, and brain of mice and compared the vascular changes in these compartments (Fig. 1a–c). Vascular responses to PTI were different for each compartment (Fig. 1d–g). In the dura mater, BVs re-vascularized avascular areas swiftly and almost completely regenerated to its original state at 7 days after PTI (D7) (Fig. 1d, e). Given that EdU-incorporated proliferative ECs formed typical sprouts at the vascular front of the recovering dura mater at D3 (Fig. 1h, i), vascular regeneration seemed to be mediated mainly by active sprouting angiogenesis. In the pia mater, the injured BVs undertook extensive vascular remodeling, including active sprouting angiogenesis highlighted by numerous vascular sprouts and proliferative ECs at D3 (Fig. 1i), which led to excessive vascular content with abnormally dilated BVs at D7 (Fig. 1d, f). In contrast, the brain vessels exhibited the poorest rate of regeneration, predominantly showing vascular collapse, substantial vascular dilation, and large avascular areas at D7 (Fig. 1d, g). Vascular sprouts and EdU-incorporated proliferative ECs were rarely found in the brain at D3 (Fig. 1i). Lectin perfusion analysis revealed that the recovered BVs exhibited functional blood flow by 80–90% and 92–98% at D7 and D14 in the dura mater (Supplementary Fig. 1a, b). In contrast, regeneration of blood perfusion was rarely seen in the brain (Supplementary Fig. 1c), highlighting the superior functional regeneration of dura mater BVs following PTI.

**Fig. 1:**
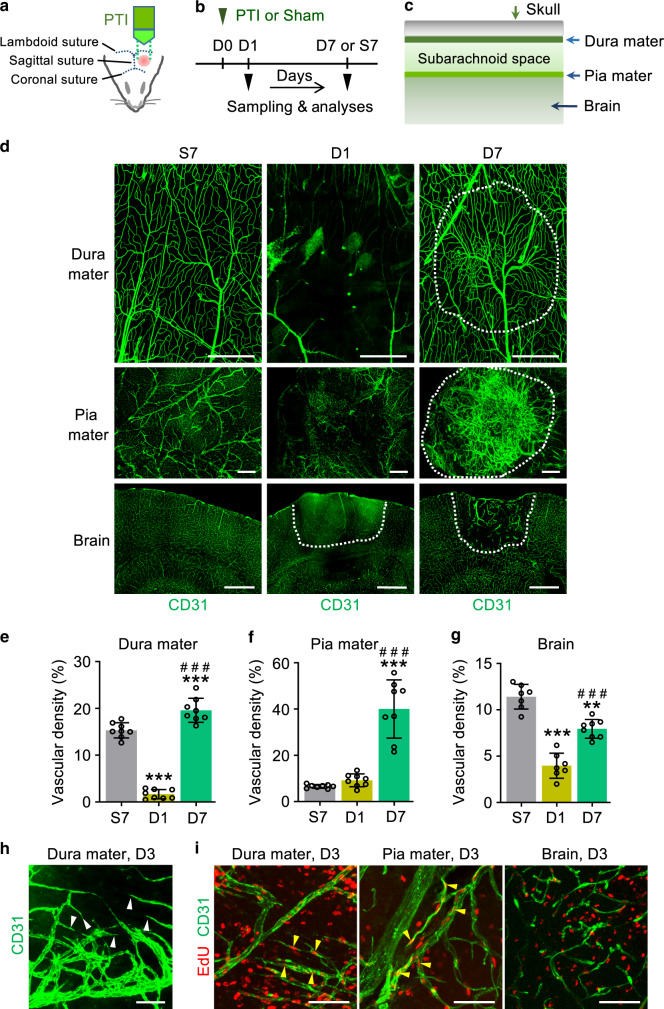
Differential vascular regeneration upon PTI in meninges and brain. **a** Schematic diagram depicting PTI onto mouse head as HI model. Pink circle indicates Rose Bengal activated by white light (3 mW). **b** Diagram depicting the experimental scheme for PTI or sham (Sham, S) operation, sampling, and analyses at indicated time points; D0, D1, and D7, day 0, 1, and 7 after PTI; S7, day 7 after sham operation. **c** Schematic diagram depicting layers of meninges between skull and brain. **d** Representative images of CD31 + BVs in dura mater, pia mater, and brain at S7, D1, and D7 in adult mice. Each white dotted-lined circle or line indicates putative injury area. Note rapid and organized vascular regeneration in the dura mater, whereas there is excessive or insufficient and disorganized vascular regeneration in the pia mater or brain. Scale bars, 500 µm. **e**–**g** Comparisons of CD31+ vascular densities in the indicated tissues. Each dot indicates a value from one mouse and *n* = 7 (Brain S7, Brain D1), *n* = 8 (all other groups) mice/group from three independent experiments. Vertical bars indicate mean ± SD. ***P < 0.001 versus S7 and ^###^*P* < 0.001 versus D1 by Kruskal–Wallis test. **h**, **i** Representative images of sprouting (white arrowheads) angiogenesis and EdU-incorporated EC proliferation (yellow arrowheads) at D3 in the indicated tissues of adult mice. Similar findings were observed in two independent experiments using *n* = 3–4 mice. Scale bars, 100 µm.

### PTI causes minor and transient vascular leakage in dura mater

Edema caused by vascular leakage and tissue death can cause severe complications in patients with TBI^16^. Evans Blue leakage analysis revealed minimal and transient vascular leakage at D3 and almost no vascular leakage thereafter in the dura mater (Supplementary Fig. 2a, d). In contrast, injured BVs of the pia mater and brain showed profound vascular leakage, particularly within the injury core, at D3 and D7 but sharply decreased over time. Nevertheless, this vascular leakage persisted at D28 (Supplementary Fig. 2b–d). Not only do these findings underscore the detrimental consequences of TBI in terms of brain edema, but they also highlight the superior regeneration potential of dura mater vascular integrity, in comparison to those in the pia mater and brain, after PTI.

### VEGFR2, Tie2, and Dll4 contribute to vascular regeneration

As the dura mater showed complete vascular regeneration following PTI, whereas the brain contrastingly showed poor vascular recovery, further molecular characterization of these processes was performed in the dura mater and brain. VEGF-A/VEGFR2 signaling has critical roles in angiogenesis and vascular regeneration, whereas VEGF-C/VEGFR3 and angiopoietin-Tie2 signaling play modulatory and facilitating roles in these biological processes^17,18^. Notch signaling, on the other hand, provides counterbalance to these driving forces via Dll4 in certain settings^19,20^. In the normal state, VEGFR2 and Tie2 could be readily detected in both the dura mater and brain BVs (Supplementary Fig. 3a–c, g), whereas Ang2 and Dll4 were hardly detected in either tissue (Supplementary Fig. 3d, e, h, i). At D3 however, when active sprouting angiogenesis occurs, VEGFR2, Ang2, and Dll4 were highly increased, whereas Tie2 was drastically reduced and no VEGFR3, which is restricted to lymphatic vessels, was detected in the ECs of BVs within and surrounding the injury areas of the dura mater (Fig. 2a, Supplementary Fig. 3c–f). In the injured brain, all molecules, excluding VEGFR3, were upregulated in the BVs within and surrounding the injury area (Fig. 2a, Supplementary Fig. 3g–i).

**Fig. 2:**
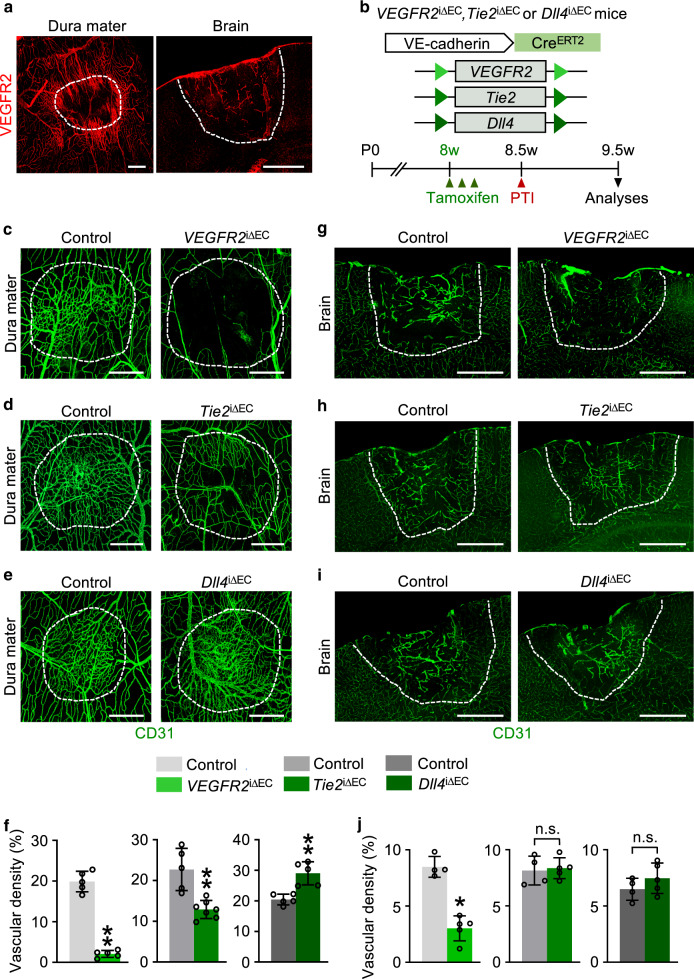
VEGFR2 signaling is critical for vascular regeneration in dura mater and brain after PTI. **a** Representative images of VEGFR2 upregulation in the surrounding BVs of putative injury areas (white dotted-lined circle or line) at D3 in adult mice. Similar findings were observed in four mice from two independent experiments. Scale bars, 500 µm. **b** Diagram depicting generation of *VEGFR2*^iΔEC^, *Tie2*^iΔEC^, or *Dll4*^iΔEC^ mice and EC-specific deletion of *VEGFR2*, *Tie2*, or *Dll4* in 8-week-old mice by i.p. injections of tamoxifen, PTI, and their analyses at 1 week after PTI. **c**–**j** Representative images and comparisons of CD31+BVs of putative injury areas (white dotted-lined circle or line) in the dura mater and brain at D7 in control and *VEGFR2*^iΔEC^, *Tie2*^iΔEC^, or *Dll4*^iΔEC^ mice. Scale bars, 500 µm. Each dot indicates a value from one mouse and *n* = 7 (Dura mater *Tie2*^iΔEC^), *n* = 4 (Brain controls), *n* = 5 (all other groups) mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05, **P < 0.01 versus control by two-tailed Mann–Whitney *U* test.

To assess the functional roles of VEGFR2, Tie2, and Notch signaling in vascular regeneration, we deleted *VEGFR2*, *Tie2,* or *Dll4* in ECs in a tamoxifen-dependent manner using *VEGFR2*^i∆EC^, *Tie2*^i∆EC^, or *Dll4*^i∆EC^ mutants, which were generated by crossing *VE-cadherin*-Cre-ER^T2^ mice^21^ with *VEGFR2*^*fl/fl*^ mice^22^, *Tie2* ^*fl/fl*^ mice^23^, or *Dll4*^*fl/fl*^ mice^24^ (Fig. 2b). Cre-ER^T2^-negative but flox/flox-positive littermates were defined as wild-type control mice (control) in each experiment. D7 was chosen as the analyses timepoint, given that dura mater vascular density regenerates to pre-injury levels by 7 days after PTI. The vascular regeneration in the dura mater was drastically compromised by 88% in *VEGFR2*^i∆EC^ mice, whereas it was reduced by 44% in *Tie2*^i∆EC^ mice (Fig. 2c–f) at D7. However, a longer period of healing allowed complete vascular regeneration in *Tie2*^i∆EC^ mice, whereas *VEGFR2*^i∆EC^ mice showed 91% reduction in vascular density in the injured dura mater at D14 (Supplementary Fig. 4a, b), indicating that VEGFR2 signaling is the predominant driver, whereas Tie2 signaling supports vascular regeneration only at the initial stage. Excessive angiogenesis with 43% increase in vascular density occurred with *Dll4* deletion (Fig. 2e, f), implicating the critical role of Notch signaling in terminating angiogenesis when dura mater vascular regeneration is complete. Vascular density in the injured brain was only affected in the *VEGFR2*^i∆EC^ mice, in which 59% decrease was observed (Fig. 2g–j). To confirm the critical dependency of vascular regeneration on VEGFR2 signaling, VEGFR2 blocking antibody DC 101 (40 mg/kg of body weight) or control antibody IgG-Fc (40 mg/kg of body weight) was administered after PTI. Revascularization of avascular areas in the dura mater and brain was markedly suppressed by 74 and 56% with DC 101 treatment (Supplementary Fig. 5a–e), confirming that VEGFR2 signaling is critical for complete vascular regeneration in the injured dura mater. VEGFR2 signaling inhibition also suppressed vascular leakage in the brain by 44% with DC 101 treatment.

High VEGFR2 was well-coupled with pVEGFR2 and pERK in both tissues (Fig. 3a, b, Supplementary Fig. 6a, b) at D3, indicating that vascular regeneration is mainly mediated through activation of VEGFR2-ERK signaling. However, pAkt coupling was far more pronounced in the recovering vessels of the dura mater (Fig. 3c), compared with those of the brain (Supplementary Fig. 6c), and may confer angiogenic advantage to the former. Further temporal analyses of these phosphorylated molecules in the injury area of the dura mater showed pVEGFR2 and pAkt levels returning to basal levels by D7, and pERK by D14, all of which corresponded with the accompanying decrease in VEGFR2 (Fig. 3d–f). Significant increase of VE-PTP, an endothelium-specific vascular endothelial-phosphotyrosine phosphatase^25^, in regenerating vessels of both the dura mater and brain at D3 (Supplementary Fig. 7a–d) suggests that VE-PTP may be involved in such downstream regulation of VEGFR2^26^.

**Fig. 3:**
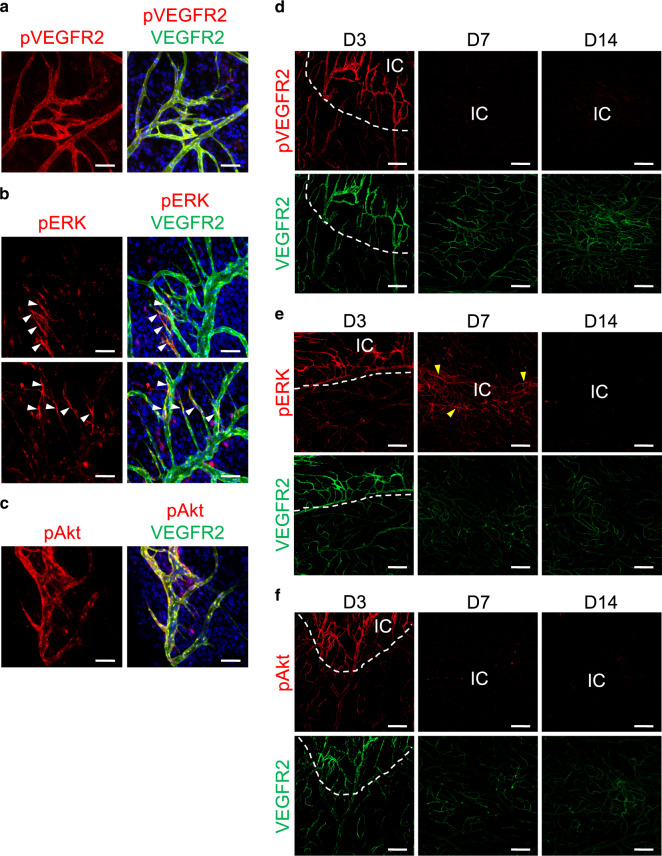
Spatiotemporal changes of pVEGFR2, pERK, and pAkt in VEGFR2+ blood vessels during vascular regeneration in dura mater after PTI. **a**–**c** Representative images of phosphorylated VEGFR2, ERK (white arrowheads), and Akt in regenerating BVs of the dura mater at D3 after PTI in adult mice. Scale bars, 50 µm. Similar findings were observed in four mice from two independent experiments. **d**–**f** Representative images of pVEGFR2, pERK, and pAkt in VEGFR2+BVs of surrounding BVs of putative injury area (white dotted line) or injury core (IC) at D3, D7, and D14 after PTI in adult mice. Similar findings were observed in *n* = 3 mice from two independent experiments. Scale bars, 200 µm. Note that pERK remains elevated at D7 (yellow arrowheads) before returning to basal levels by D14.

Importantly, immunofluorescence analysis of human dura mater and brain cortex autopsy samples obtained from HI patients also showed substantial increase of VEGFR2 in both the dura mater and brain BVs within the injury area when compared with the contralateral side (Fig. 4a–d), underscoring the clinical relevance of increased VEGFR2 in HI.

**Fig. 4:**
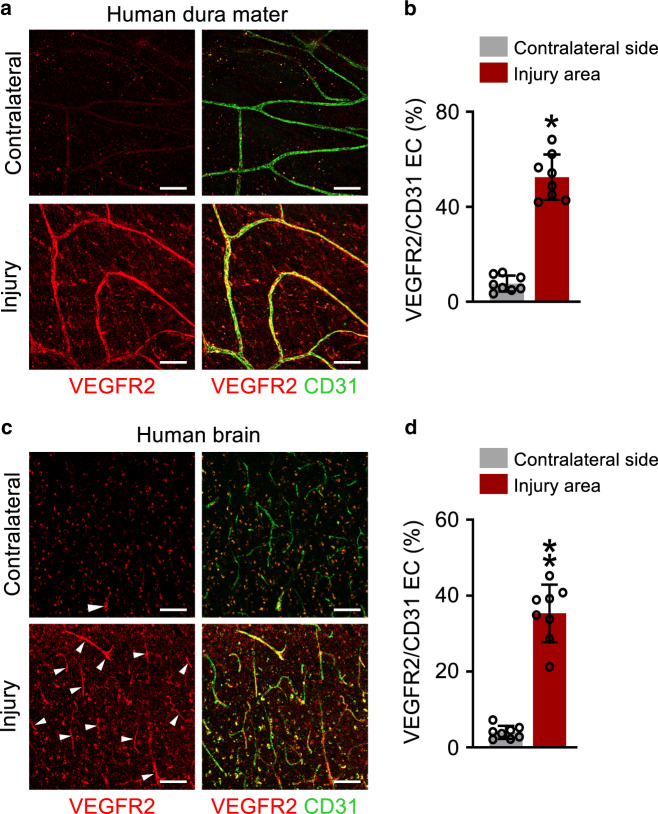
VEGFR2 upregulation in blood vessels of injured dura mater and brain in human patients with traumatic head injury. **a**–**d** Representative images and comparisons of VEGFR2 upregulation in the BVs of injury area and contralateral (CL) side of human dura mater and brain at 24 h post-mortem from patients with HI. White arrowheads indicate VEGFR2 + BVs. Scale bars, 100 µm. Two values were obtained from two areas of each patient sample, *n* = 4 patients from four independent experiments. Vertical bars indicate mean ± SD. **P = 0.0002 versus CL by two-tailed Mann–Whitney *U* test.

Therefore, these results implicate key molecular pathways governing vascular regeneration in the dura mater following PTI, with VEGFR2 signaling playing a predominant and critical role.

### PDGFRβ+ cells stabilize vascular regeneration after injury

Pericytes or perivascular cells play diverse roles in angiogenesis, vascular remodeling, regeneration and stabilization^27^. We labeled PDGFRβ+ cells using a PDGFRβ-Cre-ER^T2^-tdTomato reporter mouse model (Supplementary Fig. 8a). Although most PDGFRβ+ cells are tightly associated with CD31+ brain capillaries as pericytes, they are spatially dichotomous in the dura mater, where they are either associated with dural BVs or randomly distributed in the stroma like fibroblasts (Supplementary Fig. 8b). Disorganized accumulation of PDGFRβ+ cells surrounding angiogenic vessels occurred in both the dura mater and brain at D3 (Supplementary Fig. 8c). To address the role of PDGFRβ+ cells in vascular regeneration, PDGFRβ-blocking antibody APB5^28^ or control antibody IgG-Fc was administered after PTI. Although there was no notable difference in the vascular density of the recovered area, the diameter of the recovered vessels was increased by 2.3-fold in the dura mater and brain with APB treatment compared with those with IgG-Fc treatment (Supplementary Fig. 8d, e). Further characterization of NG2+ perivascular cells after APB5 treatment showed significantly decreased NG2+ cell number, as well as poor perivascular coverage by these cells (Supplementary Fig. 8f, g). Thus, PDGFRβ+ cells play a stabilizing role in the overall structure of the regenerative BVs in the dura mater and brain upon injury.

### Diverse macrophage behaviors in meninges and brain after PTI

It has recently been demonstrated that F4/80+, LYVE1+, and CD206+ macrophages are adjacently aligned with capillaries of the dura mater, and play surveillance roles as the secondary interface between the systemic circulation and the CNS^10,29^. As LYVE1+ macrophages have been reported to contribute to angiogenesis and BV homeostasis in various tissues^30–32^, we examined the spatiotemporal distribution of LYVE1+ macrophages after PTI. Distribution of LYVE1+/F4/80+ macrophages was markedly reduced in the dura mater injury core during vascular regeneration, but they were highly distributed with activated shapes at the injury margin at D3 (Supplementary Fig. 9a–c). In contrast, single F4/80+ macrophages were profoundly accumulated within the injury core with activated shapes at D3 (Supplementary Fig. 9a–c). Beneath the dura mater, distribution of LYVE1+/F4/80+ macrophages was confined to the pia mater, whereas single F4/80+ macrophages were heavily accumulated in the injury core of brain at D3 and D7 (Supplementary Fig. 9d, e). Given that residential dura mater macrophages and brain microglia are distinct from bone marrow-derived circulating macrophages, we investigated the origin of the activated macrophages in the injury area following PTI. Analyses of WT:actin-GFP parabiosis recipient mice showed complete absence of GFP-expressing macrophages in the injured dura mater, whereas a significant proportion of macrophages in the injured brain expressed GFP (Supplementary Fig. 9f–h). These results indicate that activation and accumulation of dura mater macrophages occur internally, whereas these processes occur in the brain with substantial contribution from circulating monocytes/macrophages.

### Macrophages play minor role in dural vascular regeneration

Activated macrophages are known to be major suppliers of VEGF-A in the context of tissue injury^33,34^. To clarify the predominant source of VEGF-A during vascular regeneration, we examined the expression and production of VEGF-A using a VEGF-LacZ reporter mouse model. VEGF-A was not upregulated in both LYVE1+/F4/80+ and single F4/80+ macrophages in the dura mater at D3 (Fig. 5a). In comparison, VEGF-A was highly upregulated in single F4/80+ macrophages in the injury core of brain and in LYVE1+/F4/80+ macrophages in the pia mater at D3 (Fig. 5a). VEGF-A expression was predominantly high in Osterix+ osteoprogenitors/osteoblasts in the calvarial bone (Fig. 5a, b) and in the normal portions of neurons in the brain (Fig. 5a). RT-PCR analysis of the dura mater revealed no significant differences of mRNA expression of *Vegfa*, *Vegfc*, and *Pgf* between sham-operated day 3 (S3) and D3 (Fig. 5c). Moreover, enzyme-linked immunosorbent assay (ELISA) revealed no significant difference of VEGF-A_164_ in the dura mater and brain between S3 and D3 (Fig. 5d). 

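CD45+ hematopoietic cells were sorted from the dura mater and the brain on day 3 after a sham operation (S3) or after photothrombotic injury (PTI; D3), and the RNA of single cells was sequenced on the 10× Chromium platform, which labels each cell with a barcode and each molecule with a unique molecular identifier (UMI). Each of the 4 conditions has 1 library, and the paper's text does not give the number of mice in it. With 1 library per condition no difference could be set against the spread between mice, so no test was made and no P value is given. The authors aligned the reads to mm10, the GRCm38 build of the mouse genome, and deposited for each gene and cell the natural log of 1 plus the UMIs of the gene divided by the UMIs of the cell times 10000. Every nonzero value turned back into a whole number of UMIs within 1e-06, on the premise that the smallest value of a cell is 1 UMI, and the recovered UMIs were used. The libraries held 49003977 UMIs for brain S3, 54749012 for dura mater S3, 115154317 for brain D3 and 55887697 for dura mater D3. After filters on detected genes, mitochondrial UMIs and doublets, the median depth per cell was 8251, 9310, 14271 and 14156 UMIs in the same order. The cells of all libraries were clustered together in Seurat with the settings of the paper's methods, and the genes reported here as results, together with the markers of infiltrating macrophages, were left out of the clustering genes. The files hold no cell types, so clusters were named from marker genes listed beforehand and are called granulocyte-like, microglia-like and so on. Levels are UMIs of a gene for each 1000000 UMIs of all cells of a class (CPM) with exact Poisson 95% intervals, shares of cells have exact binomial (Clopper-Pearson) 95% intervals, and log2 ratios have the exact 95% interval of a ratio of Poisson counts. Where a count is 0, the limit given is that of a floor of 3 counts. All of these intervals and limits cover counting error only. Those of levels and ratios take the UMIs of a gene as independent, so they are too narrow where these gather in few cells.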

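*Vegfa*, which the files list by its symbol and the GENCODE annotation as ENSMUSG00000023951, lies on the minus strand of chromosome 17 of GRCm38 from 46016993 to 46032369. In the dura mater at S3, mast cell-like cells carried *Vegfa* at 110.7 CPM (95% interval 89.9 to 134.9), and 38.2% of them had a *Vegfa* UMI. NK/ILC1-like cells of the same library were at 111.2 CPM (87.3 to 139.6) and Ly6C hi monocyte-like cells at 56.4 (49.2 to 64.3). Granulocyte-like cells were at 48.2 CPM (42.7 to 54.2), with a *Vegfa* UMI in 22.9% of cells. In the brain at S3, granulocyte-like cells were at 42.9 CPM (35.6 to 51.2; 18.4% of cells), NK/ILC1-like cells at 40.4 (33.3 to 48.6; 20.1% of cells), cDC-like cells at 44.4 and Ly6C hi monocyte-like cells at 53.0. Free RNA in the droplets also gives UMIs to cells that do not express a gene. At S3, T-like cells had a *Vegfa* UMI in 0.685% of cells in the brain (median depth 7154 UMIs) and in 1.06% in the dura mater (7982 UMIs), and B-like cells in 1.81% (4726 UMIs) and 4.55% (5421 UMIs). Median depths were 8192 UMIs in mast cell-like cells, 6754 and 4680 in granulocyte-like cells of the dura mater and the brain, and 7518 in NK/ILC1-like cells of the brain. With every cell thinned to 2000 UMIs, which left out no cell of these classes, the share with a *Vegfa* UMI was 19.1% in mast cell-like cells, 7.89% and 9.53% in granulocyte-like cells of the dura mater and the brain, and 6.31% in NK/ILC1-like cells of the brain. ILC2-like cells of the dura mater, at 6.74 CPM (2.71 to 13.9), with a *Vegfa* UMI in 5.17% of cells, were within the interval of B-like cells of that library at 6.97 (3.99 to 11.3). ILC2-like cells of the brain held 10 *Vegfa* UMIs, 19.1 CPM (9.18 to 35.2), which lay in 4.35% of 69 cells, so the UMIs are not independent and the interval is too narrow. No cluster met the marker rule for eosinophils, so no value is given for them.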

Single-cell RNAseq analyses of fluorescence-activated cell sorting (FACS)-sorted CD45+ hematopoietic cells (Supplementary Fig. 10a, b) showed sparse *Vegfa* expression in various immune cells, such as in granulocytes, mast cells, innate lymphoid cells, and eosinophils of the dura mater and brain in the sham condition (Fig. 5e). 

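At S3, the *Lyve1*+ and *Lyve1*− macrophages together held 52 *Vegfa* UMIs in 365 cells of the brain, 11.2 CPM (95% interval 8.35 to 14.7), and 59 in 527 cells of the dura mater, 8.95 CPM (6.81 to 11.5). A *Vegfa* UMI was seen in 6.85% of these cells in the brain (median depth 11410 UMIs) and in 6.26% in the dura mater (11880 UMIs). Microglia-like cells of the brain held 17 *Vegfa* UMIs in 426 cells, 3.41 CPM (1.99 to 5.47), with a UMI in 2.11% of cells (median depth 9714 UMIs). After thinning to 2000 UMIs per cell, the shares were 1.37% in macrophages of the brain (1 cell left out), 1.52% in macrophages of the dura mater (2 cells left out) and 0.704% in microglia-like cells, beside 0.171% in T-like and 0.402% in B-like cells of the brain, 1.42% in B-like cells of the dura mater and 0 of 94 T-like cells there, which allows a share of up to 3.19%. The level in microglia-like cells was within the interval of B-like cells of the same library (1.71 to 6.57 CPM) and above that of its T-like cells (0.244 to 2.29 CPM). The level in macrophages of the brain was above both intervals. The level in macrophages of the dura mater was within the interval of B-like cells of that library and above that of its T-like cells, which ended at 6.72 CPM, and of both classes pooled, which ended at 8.71 CPM.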

*Vegfa* was largely absent in macrophages of both tissues and in brain-resident microglia populations. Upon injury, a new macrophage population expressing strong *Vegfa* levels emerged within the injured brain, whereas no *Vegfa* expression changes could be detected within hematopoietic cells of the dura mater following PTI (Fig. 5e, f).

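In the brain at D3, infiltrating-like macrophages held 7817 *Vegfa* UMIs in 1377 cells, 245.8 CPM (95% interval 240.4 to 251.3). A *Vegfa* UMI was seen in 85.2% of these cells at a median depth of 21820 UMIs, and in 34.4% after thinning. T-like cells of the same library were at 7.92 CPM (3.18 to 16.3), with a UMI in 3.82% of cells (0.763% after thinning) at a median depth of 5961 UMIs, and B-like cells were at 21.7 CPM (9.37 to 42.8), with a UMI in 10.7% of cells (5.33% after thinning) at 3474 UMIs. Against macrophages of the brain at S3, the log2 ratio was 4.46 (4.07 to 4.88), and it lay between 3.98 with 2500 cells drawn per library and 5.18 in thinned cells over the alternatives on the log2 scale. In the dura mater, *Lyve1*+ and *Lyve1*− macrophages together were at 6.50 CPM at D3 (5.17 to 8.07), a log2 ratio of −0.46 to S3 with an interval of −0.96 to 0.05. That ratio changed sign to 0.13 (−0.45 to 0.74) without the filter on cells and was −1.70 (−3.38 to −0.20) in thinned cells. Its interval also lay below 0 with all variable genes (−1.03 to −0.03), at a clustering resolution of 1.2 (−1.07 to −0.09) and with 2500 cells per library (−1.22 to −0.29), ended at 0 with doublets kept and included 0 at resolution 0.3 (−0.98 to 0.02). Of the 16 classes with at least 20 dura mater cells at both S3 and D3, 11 had an interval that includes 0 and none had one above 0. The other 5 were lower at D3 beyond counting error, with log2 ratios of −0.91 (−1.22 to −0.60) in Ly6C hi monocyte-like, −0.65 (−0.95 to −0.36) in granulocyte-like, −0.68 (−1.10 to −0.26) in granulocyte precursor-like, −0.38 (−0.74 to −0.03) in proliferating cells and −1.12 (−1.84 to −0.40) in *Lyve1*+ macrophages. The level in *Lyve1*+ macrophages was 8.02 CPM at S3 and 3.69 at D3, within the interval of B-like cells of each library (1.45 to 13.6 at D3). By that measure it did not stand above free RNA. The other 4 classes were above the interval of B-like cells at S3 and at D3. Both macrophage classes together were, like *Lyve1*+ macrophages, within the interval of B-like cells of each library. At S3 they were above that of T-like and B-like cells pooled, which ended at 8.71 CPM. In Ly6C hi monocyte-like cells the ratio after thinning was −0.33 (−1.27 to 0.59). The thinned share with a *Vegfa* UMI went from 7.89% to 6.59% in granulocyte-like and from 10.0% to 6.94% in granulocyte precursor-like cells. It went from 6.09% to 6.31% in proliferating cells and from 1.94% to 0.541% in *Lyve1*+ macrophages. For each of these classes the intervals of S3 and D3 overlapped, so thinned cells do not decide these falls. In proliferating cells of the dura mater at S3, 209 *Vegfa* UMIs lay in 32.5% of 197 cells. In Ly6C hi monocyte-like cells of that library, 222 lay in 27.9% of 272. Such UMIs are not independent, so the intervals of these classes are too narrow. These 5 differences have no replicate to be held against.

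**Figure D1:**
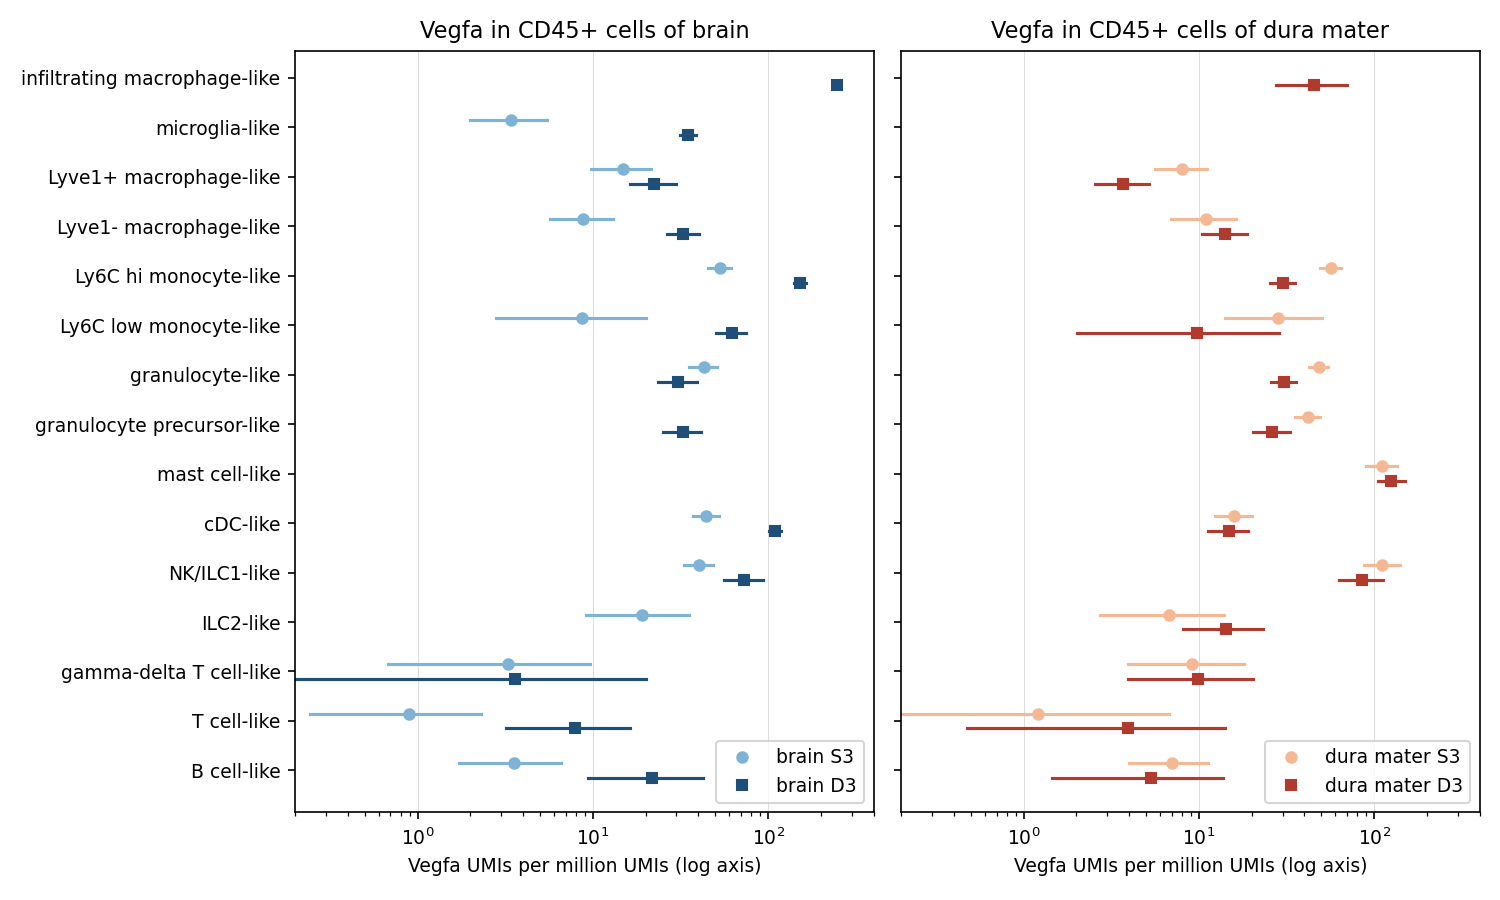
*Vegfa* CPM (log axis) in cell classes of the brain (left) and the dura mater (right). Circles are S3, squares are D3 and lines are exact Poisson 95% intervals, for selected classes with at least 20 cells. Other classes of that size, among them proliferating and B precursor-like cells, and the clusters without a name are not drawn. Infiltrating-like macrophages of the brain at D3 have the highest level drawn.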

**Fig. 5:**
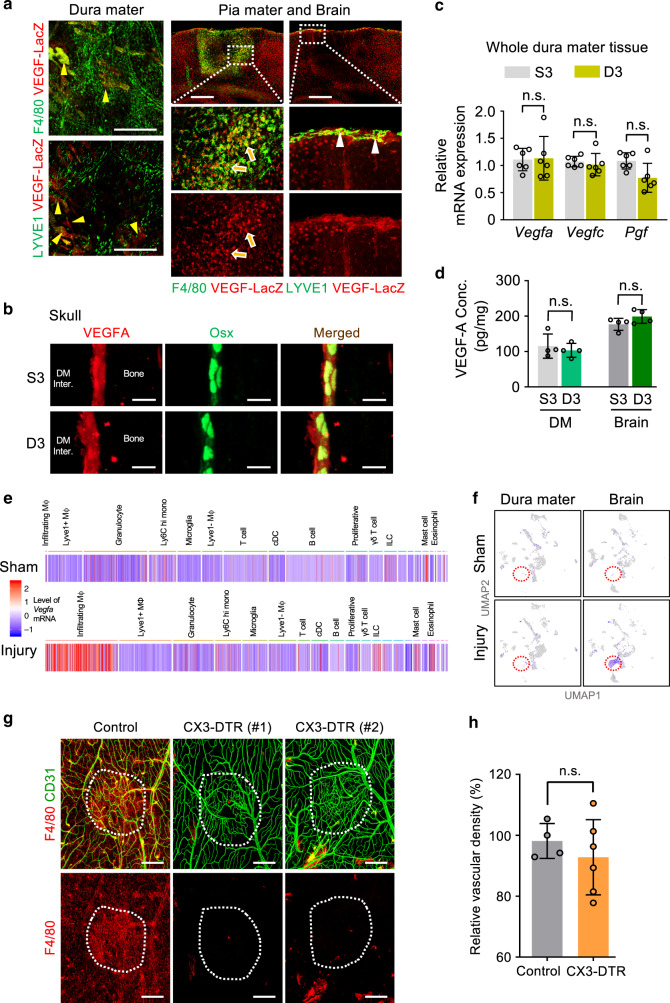
Dura mater macrophages play minor role in meningeal vascular regeneration. **a** Representative images of VEGF-A expression by detection of β-galactosidase activity in VEGF-LacZ mice at D3. High expression of VEGF-A is detected in neighboring calvarial bone (yellow arrowheads), F4/80+ macrophages (yellow arrows) in brain, and LYVE1+ macrophages (white arrowheads) in pia mater. Similar findings were observed in *n* = 3 mice from two independent experiments. Scale bars, 500 µm. **b** Representative images of VEGF-A in Osterix+ (Osx+) osteogenic progenitor cells/osteoblasts along the endosteal surface of calvarial bone of adult mice at D3 after PTI. No difference in VEGF-A between S3 and D3 is shown. Similar findings were observed in *n* _= 3 mice from two independent experiments. DM Inter., dura mater interface. Scale bars, 10 µm. **c**, **d** Relative mRNA expressions of *Vegfa, Vegfc,* and *Pgf* in whole dura mater tissue and VEGF-A protein concentrations in the dura mater (DM) and brain at D3. Each dot indicates a value obtained from one mouse and *n* = 6 **c**, *n* = 4 **d** mice/group from three independent experiments. Vertical bars indicate mean ± SD. n.s., not significant versus each S3 by two-tailed Mann–Whitney *U* test. **e** Heatmap of *Vegfa* expression based on single-cell RNAseq analysis of CD45+ hematopoietic cells isolated from dura mater and brain at D3. Emergence of infiltrating macrophages with high *Vegfa* expression is observed after PTI. **f** Feature plots showing *Vegfa* expression in various CD45+ hematopoietic cell clusters at D3. Note emergence of infiltrating macrophages showing high *Vegfa* expression only in brain after PTI (red dotted circle). **g**, **h** Representative images and comparisons of vascular regeneration in the dura mater between control mice and CX3CR1-DTR mice (two cases #1 and #2 are shown) at D7. White dotted-lined circles indicate putative injury areas. Scale bars, 500 µm. Each dot indicates a mean value obtained from one mouse and *n* = 4 (S3), *n* = 6 (D3) mice/group from two independent experiments. Vertical bars indicate mean ± SD. n.s., not significant versus control by two-tailed Mann–Whitney *U* test.

Finally, to evaluate the potential contribution of these macrophages to vascular regeneration, we genetically depleted monocytes/macrophages using a *Cx3cr1*^DTR^ mutant mouse model. Systemic administration of diphtheria toxin ablated macrophages in most tissues by 85−98% and caused 64% and 46% reductions, respectively, in vascular regeneration in the injured pia mater and brain, respectively (Supplementary Fig. 11a–f), but impact on dura mater vascular regeneration was minimal (Fig. 5g, h). These data indicate that infiltrating macrophages expressing high VEGF-A in the pia mater and brain are required for vascular regeneration, whereas accumulated macrophages in the dura mater play minor facilitating roles in vascular regeneration.

### Inflammatory role of dura mater macrophages following PTI

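The levels here are those of *Vegfa*. At D3, Ly6C hi monocyte-like cells of the brain were at 152.7 CPM (95% interval 141.0 to 165.1). A *Vegfa* UMI was seen in 49.0% of these cells and in 20.7% after thinning to 2000 UMIs. cDC-like cells were at 109.5 CPM (101.6 to 117.9), with a UMI in 43.7% of cells and in 12.3% after thinning. NK/ILC1-like cells were at 73.3 CPM (56.3 to 93.8), with a UMI in 23.6% of cells and in 10.7% after thinning. Ly6C low monocyte-like cells were at 61.9 CPM (50.5 to 75.0) on 103 UMIs. These lay in 11.6% of 198 cells, so the UMIs are not independent and the interval is too narrow. After thinning the share was 2.5%, beside 5.33% in B-like cells. Microglia-like cells of the injured brain were at 35.0 CPM (31.6 to 38.7), a log2 ratio to S3 of 3.36 (2.66 to 4.15) that was 2.25 (0.51 to 4.64) in thinned cells. *Lyve1*− macrophages of the injured brain were at 32.7 CPM (26.3 to 40.2) and *Lyve1*+ macrophages at 22.2 (16.3 to 29.7). These levels and that of microglia-like cells are within the interval of B-like cells of that library and above that of its T-like cells. In the dura mater at D3, mast cell-like cells were at 125.4 CPM (104.5 to 149.2) and the 22 infiltrating-like cells at 45.3 (27.6 to 69.9).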

As high VEGF-A expression was found only in activated macrophages of the injured brain (Supplementary Fig. 12a), we sought to explore other angiogenic factors expressed by dura mater macrophages. Single-cell RNAseq analyses of CD45+ hematopoietic cells found in the dura mater and brain showed a distinct *Lyve1*+ sub-cluster of macrophages (Supplementary Fig. 10a, b). 

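With the rebuilt clusters, *Lyve1*+ macrophages formed 1 cluster of 1236 cells and *Lyve1*− macrophages another of 856 cells. *Lyve1*+ macrophages were 10.5% of the cells of the dura mater at S3 (95% interval 9.52 to 11.6) and 21.3% at D3 (19.7 to 22.9), and 3.92% (3.32 to 4.61) and 3.99% (3.43 to 4.60) of the cells of the brain. *Lyve1*− macrophages were 4.80% of the cells of the dura mater at S3 (4.11 to 5.57) and 8.86% at D3 (7.80 to 10.0), and 6.16% (5.40 to 7.00) and 5.34% (4.70 to 6.04) of the cells of the brain. At a clustering resolution of 0.3 in place of 0.6, no separate *Lyve1*− cluster was found. The shares depend on the other cell types sorted, and the differences between S3 and D3 were not tested.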

Further comparative analyses between *Lyve1*+ and *Lyve1*− macrophages within the dura mater revealed that the expression of multiple MHC class II molecules was enriched in the latter (Supplementary Fig. 12b), suggesting the specialized immune-surveillance role of these cells in dura mater protection against infection. 

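In the dura mater at S3, *H2-Aa* was at 10820 CPM in the 165 *Lyve1*− macrophages and at 1974 in the 362 *Lyve1*+ macrophages, a log2 ratio of 2.45 (95% interval 2.42 to 2.49). The log2 ratio was 2.82 for *H2-Eb1*, 2.57 for *H2-Ab1*, 2.19 for *H2-DMb1* and 1.76 for *H2-DMa*. These 5 genes lie between 34119541 and 34316674 on chromosome 17 of GRCm38 and were left out of the clustering genes. Their median log2 ratio was 2.45. The study chose these genes on the same libraries. The 6780 genes with at least 100 UMIs had a median log2 ratio of −0.23 in the same comparison. The median of the 5 genes was 2.27 when cells were parted by a *Lyve1* UMI in place of clusters, and it moved most, to 6.31, with the level in B-like cells subtracted, and B cells express these genes themselves.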

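In the dura mater, *Ccl2*, *Ccl7*, *Ccl8*, *Ccl9* and *Cxcl2* were summed over the 527 macrophages of S3 and the 786 macrophages of D3, *Lyve1*+ and *Lyve1*− together. The *Ccl* genes lie between 82035571 and 83578636 on chromosome 11 of GRCm38 and *Cxcl2* on chromosome 5 from 90903871 to 90905938. *Ccl2* went from 1479 CPM at S3 to 2160 at D3, a log2 ratio of 0.55 (95% interval 0.51 to 0.58), and *Ccl7* from 1052 to 1688, a ratio of 0.68 (0.64 to 0.72). *Ccl8* went from 1050 to 2429, a log2 ratio of 1.21 (1.17 to 1.25), *Ccl9* from 269.6 to 551.8, a ratio of 1.03 (0.96 to 1.11), and *Cxcl2* from 1456 to 2397, a ratio of 0.72 (0.69 to 0.75). The median over these genes, which the study chose as up-regulated in the same libraries, was 0.72. It was 0.77 in *Lyve1*+ macrophages alone (genes from 0.49 to 1.45) and 0.77 in *Lyve1*− macrophages alone (0.31 to 2.59). Cells with an *Adgre1* UMI gave 0.72, and the alternative that moved the median most was the mean of the ratios of both subsets, with 0.88.

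**Figure D2:**
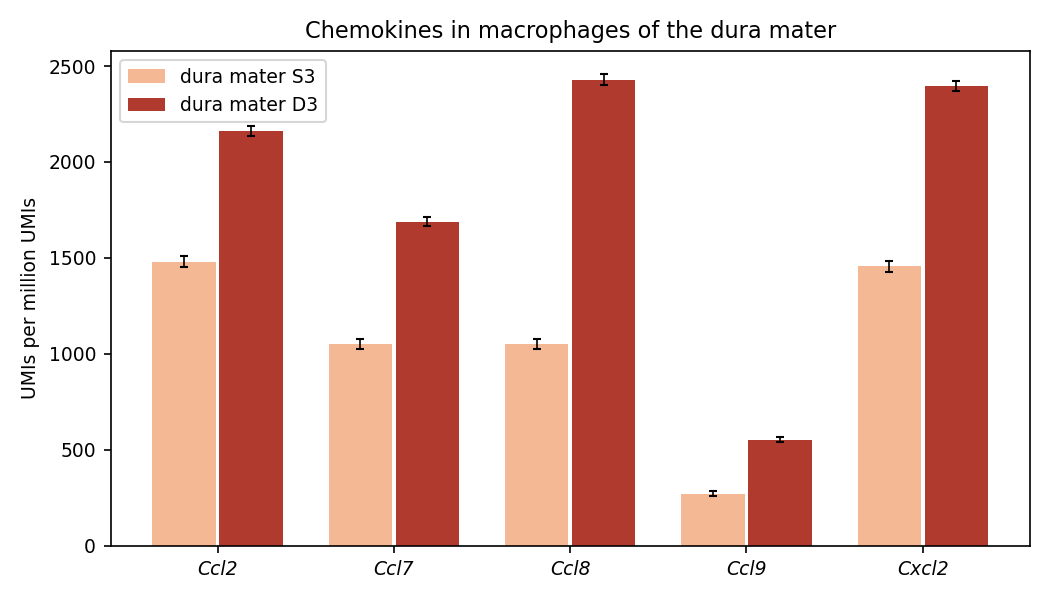
CPM of the chemokine genes in macrophages of the dura mater at S3 and D3. Bars are summed levels and error bars exact Poisson 95% intervals, which are narrow because each bar rests on at least 1778 UMIs; every gene is higher at D3.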

Following injury, these dura mater-resident *Adgre1*+ macrophages showed elevated expression of pro-inflammatory molecules, such as *Ccl2*, *Ccl7*, *Ccl8*, *Ccl9,* and *Cxcl2* (Supplementary Fig. 12d). Significant changes in pro-angiogenic molecules could not be detected in the *Lyve1*+ or *Lyve1*−macrophages of the injured dura mater. 

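The paper's text names no list for these molecules, so a list of 20 was fixed in advance, *Vegfa*, *Vegfb*, *Vegfc*, *Pgf*, *Fgf2*, *Pdgfa*, *Pdgfb*, *Angpt1*, *Angpt2*, *Hgf*, *Igf1*, *Mmp2*, *Mmp9*, *Mmp14*, *Tgfb1*, *Adm*, *Lgals1*, *Lgals3*, *Fn1* and *Iqgap1*. In *Lyve1*+ macrophages of the dura mater, the 15 listed genes with at least 10 UMIs had a median log2 ratio, D3 over S3, of 0.04 (95% interval from Poisson draws −0.12 to 0.20), with 10 genes above 0 and 5 below, at percentile 93.8 of random lists. In *Lyve1*− macrophages the median over 15 genes was −0.03 (−0.19 to 0.18), with 7 genes above 0 and 8 below, at percentile 24.8. Over the alternatives on the log2 scale the median ranged from −0.12 to 0.09 in *Lyve1*+ and from −0.33 to 0.40 in *Lyve1*− macrophages (the latter over 14 genes), so its sign is not fixed by these data. Single genes went both ways beyond counting error, and examples are given here. In *Lyve1*+ macrophages, *Lgals1* had a log2 ratio of 0.50 (0.42 to 0.57), *Lgals3* of 0.45 (0.33 to 0.58) and *Fn1* of 0.59 (0.04 to 1.16), while *Vegfa*, at a level that did not stand above free RNA, had the lowest ratio of the list, *Vegfb* had −0.45 (−0.68 to −0.21) and *Igf1* −0.32 (−0.40 to −0.24). In *Lyve1*− macrophages, *Fn1* had 1.56 (0.87 to 2.31), *Mmp9* 1.56 (0.77 to 2.43) and *Pdgfa* 0.60 (0.13 to 1.09), while *Igf1* had −0.48 (−0.80 to −0.16) and *Fgf2*, with 13 UMIs in all, −2.43 (−4.93 to −0.47). Among others in these cells, *Mmp2* went from 7.1 CPM at S3 to 2.6 at D3 and *Lgals1* from 461.1 to 560.5. The 5 pro-angiogenic genes of Supplementary Fig. 12e, which the study picked for infiltrating macrophages of these libraries, had a median of 0.45 (0.15 to 0.52) in *Lyve1*+ and 0.28 (0.09 to 0.37) in *Lyve1*− macrophages of the dura mater.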

Brain-infiltrating macrophages, on the other hand, had increased expression of a wide range of angiogenic and anti-inflammatory molecules, such as *Vegfa*, *Lgals1* & *3*, and *Iqgap1* (Supplementary Fig. 12c, e). 

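The 1377 infiltrating-like macrophages of the brain at D3 were compared with the 365 *Lyve1*+ and *Lyve1*− macrophages of the brain at S3, the groups of Supplementary Fig. 12e. On GRCm38, *Lgals3* lies on chromosome 14 from 47367751 to 47386160 and *Lgals1* on chromosome 15 from 78926725 to 78930465. *Lgals3* was at 3450 CPM against 358.3, a log2 ratio of 3.27 (95% interval 3.20 to 3.34), and *Lgals1* at 1663 against 358.5, a ratio of 2.21 (2.14 to 2.29). *Fn1* was at 650.6 against 35.5, a log2 ratio of 4.20 (3.98 to 4.43), and *Iqgap1* at 552.0 against 469.9, a ratio of 0.23 (0.17 to 0.30). With *Vegfa*, the median over these genes was 3.27, and 3.60 in cells thinned to 2000 UMIs, the alternative that moved it most. The study chose these genes on the same libraries. Over the longer list fixed in advance the median was 0.69 (0.31 to 1.05), with 11 genes higher in infiltrating-like macrophages and 6 lower, among them *Pdgfb* at −3.11, *Mmp9* at −2.11 and *Igf1* at −1.27. That list holds all 5 genes of the figure. Its other 12 genes with at least 10 UMIs, looked at after these values were seen, had a median of 0.20 (−0.07 to 0.54), with 6 higher and 6 lower. The median of the 9637 genes with at least 100 UMIs was −0.12. Against the 414 *Lyve1*+ and *Lyve1*− macrophages of the same library, brain D3, the median was 2.80 (2.73 to 2.85) over the genes of the figure and 0.46 (0.07 to 0.65) over the other 12, with 8 higher and 4 lower.

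**Figure D3:**
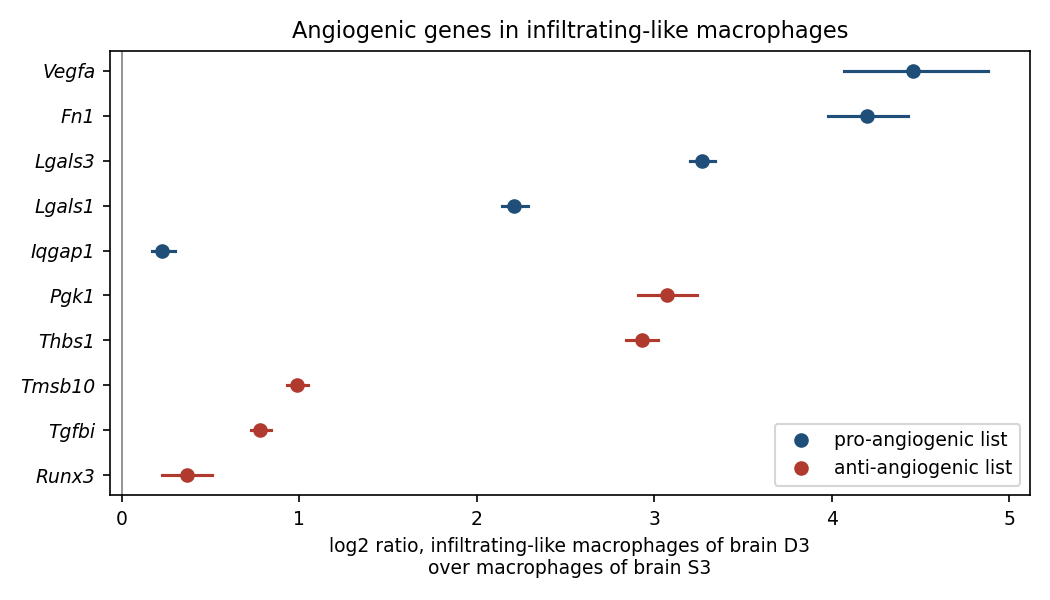
Log2 ratios of CPM, infiltrating-like macrophages of the brain at D3 over macrophages of the brain at S3, for the pro-angiogenic and anti-angiogenic genes that the paper names. Points are ratios and lines exact 95% intervals, some narrower than the point; all 10 genes lie above 0, from 0.23 for *Iqgap1* to 4.46 for *Vegfa*.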

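In the same comparison of infiltrating-like macrophages of the injured brain with macrophages of the sham brain, *Pgk1* was at 538.9 CPM against 64.0, a log2 ratio of 3.07 (95% interval 2.91 to 3.24), and *Thbs1* at 1538 against 201.8, a ratio of 2.93 (2.84 to 3.02). *Tmsb10* was at 946.0 against 476.3, a log2 ratio of 0.99 (0.93 to 1.05), *Tgfbi* at 1004 against 583.2, a ratio of 0.78 (0.73 to 0.84), and *Runx3* at 134.7 against 104.3, a ratio of 0.37 (0.23 to 0.51). *Thbs1* lies on chromosome 2 of GRCm38 from 118111876 to 118127133 and *Pgk1* on chromosome X from 106187100 to 106203699. Their median was 0.99, and the study chose these genes too on the same libraries. Over the alternatives on the log2 scale it lay between 0.79 and 2.02, the highest with the level in B-like cells subtracted, which left 4 genes. Against macrophages of the same library, brain D3, the median was 1.31 (1.24 to 1.37), and each gene was higher in infiltrating-like macrophages.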

Interestingly, anti-angiogenic molecules, such as *Thbs1*, *Runx3*, *Tmsb10*, *Tgfbi,* and *Pgk1*, were also upregulated, suggesting another potential explanation for poor vascular regeneration in the injured brain. Therefore, these results confirm the absence of increased angiogenic contribution from dura mater macrophages, which are quite unique in molecular nature, or from any other hematopoietic cell within the injured dura mater.

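Over all filtered CD45+ cells of the dura mater, *Vegfa* was at 31.5 CPM at S3 (1311 UMIs in 3438 cells; 95% interval 29.8 to 33.2) and at 21.6 at D3 (877 UMIs in 2607 cells; 20.2 to 23.1), a log2 ratio of −0.54 (−0.67 to −0.42). With the classes weighted as in S3 the ratio was −0.47, and over the alternatives on the log2 scale it lay between −0.59 and −0.47. Over all filtered CD45+ cells of the brain, the ratio was 2.76 (2.65 to 2.86). From its results, among them that significant changes in pro-angiogenic molecules could not be detected in *Lyve1*+ or *Lyve1*− macrophages, the paper concludes that an increased angiogenic contribution of dura mater macrophages or other hematopoietic cells of the injured dura mater is absent.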

### VEGFR2 signaling is required for dural vascular homeostasis

Our observation of robust VEGFR2 and Tie2 expression in dural BVs led us to explore the roles of VEGFR2 and Tie2 signaling in adult vascular homeostasis by examining the phenotypes of BVs and perivascular macrophages in the *VEGFR2*^i∆EC^ and *Tie2*^i∆EC^ mice (Fig. 6a). Compared with those of control mice, diameters of capillaries and venules were ∼50% thinner and vascular density was reduced by 47% in *VEGFR2*^i∆EC^ mice but remained similar in *Tie2*^i∆EC^ mice (Fig. 6b, c). Nevertheless, no differences were found in vascular density of the brain, and distribution, alignment and density of LYVE1+/F4/80+ and single F4/80+ perivascular macrophages among control, *VEGFR2*^i∆EC^, and *Tie2*^i∆EC^ mice (Fig. 6b–e). These findings indicate that VEGFR2, but not Tie2, signaling is required to maintain dural vascular homeostasis.

**Fig. 6:**
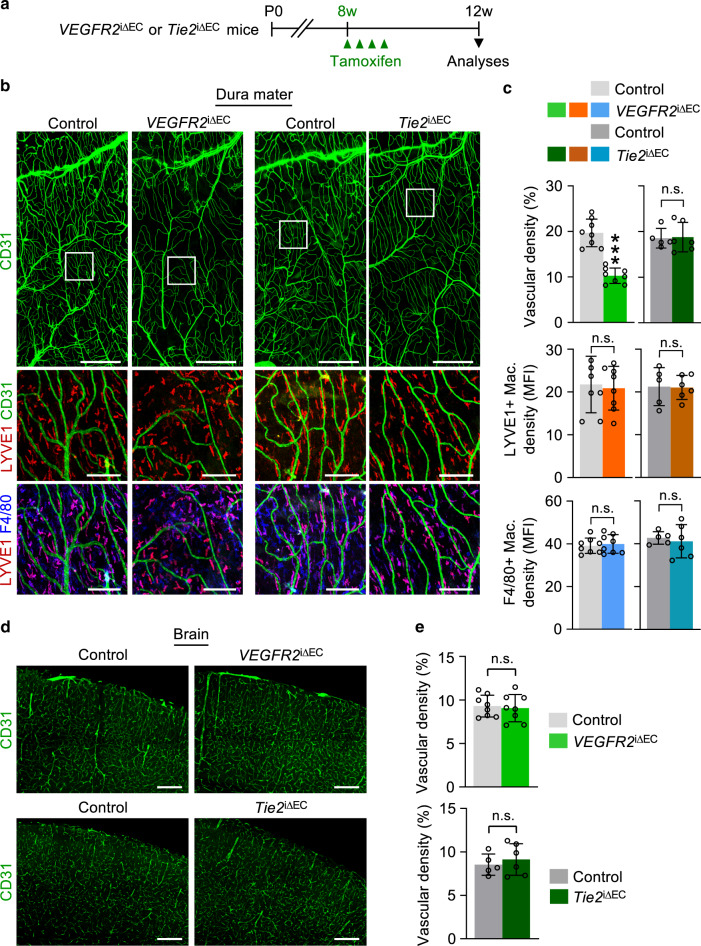
VEGFR2, but not Tie2, signaling is required for maintaining dural vascular homeostasis. **a** Diagram depicting generation of *VEGFR2*^iΔEC^ or *Tie2*^iΔEC^ mice and EC-specific deletion of *VEGFR2* or *Tie2* at 8 weeks old of age and their analyses 4 weeks later. **b** Representative images of CD31+BVs (upper panels) and distributions of LYVE1+ (middle and lower panels) and F4/80+ macrophages (lower panels) in dura mater of control, *VEGFR2*^iΔEC^ and *Tie2*^iΔEC^ mice. Scale bars, 1 mm. Each white-lined box is magnified in middle and lower panels. Scale bars, 200 µm. **c** Comparisons of densities of CD31+BVs, LYVE1+macrophages and F4/80+ macrophages in control and *VEGFR2*^iΔEC^ or *Tie2*^iΔEC^ mice. Each dot indicates a value from one mouse and *n* = 5 (*Tie2* control), *n* = 6 (*Tie2*^iΔEC^), *n* = 8 (all other groups) mice/group from three independent experiments. Vertical bars indicate mean ± SD. n.s., not significant or ***P < 0.001 versus control by two-tailed Mann–Whitney *U* test. MFI, mean fluorescence intensity. **d**, **e** Representative images of CD31+BVs in brain of control, *VEGFR2*^iΔEC^, and *Tie2*^iΔEC^ mice. Scale bars, 200 µm. Comparisons of vascular density between control and *VEGFR2*^iΔEC^ or *Tie2*^iΔEC^ mice. Each dot indicates a value from one mouse and *n* = 5 (*Tie2* control), *n* = 6 (*Tie2*^iΔEC^), *n* = 8 (all other groups) mice/group from three independent experiments. Vertical bars indicate mean ± SD. n.s., not significant versus control by two-tailed Mann–Whitney *U* test.

### Dura mater ECs intrinsically possess angiogenic potential

To assess EC-intrinsic advantages to vascular regeneration, an ex vivo sprouting assay^35^ was performed using FACS-sorted dura mater or brain ECs. Although robust sprouting and filopodia were observed in dural EC spheroids, almost no sprouting and filopodia were detected in brain EC spheroids (Fig. 7a–c), confirming that dura mater ECs have a more vigorous intrinsic angiogenic potential than brain ECs.

**Fig. 7:**
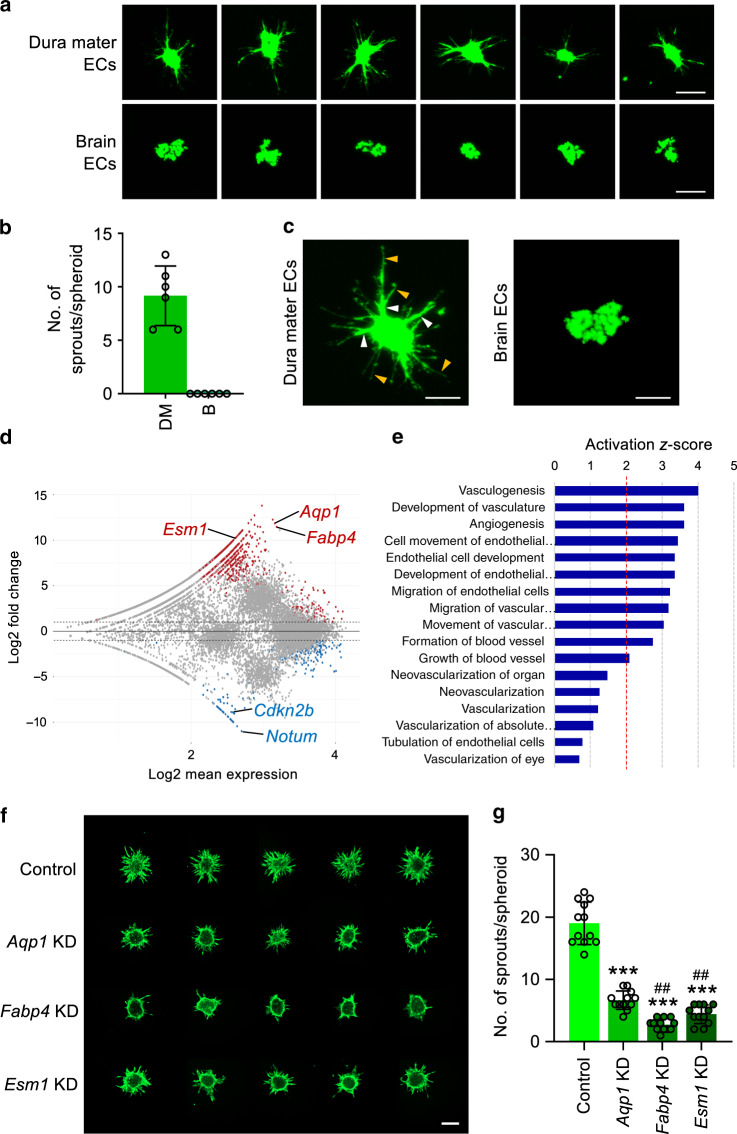
Dura mater ECs are superior to brain ECs in sprouting activity and show high expression of angiogenic molecules. **a**, **b** Images and comparisons of the number of sprouts (length, >50 μm) of EC spheroids derived from FACS-sorted primary ECs of dura mater (DM) and brain (B) at 12 hr after incubation in collagen type I gel. Each dot indicates number of sprouts per spheroid. Each *n* = 6 from two independent experiments. Vertical bars indicate mean ± SD. *P* = 0.0022 versus brain ECs by two-tailed Mann–Whitney *U* test. Scale bars, 100 μm. **c** Highly magnified images of the left two panels in **a** showing robust sprouting (white arrowheads) and filopodia (yellow arrowheads) in EC spheroid from DM, whereas no sprouting and filopodia are seen in EC spheroid from B. Scale bars, 50 μm. **d** MA plot of significantly high-(1020 genes, red) and low (323 genes, blue)-expressing genes in dura mater ECs compared with brain ECs. Dotted horizontal lines demarcate twofold change between dura mater ECs and brain ECs. **e** IPA of 1343 differentially expressed genes in dura mater ECs compared with brain ECs. Ranked according to activation *z* score within Cardiovascular System Development and Function category. Vertical red-dotted line marks activation *z* score threshold. *P* < 0.001 for all pathways by right-tailed Fisher’s Exact Test with Benjamini–Hochberg correction for multiple testing. **f**, **g** Representative images and comparisons of the number of sprouts (length, >100 μm) from HUVEC spheroids at 24 h after incubation in collagen type I gel. siRNA-mediated KD was induced before spheroid formation. Scale bars, 200 μm. Each dot indicates number of sprouts per spheroid. Each *n* = 12 from two independent experiments. Vertical bars indicate mean ± SD. ***P < 0.001 versus control, ^##^*P* < 0.01 versus *Aqp1* KD by Kruskal–Wallis test.

We then performed RNAseq analysis to further elucidate fundamental molecular differences between these tissue-specific ECs. A majority of 1020 genes from 1343 differentially expressed genes (DEGs) between dura mater and brain ECs were upregulated in the former (Fig. 7d). Ingenuity Pathway Analysis (IPA) analysis of these changes showed strong enrichment of vascular development and angiogenesis pathways (Fig. 7e, Supplementary Fig. 13a, b). Interestingly, integrin signaling and integrin-linked kinase signaling showed high enrichment in the dura mater ECs (Supplementary Fig. 13c), suggesting that certain molecules within these pathways may contribute to the angiogenic state of the dura mater by cooperating with VEGFR2 as previously described^17^. siRNA-mediated knockdown of several candidates found highly enriched in dura mater ECs (*Aqp1*, *Fabp4,* and *Esm1*) significantly impaired sprouting angiogenesis by 65%, 84%, and 76%, respectively (Fig. 7f, g).

### Complete regeneration of dura mater vessel basement membrane

We further characterized vascular responses to PTI in the dura mater and brain to identify additional tissue-specific differences. Of note, collagen IV+ basement membrane (BM) along the dural vessels was relatively well preserved, similar to tumor vessel regression^36^, following injury, whereas CD31+ECs were markedly damaged at D1 (Fig. 8a, b). At D14, by which vascular function is fully restored to pre-injury conditions, the alignment of collagen IV + BM and shape of the regenerated BVs fully recovered, looking like pre-injury normal BVs, in the dura mater (Fig. 8a, b). In contrast, collagen IV along the brain vessels was highly increased at D1 and continued to accumulate, irrespective of vascular patterning, within the injury core until D14 (Fig. 8c, d), highlighting the superior functional regeneration, with extrinsic BM support, of dura mater BVs following PTI.

**Fig. 8:**
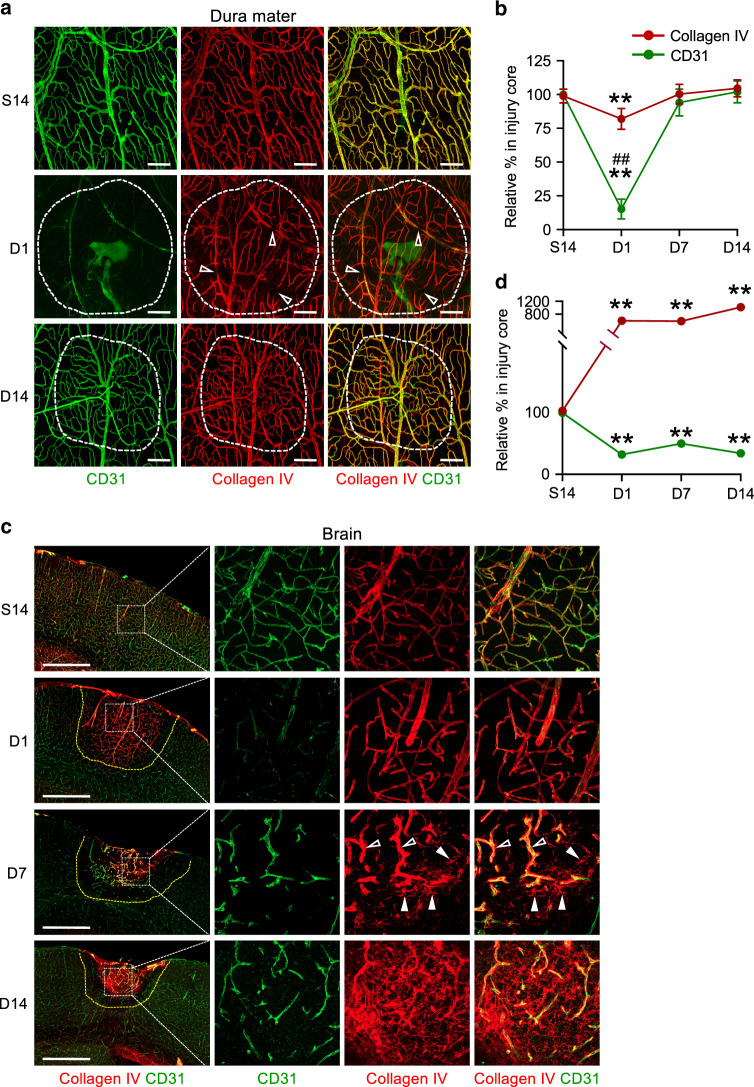
Rapid recovery of BV basement membrane in the injured dura mater but not in the injured brain after PTI. **a**, **b** Representative images and comparisons of distributions of collagen IV along CD31+BVs in putative injury area (white dotted-lined circle) at indicated days in the dura mater of adult mice after PTI. Empty arrowheads indicate broken alignment of collagen IV. Scale bars, 200 µm. *n* = 4 mice/group from two independent experiments. Mean fluorescence intensity (MFI) of collagen IV per MFI of CD31 in the putative injury area at S14 is regarded as 100%. Dots and error bars indicate mean ± SD. **P < 0.01 versus S14 and ^##^*P* < 0.01 versus D1 of collagen IV by Kruskal–Wallis test. **c**, **d** Representative images and comparisons of distributions of collagen IV and CD31+BVs in putative injury area (white dotted line) at indicated days in the brain of adult mice after PTI. Scale bars, 500 µm. Each indicated box area is magnified and arrayed in the right panels. Empty arrowheads indicate increased collagen IV in perivascular areas, whereas white arrowheads indicate collagen IV accumulation in avascular areas. *n* = 4 mice/group from two independent experiments. MFI of collagen IV or MFI of CD31 in the putative injury area at S14 is regarded as 100%. Dots and error bars indicate mean ± SD. **P < 0.01 versus S14 by Kruskal–Wallis test.

### Vascular regeneration is required for dural tissue recovery

Considering the role of vascular regeneration in dura mater function, we investigated the consequences of incomplete vascular regeneration in the dura mater. Vascular regeneration inhibition with prolonged DC101 treatment for 2 weeks following PTI showed a substantial reduction in dura mater-resident F4/80+ macrophages in the avascular area (Fig. 9a–d). We also examined the extent of fibrosis within the avascular area using the fibroblast marker vimentin. After prolonged inhibition of vascular regeneration following PTI in EC-specific *VEGFR2* knockout mice, density of vimentin+ fibroblast was increased by ∼50% in *VEGFR2*^i∆EC^ mice compared with control mice at D14 (Fig. 9e, f), implying that complete dura mater vascular regeneration is required to prevent excessive fibrosis at the injury site. Similarly, inhibition of VEGFR2-mediated vascular regeneration following an ear skin wound also led to the increase of fibrotic tissue surrounding the injury core at D14 (Supplementary Fig. 14a, b). However, no difference in the number of broken nerve fibers was observed at D14 in the dura mater between control and *VEGFR2*^i∆EC^ mice (Fig. 9g, h), suggesting that vascular regeneration and peripheral nerve regeneration are not coupled in this context. Therefore, these results implicate efficient vascular regeneration as a critical mediator in the restoration of immune homeostasis and wound healing of the injured area following HI.

**Fig. 9:**
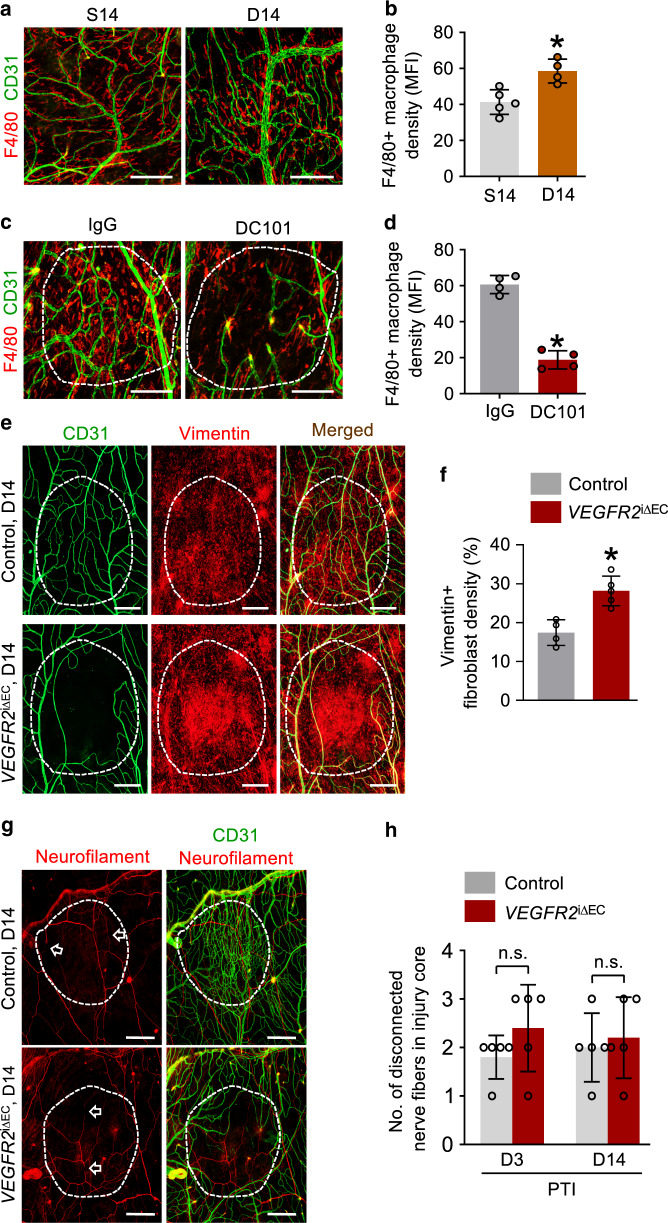
Vascular regeneration is required for recovery of perivascular macrophages and normalization of fibroblasts in dura mater after PTI. **a**, **b** Representative images and comparisons of the distribution of F4/80+ macrophages in the putative injury area (white dotted-lined circle) of dura mater at S14 and D14 in adult mice. Scale bars, 200 µm. Each dot indicates a mean value obtained from one mouse and *n* = 5 (S14), *n* = 4 (D14) mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P = 0.0159 versus S14 by two-tailed Mann–Whitney *U* test. MFI, mean fluorescence intensity. **c**, **d** Representative images and comparisons of the distribution of F4/80+ macrophages in the putative injury area (white dotted-lined circle) of dura mater at D14 in adult mice that were treated with IgG-Fc or DC101 (daily i.p. injections of 40 mg/kg of body weight for 6 days). Note substantial inhibition of F4/80+ macrophage distribution in the injury area with DC101 treatment. Scale bars, 200 µm. Each dot indicates a mean value obtained from one mouse and *n* = 4 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P = 0.0286 versus IgG-Fc by two-tailed Mann–Whitney *U* test. MFI, mean fluorescence intensity. **e**, **f** Representative images and comparisons of the distribution of vimentin+ fibroblasts in the putative injury area (white dotted-lined circle) of dura mater in control and *VEGFR2*^iΔEC^ mice at D14. Scale bars, 200 µm. Each dot indicates a mean value obtained from one mouse and *n* = 4 (control), *n* = 5 (*VEGFR2*^iΔEC^) mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P = 0.0159 versus control by two-tailed Mann–Whitney *U* test. **g**, **h** Representative images and comparisons of the number of broken neurofilament+nerve fibers (arrows) in the putative injury area (white dotted-lined circle) of dura mater in control and *VEGFR2*^iΔEC^ mice at D3 and D14. Scale bars, 200 µm. Each dot indicates a mean value obtained from one mouse and *n* = 5 mice/group from three independent experiments. Vertical bars indicate mean ± SD. n.s., not significant by two-tailed Mann–Whitney *U* test.

## Discussion

Our study identifies key pathways of vascular regeneration in the dura mater following HI. We implicate VEGFR2 signaling as the predominant driver for dura mater vascular homeostasis and regeneration, with multiple intrinsic/extrinsic factors creating a primed state for rapid vascular regeneration.

Various impact injury models^37–39^ better simulate direct tissue damage from head trauma. However, the PTI model employed in this study is most useful for the side-by-side comparison of the meninges and the brain parenchyma following vascular injury, because it allows minimally invasive, deep-penetrating, consistent, and direct injury of BVs, with most tissue damage hallmarks associated with head trauma.

A previous study attributes dura mater vascular regeneration to macrophage-supplied MMP-2, which facilitates vascular regeneration by breaking down fibrin deposits accumulated within the injury core^14^. Our results do not show changes in VEGF-A levels but indicate that endothelial VEGFR2 signaling is upregulated, both in human HI patients and mice, and drives dura mater vascular regeneration. Unlike minimal suppression of vascular regeneration with macrophage depletion, we observed complete inhibition of vascular regeneration with EC-specific deletion or antibody blockade of VEGFR2. In contrast to low transcription levels, substantial amounts of VEGF-A protein in the dura mater suggest its supply from neighboring tissue, such as calvarial bone or neurons.

Although our study demonstrates that both the meninges and brain vessels rely on VEGFR2 for their differential vascular regeneration following PTI, molecular profiling of dura mater vs brain ECs based on RNAseq suggests that other specialized pathways may confer angiogenic and vascular regenerative advantages upon dura mater ECs and warrants further investigation. Also, how such dura mater EC-specific molecules contribute to suppressing vascular leakage, despite lacking a blood–brain barrier present in the brain^9^, remains to be explored.

Although the functional significance of meningeal lymphatics has recently received the spotlight^40–42^, the role of meningeal BVs has been rather unclear. Our study demonstrates the critical role dura mater BVs play in the functional regeneration of the dura mater tissue, with respect to its immunological function and stromal integrity. Although the dura mater vascular bed is separate from the pia mater and brain interconnected beds^8,9^ and therefore does not inflict direct vascular damage to the latter if injured, how the functional recovery of the dura mater potentially affects brain function also requires further investigation. While the debate on employing anti-VEGF therapy to manage cerebral edema in stroke and HI patients continues^12,43–46^, our results suggest that targeting this angiogenic pathway in HI patients may impede dura mater recovery and compromise its primary functions.

Therefore, our study provides an important molecular framework for dura mater vascular biology by identifying several key and organotypic EC molecules in dura mater BV maintenance and regeneration following injury, and establishes the functional role of these tissue-specific BVs in dura mater regeneration following HI.

## Methods

### Mice

Specific pathogen-free (SPF) C57BL/6 J were purchased from DBL Co., Ltd. (Republic of Korea). Actin-GFP, *Cx3cr1*^DTR^, and R26-tdTomato mice were purchased from Jackson Laboratory. *VE-cadherin*-Cre-ER^T2^ ^21^, *VEGF-A*^+/LacZ^ ^47^ and *VEGFR2*^[fl/fl 22^, *Tie2*^fl/fl^ ^23^, *Dll4*^fl/fl^ ^24^, and PDGFRβ-Cre-ER^T2^ ^48^ mice were transferred, established, and bred in SPF animal facilities at KAIST. All mice were maintained in the C57BL/6 background, housed under 12 hr light/12 hr dark cycle, temperatures of 22 ± 2 °C with 50 ± 10% humidity, and fed with free access to a standard diet (PMI LabDiet) and water. In order to induce Cre activity in the Cre-ER^T2^ mice, 2 mg of tamoxifen (Sigma-Aldrich) dissolved in corn oil (Sigma-Aldrich) was injected intra-peritoneally (i.p.) at indicated time points for each experiment. Cre-ER^T2^ negative but flox/flox-positive mice among the littermates were defined as control mice for each experiment. Cre-mediated deletion efficiencies in both dura mater (84–88%) and brain (81–85%) were validated by histological analyses of the targeted proteins (Supplementary Fig. 15).

Mice were anesthetized with i.p. injection of a combination of anesthetics (80 mg/kg ketamine and 12 mg/kg of xylazine) before any procedures or being sacrificed. Animal care and experimental procedures were performed under the approval from the Institutional Animal Care and Use Committee of KAIST (no. KA2018-42). All procedures and animal handlings were performed following the ethical guidelines for animal studies.

### Photothrombotic injury

Mice at 8–10 weeks of age were anaesthetized with ketamine/xylazine immediately prior to surgery. Head fur was removed with pet hair clippers (Himax) and the incision site was sterilized with 70% ethanol. A surgical skin flap was created to expose the calvarium before the animal was mounted on a custom-built fast-scanning confocal microscope used for intravital imaging^49^. White light measured at 3 mW was aimed at the targeted injury site between the coronal and lambdoid sutures of the mouse calvarium and 100 μl of Rose Bengal (15 mg/ml, Sigma-Aldrich) was injected into the retro-orbital vein. After 3 min of white light exposure to the targeted injury site, the surgical skin flap was sutured with a 5–0 (one metric) non-absorbable black braided silk suture (Ailee). Post-surgical care was performed under a heating lamp until mice showed complete recovery from anesthesia.

### Histological analyses

After anesthesia, transcardial perfusion was performed into the mice with phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA, Merck). The dura mater-attached skull and brain of the PTI areas were harvested and the samples were then post-fixed at 4 °C in 4% PFA for 2 h for the dura mater and overnight for brain samples. Dura mater and pia mater samples were whole-mount stained. Brain samples were sectioned at 80 µm thickness using a vibrating microtome (Leica Biosystems) prior to immunostaining. Samples were washed with PBS several times before blocking. After blocking with 5% goat or donkey serum (Jackson ImmunoResearch) in 0.3% Triton-X 100 in PBS (PBST) for 1 h, samples were incubated with the indicated primary antibodies diluted in the blocking solution at 4 °C overnight. After several washes with PBST, the samples were incubated at 4 °C overnight with the indicated fluorochrome-conjugated secondary antibodies diluted in the blocking buffer. The samples were washed with PBST and nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI) (Invitrogen). After washing with PBS, samples were mounted with Vecta-shield (Vector Laboratories). Images were obtained using Zeiss LSM 800 or LSM 880 confocal microscope (Carl Zeiss). The following primary antibodies were used in the immunostaining of mouse samples: anti-CD31 (hamster monoclonal, MAB1398Z, Merck), anti-pVEGFR2 (Tyr1175, rabbit monoclonal, 2478, Cell Signaling Technology), anti-pERK (Thr202/Tyr204, rabbit monoclonal, 4370, Cell Signaling Technology), anti-pAkt (Ser473, rabbit monoclonal, 4060, Cell Signaling Technology), anti-VE-PTP (rabbit polyclonal, generously provided by Dietmar Vestweber), anti-VEGFR2 (goat polyclonal, AF644, R&D), anti-VEGFR3 (goat polyclonal, AF743, R&D), anti-Tie2 (goat polyclonal, AF762, R&D), anti-Dll4 (goat polyclonal, AF1389, R&D), anti-Ang2^50^, anti-NG2 (rabbit polyclonal, AB5320, Merck), anti-F4/80 (rat monoclonal, MCA497, Bio-Rad), anti-LYVE-1 (rabbit polyclonal, 11-034, Angiobio), anti-VEGF_164_ (goat polyclonal, AF-493-NA, R&D), anti-Osterix (rabbit polyclonal, ab22552, Abcam), anti-collagen type IV (rabbit polyclonal, ab6586, Abcam), anti-vimentin (chicken polyclonal, AB5733, Merck) and anti-neurofilament heavy polypeptide (rabbit polyclonal, ab8135, Abcam). The following primary antibodies were used in the immunostaining of human samples: anti-VEGFR2 (goat polyclonal, AF357, R&D) and anti-CD31 (rabbit polyclonal, ab28364, Abcam). Alexa Fluor 488-, Alexa Fluor 594-, Alexa Fluor 647-conjugated secondary antibodies were purchased from Jackson ImmunoResearch. All the antibodies used in our study were validated for the species and applications. β-gal staining of *VEGF-A*^+/LacZ^ samples was performed as previously described^51^. In brief, samples were washed and permeabilized with staining buffer (2 mM MgCl_2_, 0.01% sodium deoxycholate, and 0.02% NP-40 in PBS) and stained for 4 h in 1 mg/ml X-gal in staining buffer supplemented with 5 mM potassium ferricyanide and 5 mM potassium ferrocyanide. Samples were washed with PBS several times before immunostaining.

### Morphometric analysis

Morphometric measurements were performed using ImageJ software (NIH) or ZEN 2012 software (Carl Zeiss). To determine vascular density and distribution of collagen IV in the mice with PTI or sham operation, MFI of CD31+ or collagen IV+ was measured in dura mater (2.5 mm^2^), pia mater (4.0 mm^2^), and brain (0.36 mm^2^) of the injury or putative injury areas. To determine vascular density and distribution of collagen IV in the genetically modified mice, MFI of CD31+ or collagen IV was measured in dura mater (3.6 mm^2^), pia mater (5.0 mm^2^), and brain (1.0 mm^2^). To measure density of LYVE1+ or F4/80+ macrophages in the dura mater of genetically modified mice, each MFI was measured in area (0.36 mm^2^) of three regions per sample. To measure density of LYVE1+ or F4/80+ macrophages in the mice with PTI or sham operation, each MFI was measured in injured area of dura mater (2.5 mm^2^), pia mater (4.0 mm^2^), and brain (0.36 mm^2^). To measure VE-PTP density in VEGFR2+ BVs, MFI of VE-PTP was measured in the dura mater (0.36 mm^2^) and brain (0.36 mm^2^). To measure density of perivascular cells in the dura mater, MFI of NG2+ cells was measured in the injury area (0.36 mm^2^). To determine density of fibroblasts, MFI of vimentin+ cells was measured in dura mater (1.2 mm^2^) and ear skin (0.20 mm^2^). To determine vascular density in the ear skin, MFI of CD31 was measured in circumferential region (0.10 mm^2^) of punch hole injury. To determine EB leakage, IFI of EB was measured in injured area of dura mater (3.6 mm^2^), pia mater (4.0 mm^2^), and brain (1.0 mm^2^). To measure VEGFR2 in the BVs of human dura mater and brain, each MFI of VEGFR2+ or CD31+ was measured in the indicated area of dura mater (0.36 mm^2^) and brain (0.36 mm^2^).

### EdU incorporation assay for proliferating ECs

To detect proliferating ECs, 5 mg of 5-ethynyl-2ʼ-deoxyuridine (EdU, A10044, Invitrogen) was dissolved in 1 ml of Milli-Q water as a stock solution. Then, 200 μl of the stock solution per mice was injected i.p. every day, starting from 1 day prior to PTI and for 4 days before analysis. Tissues were isolated and processed as described above. EdU-incorporated cells were detected with the Click-iT EdU Alexa Fluor 488 Assay Kit (Invitrogen) according to the manufacturer’s protocol.

### Lectin perfusion assay

Mice were anaesthetized immediately prior to retro-orbital injection of fluorescein isothiocyanate (FITC)-conjugated lectin (Sigma-Aldrich, 100 µg/100 µl). Animals were killed 30 min after injection, processed and immunostained as described above. FITC was detected in the 488 nm channel but pseudo-colored to red using ZEN software (Carl Zeiss). Percentage of perfused BV was calculated as the lectin+/CD31+ perfused BV area divided by total CD31+BV areas in the putative injury area (1.44 mm^2^) of dura mater.

### Evans Blue leakage assay

Mice were anaesthetized immediately prior to retro-orbital injection of Evans Blue solution (Merck, 1% v/w, 200 µl). Animals were killed 1 h after injection as described above. In order to distinguish vascular leakage in the dura mater from the calvarial bone marrow, dura mater tissues were separated from the calvarial bone after overnight decalcification with 10% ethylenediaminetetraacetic acid prior to immunostaining.

### Treatment of blocking antibody

For VEGFR2 and PDGFRβ blockade, we used VEGFR2- and PDGFRβ-neutralizing antibodies DC101 and APB5^28^, respectively. A hybridoma cell line that produces DC101 was purchased from American Type Culture Collection (ATCC). A hybridoma cell line that produces APB5 was generously provided by Akiyoshi Uemura (Nagoya City University, Japan). Hybridoma cells were grown in serum‐free medium. Recombinant proteins in the supernatants were purified by column chromatography with Protein A agarose gel (Oncogene). After purification, the recombinant proteins were quantified using the Bradford assay and confirmed by Coomassie blue staining after sodium dodecyl sulfate–polyacrylamide gel electrophoresis. DC101 (40 mg/kg) or APB5 (25 mg/kg) and an equal amount of the control antibody (IgG-Fc) was i.p. injected into the indicated mice every other day until mice were sacrificed for analyses.

### Human dura mater and brain samples

Specimens of dura mater and brain cortex obtained from four deceased individuals who suffered fatal HI from vertical falls were autopsied with court-issued warrants at the request of the public prosecutor. The Institutional Review Board of Chonnam National University Medical School and Hospital (Gwangju, Republic of Korea) approved all autopsies as research activity involving non-living, post-mortem subjects in accordance with ethical regulations and waived the requirement to obtain informed consent owing to the inaccessibility to and unavailability of personal identification information and testing for heritable traits of the deceased (no. 2019-001). Accordingly, all specimens and data, with the exception of age, gender, and medical histories, were anonymized prior to all analyses. Dura mater samples were whole-mount immunostained, whereas brain cortex samples were sectioned at 100 µm with a vibrating microtome (Leica Biosystems) prior to immunostaining.

### qRT-PCR analyses of whole dura mater tissue

Dura mater was isolated as mentioned above without any transcardial perfusion. Dura mater was removed from the attaching calvarial bone by submerging the tissue in ice-cold PBS and peeling the organ with fine forceps. Tissue was mechanically dissociated using a Precellys 24 tissue homogenizer (Bertin Technologies) until cells were completely lysed. RNA was extracted using RNeasy Micro kit (Qiagen) or Trizol RNA extraction kit (Invitrogen). A total of 1 µg of extracted RNA was transcribed into cDNA using GoScript Reverse Transcription Kit (Promega). Quantitative real-time PCR was performed using FastStart SYBR Green Master mix (Roche) and S1000 Thermocycler (Bio-Rad) with the indicated primers. The primers were designed using Primer-BLAST or adopted from previously published studies: *Vegfa* (5′*-*TGCCAAGTGGTCCCAGGCTGC-3′; 5′-CCTGCACAGCGCATCAGCGG-3′*); Vegfc* (5′-GAGGTCAAGGCTTTTGAAGGC-3′; 5′-CTGTCCTGGTATTGAGGGTGG-3′); *Pgf* (5′-TCTGCTGGGAACAACTCAACA-3′; 5′-GTGAGACACCTCATCAGGGTAT-3′). *Gapdh* (5′-AGGTCGGTGTGAACGGATTTG-3′; 5′-TGTAGACCATGTAGTTGAGGTCA-3′) was used as a reference gene and the results were presented as relative expressions to control. Primer reaction specificity was confirmed by melting curve analysis. Relative gene expression was analyzed by ΔΔCt method using the CFX Manager software (Bio-Rad).

### ELISA for quantification of VEGF-A

Dura mater was separated from the calvarial bone as described above. Brain cortex was separated from the rest of the brain using a surgical scalpel. Tissues were mechanically dissociated as described above and protein was extracted in Cell Extraction Buffer (ThermoFischer Scientific). Sample protein concentrations were measured and normalized with a Pierce BCA Protein Assay Kit (ThermoFisher Scientific) and the concentration of VEGF-A in tissue extracts was measured using a Mouse VEGF-A Quantikine ELISA Kit (MV00, R&D).

### Depletion of CX3CR1^+^ monocytes/macrophages

To deplete CX3CR1^+^ monocytes and macrophages in CX3CR1-DTR mice receiving PTI, 1 μg of diphtheria toxin (Merck) diluted in PBS was injected every other day, beginning from 1 day before PTI until mice were sacrificed at 7 days after PTI for analysis. Control mice received injections of PBS.

### Spheroid-based sprouting assay

EC spheroids were generated by incubating ∼1000 FACS-sorted primary dura mater and brain ECs in endothelial growth media (EGM2, Lonza) containing 0.25% methylcellulose as hanging-drops overnight^35^. The spheroids were then collected and embedded in 2 mg/ml collagen type I (Corning) with mouse VEGF-A-supplied (50 ng/ml) EGM for 24 h. At the end of the incubation, spheroid was stained with cell tracker (Molecular Probes, 1.5 μM, 37 °C, 30 min). The spheroids were then fixed in 4% PFA for 15 min at RT and imaged using a Zeiss LSM 800 confocal microscope (Carl Zeiss).

### siRNA-mediated knockdown

Human umbilical vein ECs (HUVECs) were maintained in EGM2 media (Lonza). For small RNA interference (siRNA), oligonucleotides against Aqp1 (358-2, Bioneer), against Fabp4 (2167-1, Bioneer), against Esm1 (11082-2, Bioneer), or scrambled siRNA for negative control were used. HUVECs with a 40–60% confluence were transfected with siRNAs using Lipofectamine RNAiMAX (Invitrogen) in OptiMEM media. Culture media was changed 4–6 hr after transfection.

### Magnetic-associated and fluorescence-activated cell sorting

To sort dura mater or brain ECs, CD45^+^ hematopoietic or CD45^−^ non-hematopoietic cells by FACS, tissues were isolated as described above and dissociated in collagenase type I (1 mg/ml, Worthington), dispase (1 mg/ml, Gibco), and DNase I (0.1 mg/ml, Merck) dissolved in DMEM/F12 supplemented with 5% fetal bovine serum (FBS) at 37 °C for 30 min. Cell suspensions went on RBC lysis by suspension in ACK lysis buffer (Gibco) for 5 min on ice and blocked with mouse anti-CD16/CD32 (553141, BD Bioscience) before being incubated for 20 min with indicated antibodies in FACS buffer (2% FBS in PBS). After several washes, brain ECs were enriched using automatic magnetic-associated cell sorting (MACS, Miltenyi-Biotec) prior to be being stained with fluorochrome-conjugated primary antibodies. Cell sorting was performed with FACS Aria II (Beckton Dickinson). Dead cells were excluded using DAPI (Sigma-Aldrich) staining and cell doublets were systematically excluded. The following antibodies were used for MACS: biotin anti-mouse CD31 (rat monoclonal, 130-119-562, Miltenyi-Biotec); anti-biotin microbeads (130-090-485). The following antibodies were used for FACS: PE anti-mouse CD31 (rat monoclonal, 102508, Biolegend); APC anti-mouse CD45 (rat monoclonal, 103112, Biolegend); FITC anti-mouse TER-119 (rat monoclonal, 116206, Biolegend).

### Bulk RNA-sequencing

Bulk RNA-sequencing of sorted ECs was performed by obtaining the alignment file. In brief, reads were mapped using TopHat software tool. The alignment file was used to assemble transcripts, estimate their abundances, and detect differential expression of genes or isoforms using cufflinks. The Ingenuity Pathway Analysis tool (QIAGEN) was used to further evaluate the data in the context of biological categories and canonical signaling. The significance of biological categories and canonical signaling was tested by the Benjamini–Hochberg procedure, which adjusts the *P* value to correct for multiple comparisons, and their activation or inhibition was determined with reference to activation *z* scores.

### Parabiosis model

Pairs of 8–10-week-old wild-type and actin-GFP^+^ mice were subjected to parabiotic surgery. Mice were anesthetized by intramuscular injection of the combination of anesthetics, and then surgically joined from shoulder to femur. At the indicated weeks after parabiotic surgery, GFP^+^ cells in the injured tissues of wild-type mice were examined.

### Single-cell-RNA sequencing using droplet-based method

Single-cell suspensions were prepared as described above, diluted to 1000 cells/μl in PBS, and processed with the 10× Chromium platform using 10× Chromium single-cell 3′ reagents, following manufacturer’s protocols. In brief, required number of cells were loaded to 10× chips with RT reagent mix and RT primers. After partitioning cells into Gel Beads in Emulsion, transcripts from single cells were barcoded and reverse-transcribed to single-cell cDNA libraries. Then, cDNA libraries were enzymatically fragmented, end-repaired and A-tailed. After double-sized size selection using SPRI beads (Beckman Coulter), adapters were ligated and sample-index PCR was performed. Products went through another round of double-sized size selection using SPRI beads. For quality check of final libraries, they were diluted to 10-fold and run on Agilent Bioanalyzer High Sensitivity Chip. Single-cell libraries that passed quality control were then sequenced on Illumina HiSeq-X platform.

### Construction of raw expression matrix

Raw base call (BCL) files from Illumina sequencers were first demultiplexed into FASTQ files using mkfastq function in Cell Ranger 3.1.0 toolkit from 10X Genomics. Then, reads were mapped to mm10 reference genome (v3.0.0, 10X Genomics). Next, using R package ‘Seurat’ (v3.1.0)^52^, raw expression matrices were built from aligned reads by Read10X function in Seurat. To remove potential doublets formed by cells with distinct transcriptome, Scrublet (Single-Cell Remover of Doublets)^53^ was used. Scrublet generates simulated doublets from randomly selected cells in the data set and constructs nearest neighbor classifier to identify potential doublets. In addition, cells that have high percentage of mitochondrial unique molecular identifier (UMI) counts (>7%), and cells that have too low or too high number of detected genes (>1000 and >6000) were discarded from the data sets. 

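The deposited values include no such filter, since the barcodes held as few as 500 UMIs and up to 98.3% mitochondrial UMIs. Read as more than 1000 and fewer than 6000 detected genes, the gene filter removed 469 and 98 barcodes of brain S3, 431 and 102 of dura mater S3, 533 and 511 of brain D3 and 293 and 200 of dura mater D3. More than 7% mitochondrial UMIs were found in 785, 901, 703 and 573 barcodes in the same order. Scrublet's automatic threshold marked 3, 2, 2 and 0 barcodes, under 0.5% of each library, so the barcodes with the highest doublet scores were removed at a rate of 0.8% per 1000 barcodes, 743 in all. Whether the authors had removed doublets before deposit is not stated.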

Only cells that passed such stringent quality control processes were used for further analysis.

### Integrating data sets and clustering analysis

From the four data sets, 2500 cells that all passed quality controls, were random sampled, yielding 10,000 cells in total. 

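The 4 libraries hold 18969 barcodes, 4734 of brain S3, 4795 of dura mater S3, 5925 of brain D3 and 3515 of dura mater D3. The stated filters on genes and mitochondrial UMIs left 14586 cells, and removal of doublets left 14103, with 3619, 3438, 4439 and 2607 in the same order. All of these were used here, since the study's random draw cannot be repeated. A draw of 2500 of them per library with a fixed seed gave 28 clusters.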

To observe whether batch effects exist, random sampled cells were first merged without any imputation-based methods. 

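With no batch step, 6 of the 30 clusters drew over 80% of their cells from 1 library after the libraries were given equal weight. The cluster of infiltrating-like macrophages drew 96.8% and an unnamed cluster led by *Cxcl3* 83.9% from brain D3, a T-like cluster 84.1% from brain S3, and the clusters of B precursor-like cells 87.1%, 86.9% and 97.1% from dura mater S3. With 1 library per condition, a batch and a condition cannot be told apart in these clusters.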

After initial clustering, clusters were not separated by batches, suggesting minimal effect arising from experimental batches. Then, the expression matrix of merged data set was first normalized by the NormalizeData function in Seurat, which normalizes the read counts by dividing UMI counts for each gene in a given cell by the sum of all UMI counts in that cell, multiplies 10,000 and transforms into log scales. Genes that are highly variable in the data set were identified by FindVariableFeatures function in Seurat with options (selection.method = “vst”, nfeatures = 2500). Data were scaled and variables such as mitochondrial percentages and total number of UMI counts were regressed by ScaleData function in Seurat. Dimensionality of the data was reduced by performing principal component analysis with the highly variable genes identified on the scaled data. Top 30 principal components were used for uniform manifold approximation and projection to visualize data into two-dimensional space. For the identification of clusters, FindNeighbors and FindClusters functions in Seurat were used with 30 principal components and with resolution parameter of 0.6, respectively.

### Identifying differentially expressed genes

Cluster-specific DEG were identified using the FindMarkers function in Seurat. The test MAST (Model-based Analysis of Single-cell Transcriptomics)^54^ was used for differential expression testing, which utilizes the hurdle model fit for single-cell data. Top 100 DEGs for each cluster in the integrated data set were used as input in Immgen (http://www.immgen.org) data browser to characterize and annotate cell populations. Finally, to visualize DEGs identified between clusters, DoHeatmap function for heatmaps and VlnPlot function for violin plots in Seurat were used with default parameters.

### Statistical analysis

No statistical methods were used to predetermine sample size. The experiments were randomized and investigators were blinded to allocation during experiments and outcome analyses. All values are presented as mean ± standard deviation (SD). Statistical significance was determined by the two-sided Mann–Whitney *U* test between two groups or the two-way analysis of variance by Kruskal–Wallis multiple comparisons test for multiple-group comparison. Statistical analyses were performed using GraphPad Prism 8.0 (GraphPad Software). Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA-sequencing data are available in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession numbers GSE145973 (scRNAseq) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145973] and GSE138561 (bulk RNAseq) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138561]. All other data that support the findings of this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: VEGFR2 signaling drives meningeal vascular regeneration upon head injury
**Source:** Nat Commun. 2020 Jul 31;11:3866. doi: 10.1038/s41467-020-17545-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **VEGFR2 signaling drives meningeal vascular regeneration upon head injury**

Bong Ihn Koh, Hyuek Jong Lee, Pil Ae Kwak, Myung Jin Yang, Ju-Hee Kim, Hyung-Seok Kim, Gou Young Koh, Injune Kim

Includes:

1. Supplementary Figures 1-15

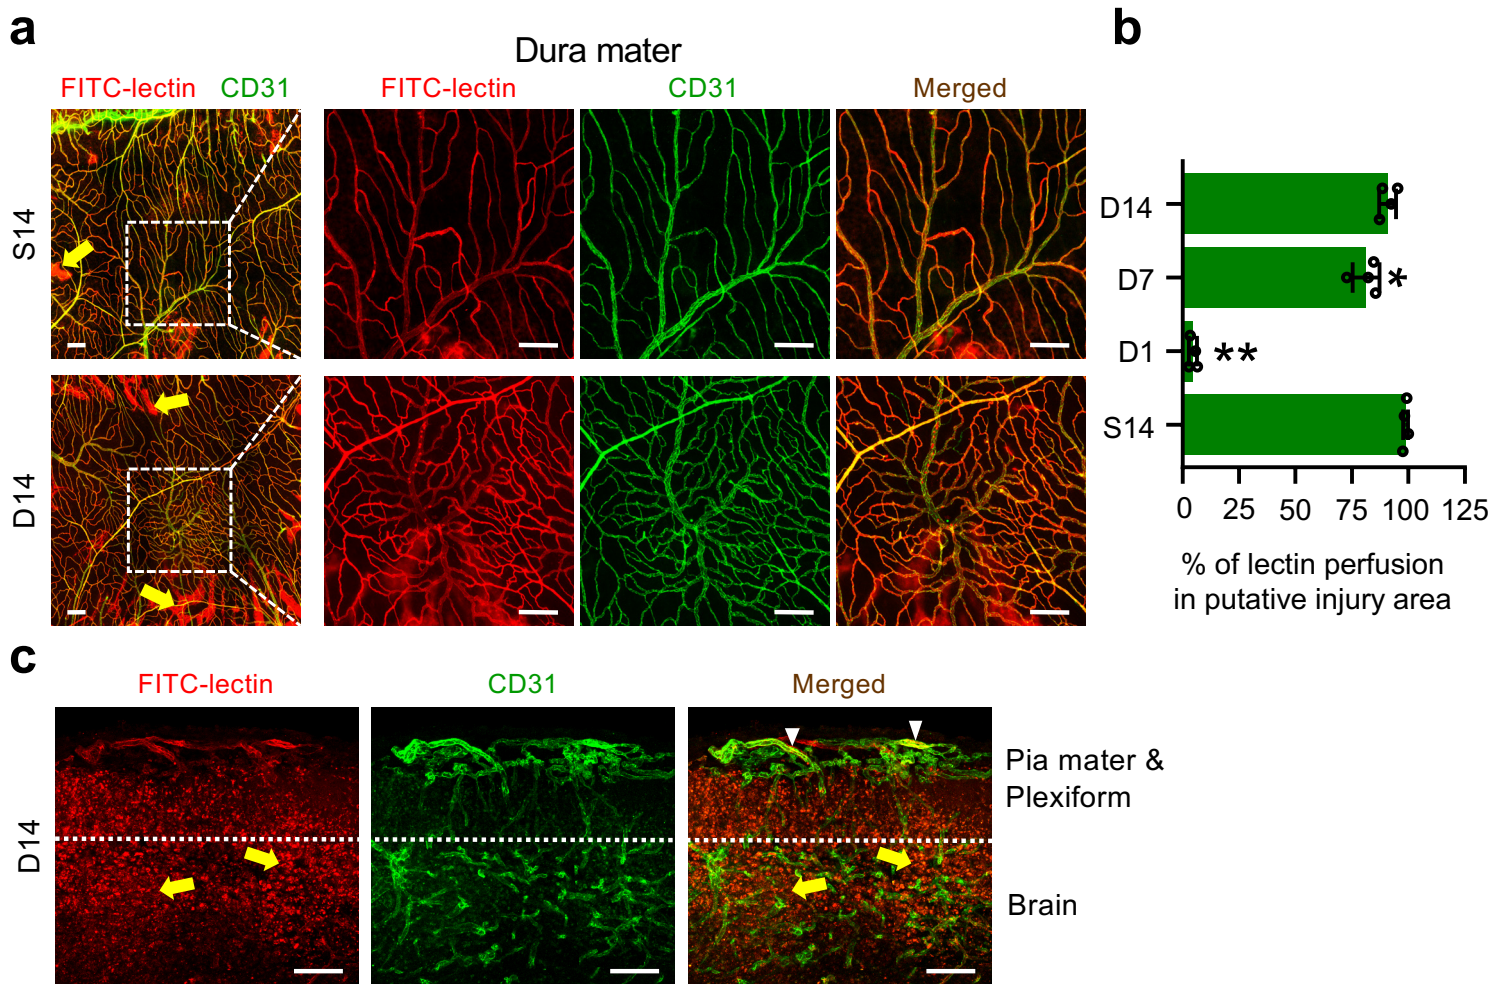

**Supplementary Figure 1. Rapid recovery of vascular perfusion in the injured dura mater but not injured brain after PTI.** **a, b,** Representative images and comparisons of blood perfusion into CD31+ BVs in putative injury area (white dotted-lined box) at indicated days in the dura mater of adult mice after PTI. Each box is magnified and presented as right three panels. Yellow arrows indicate leakage of FITC-lectin into bone marrow of skull. Scale bars, 200  $\mu$ m. Each dot indicates a mean value obtained from one mouse and  $n = 4$  mice/group from two independent experiments. Mean fluorescence intensity (MFI) of FITC-lectin per MFI of CD31 in the putative injury area at S14 is regarded as 100%. Horizontal bars indicate mean  $\pm$  SD. \* $P < 0.05$  and \*\* $P < 0.01$  versus S14 by Kruskal-Wallis test. **c,** Representative images of poor blood perfusion into CD31+ BVs in the injury core area at D14 in the brain of adult mice after PTI. Yellow arrows indicate leakage of FITC-lectin into injured brain parenchyma. White arrowheads indicate FITC-lectin-perfused vessels in the pia mater. Similar findings were observed in  $n = 3$  mice from two independent experiments. Scale bars, 100  $\mu$ m.

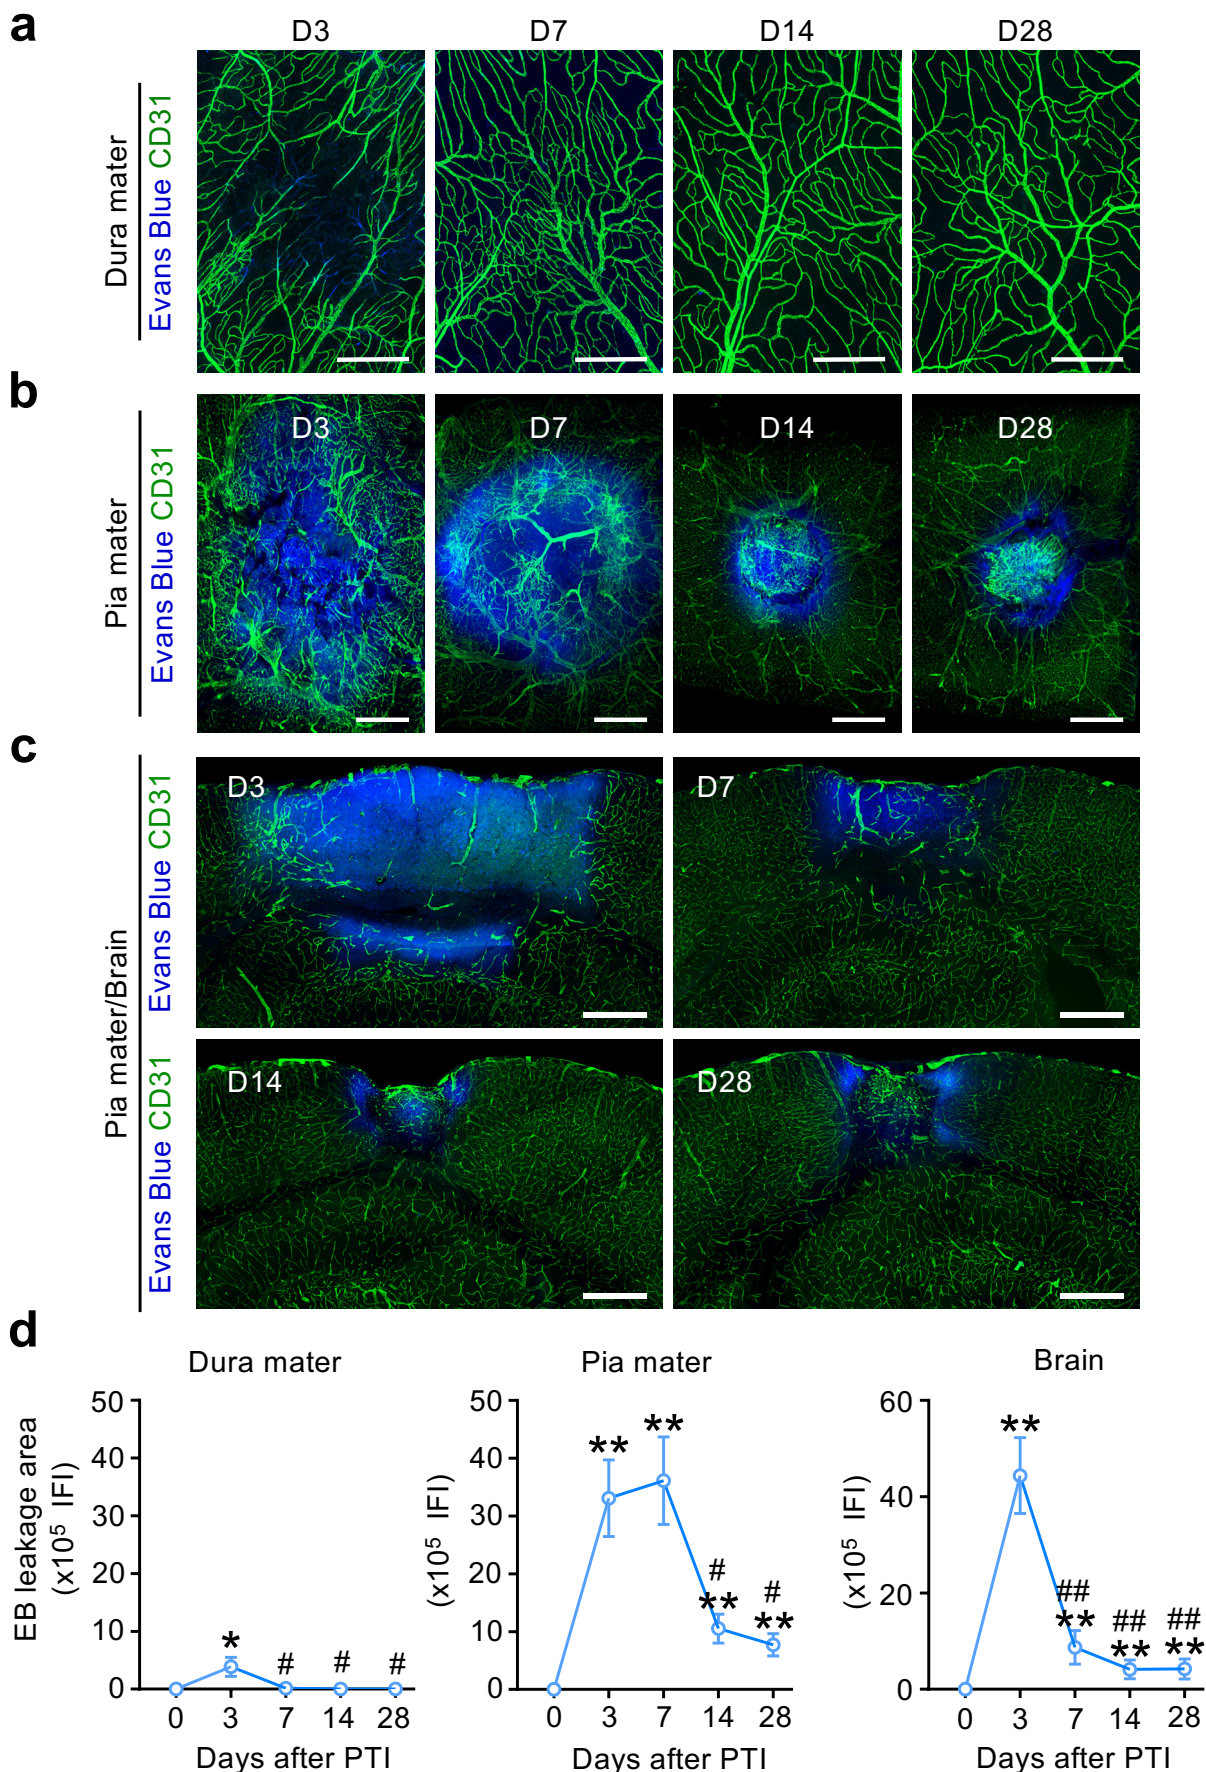

**Supplementary Figure 2. Relatively low and transient vascular leakage in the injury area of dura mater compared to pia mater and brain after PTI.** a-d, Representative images and comparisons of Evans Blue (EB) leakage in the putative injury area of dura mater, pia mater and brain of adult mice at indicated days after PTI. Scale bars, 500  $\mu$ m. Each dot indicates a value obtained from a mouse and  $n = 4$  mice/group from two independent experiments. Dots and error bars indicate mean  $\pm$  SD. \* $P < 0.05$  and \*\* $P < 0.01$  versus P0, # $P < 0.05$  and ## $P < 0.01$  versus D3 by Kruskal-Wallis test. IFI, integrated fluorescence intensity.

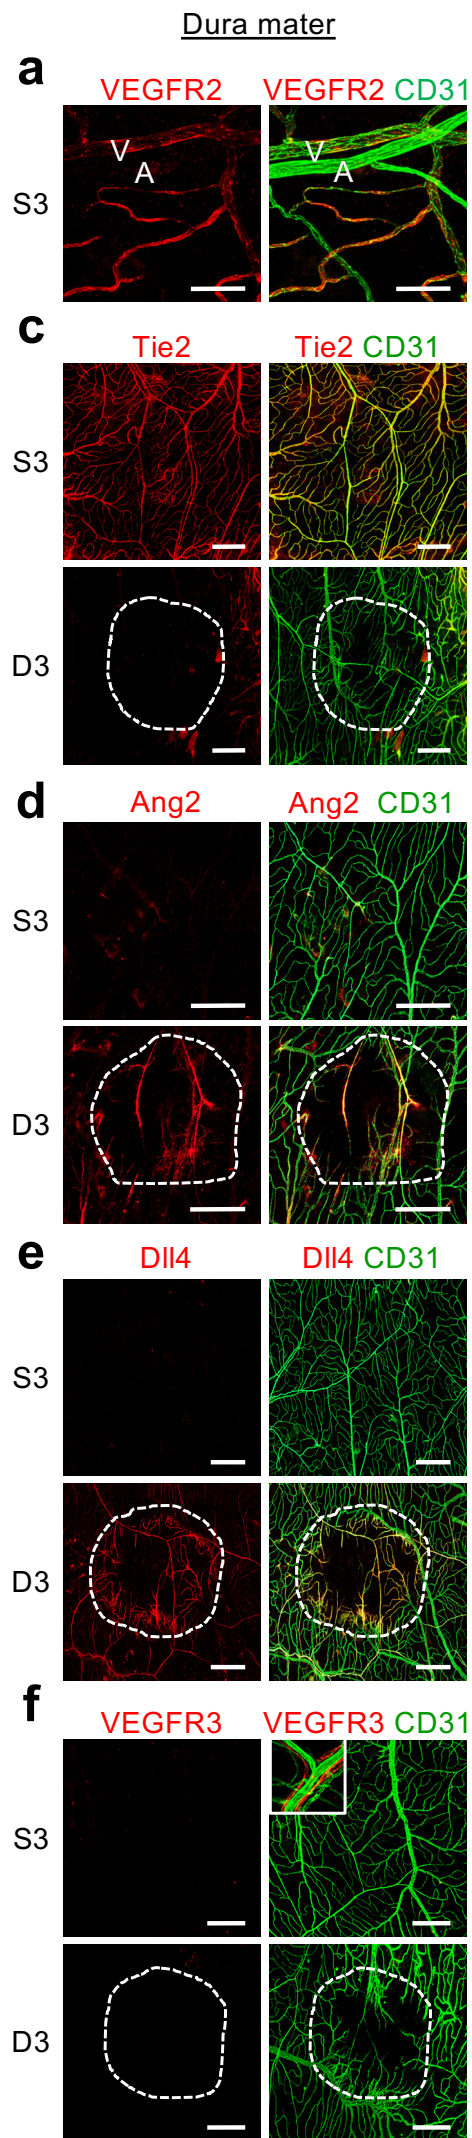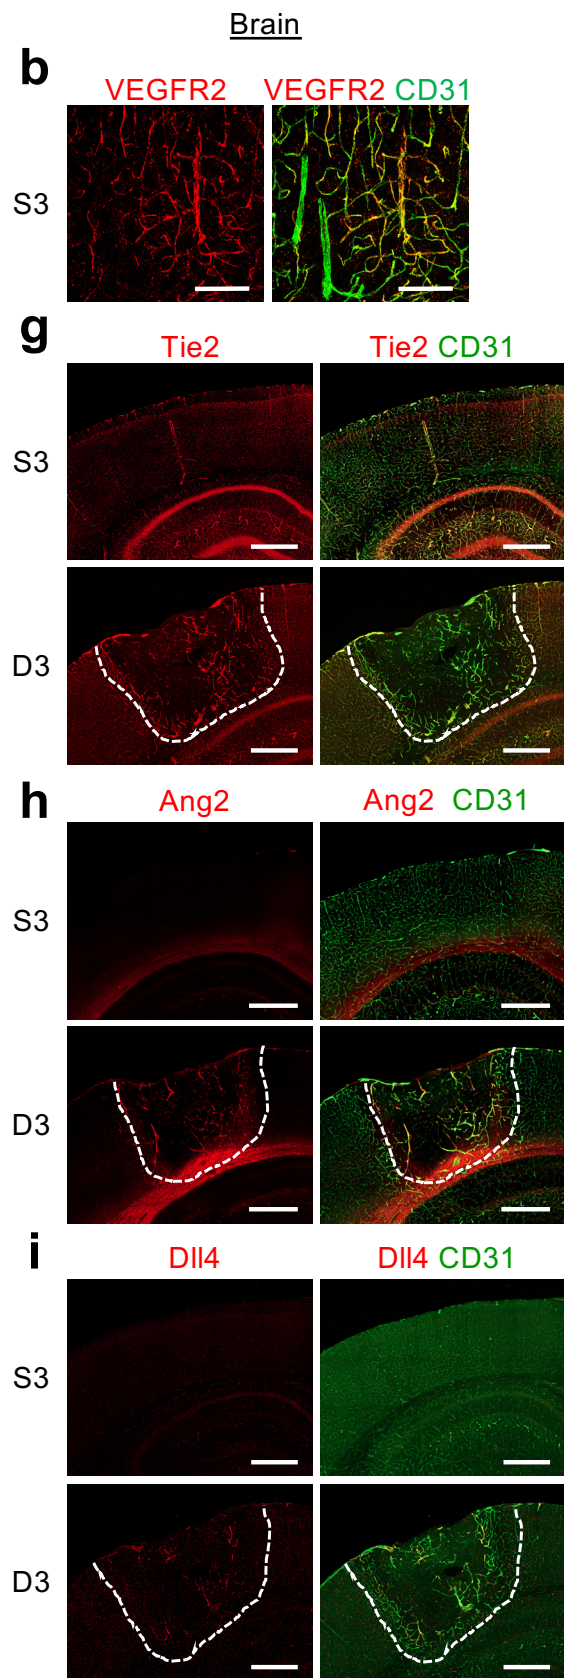

**Supplementary Figure 3. Molecular changes in dura mater and brain BVs in response to PTI.** **a, b**, Representative images of VEGFR2 localization in CD31+ BVs in the dura mater and brain of adult mice. V, venule; A, arteriole. Similar findings were observed in  $n = 3$  mice from two independent experiments. Scale bars, 100  $\mu\text{m}$ . **c-f**, Representative images of changes of Tie2, Ang2, Dll4 and VEGFR3 in CD31+ BVs in the putative injury area (white dotted-lined circle) of dura mater of adult mice at S3 and D3. VEGFR3+ meningeal lymphatic vessel is shown as a positive control in white-lined box. Similar findings were observed in  $n = 3$  mice from two independent experiments. Scale bars, 500  $\mu\text{m}$ . **g-i**, Representative images of changes of Tie2, Ang2 and Dll4 in CD31+ BVs in the putative injury area (white dotted line) of brain of adult mice at S3 and D3. Similar findings were observed in  $n = 3$  mice from two independent experiments. Scale bars, 500  $\mu\text{m}$ .

**a**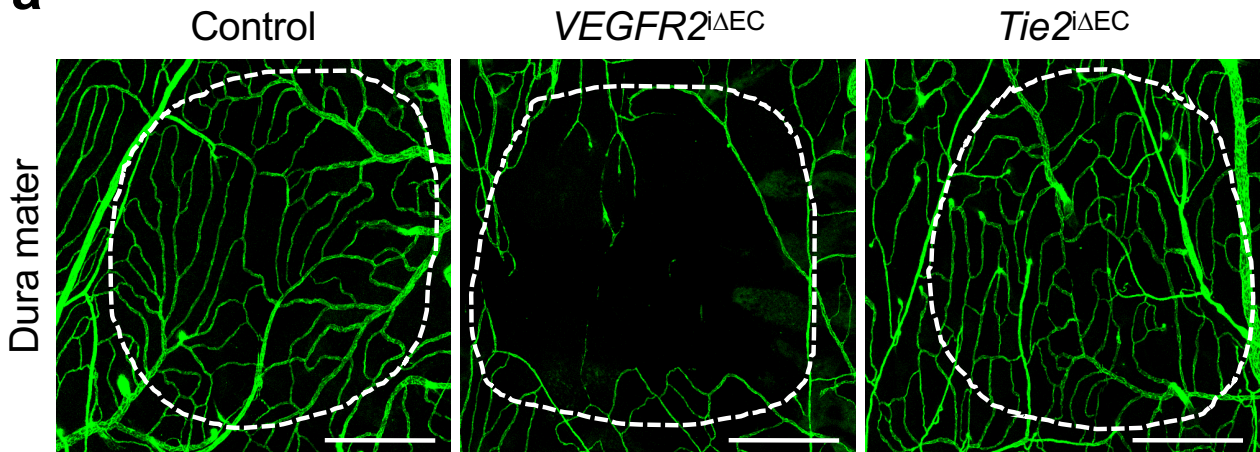**b**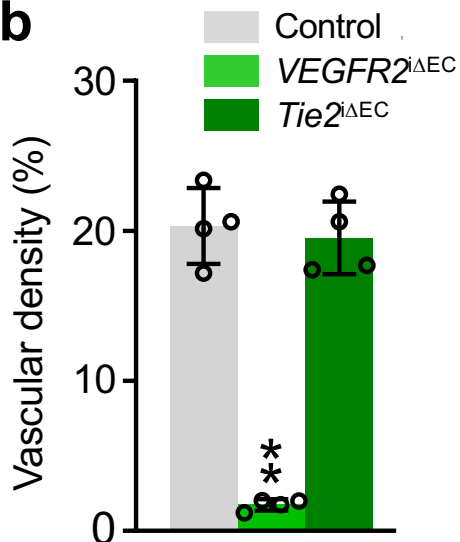

**Supplementary Figure 4. Blood vessels in dura mater are fully regenerated in  $Tie2^{\Delta EC}$  mice but not in  $VEGFR2^{\Delta EC}$  mice after PTI.**

**a,b**, Representative images and comparisons of CD31+ BVs in the dura mater at D14 in Control,  $VEGFR2^{\Delta EC}$  and  $Tie2^{\Delta EC}$  mice. White dotted-lined circles indicate putative injury area. Scale bars, 500  $\mu$ m. Each dot indicates a value from one mouse and  $n = 4$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \*\* $P = 0.0145$  versus Control mice by Kruskal-Wallis test.

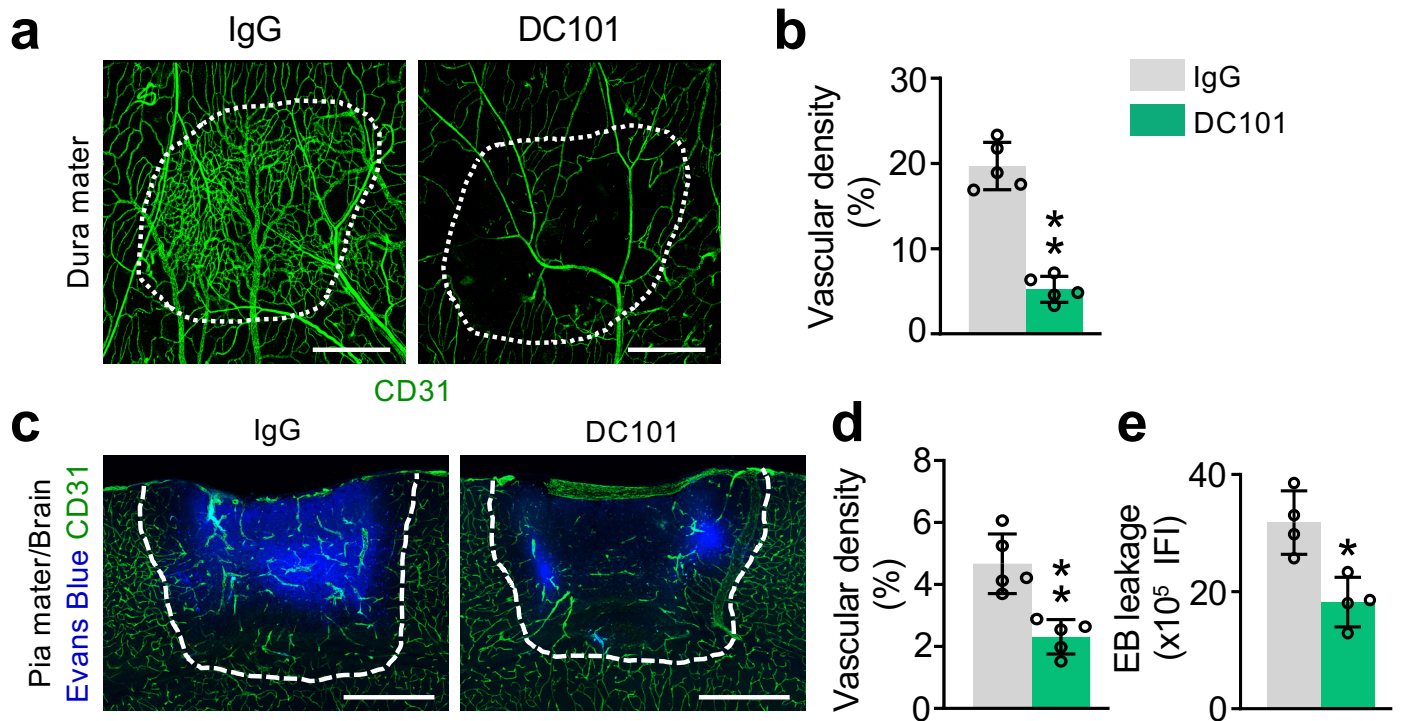

**Supplementary Figure 5. VEGFR2 signaling is critical for vascular regeneration in the dura mater and brain after PTI.** **a-e**, Representative images and comparisons of CD31+ BVs in the dura mater and brain, and Evans Blue (EB) leakage in brain at D7 in adult mice that were treated with IgG-Fc or DC101 (daily i.p. injection of 40 mg/kg of body weight for 6 days). White dotted-lined circle or line indicates putative injury area. Scale bars, 200  $\mu$ m. Each dot indicates a mean value obtained from one mouse and  $n = 5$  (**b**, **d**),  $n = 4$  (**e**) mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \* $P = 0.0286$ , \*\* $P = 0.0079$  versus IgG-Fc by two-tailed Mann-Whitney  $U$  test. IFI, integrated fluorescence intensity.

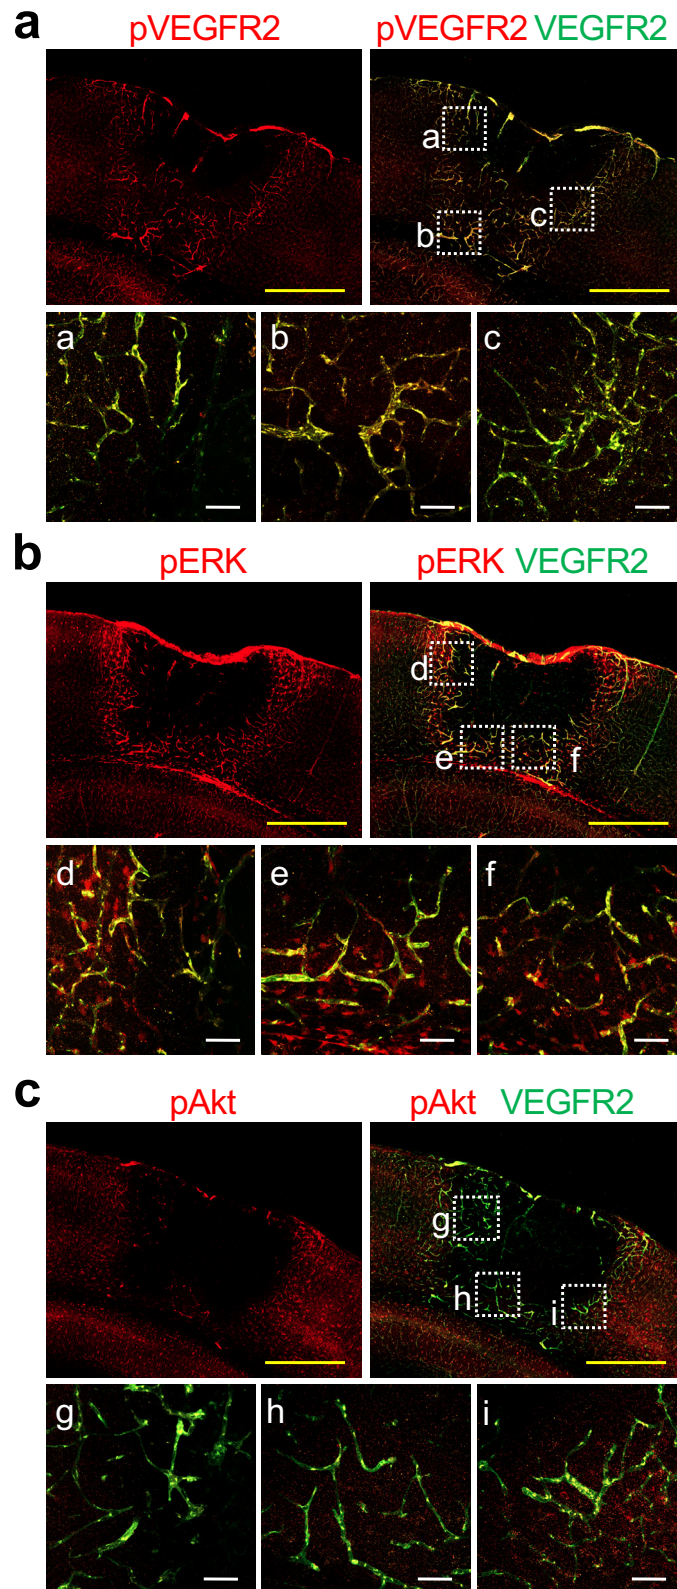

**Supplementary Figure 6. Dynamic changes in VEGFR2 and its downstream signaling pathways during vascular remodeling in the brain after PTI.** **a-c**, Representative images of phosphorylated VEGFR2, ERK and Akt in regenerating BVs in the brain of adult mice at D3. Each box region is magnified and presented in the lower panels. Note full coupling of VEGFR2 with ERK phosphorylation but partial coupling with Akt phosphorylation in the EC sprouts of vascular front. Scale bars, 50  $\mu$ m (white) and 500  $\mu$ m (yellow). Similar findings were observed in  $n = 4$  mice from two independent experiments.

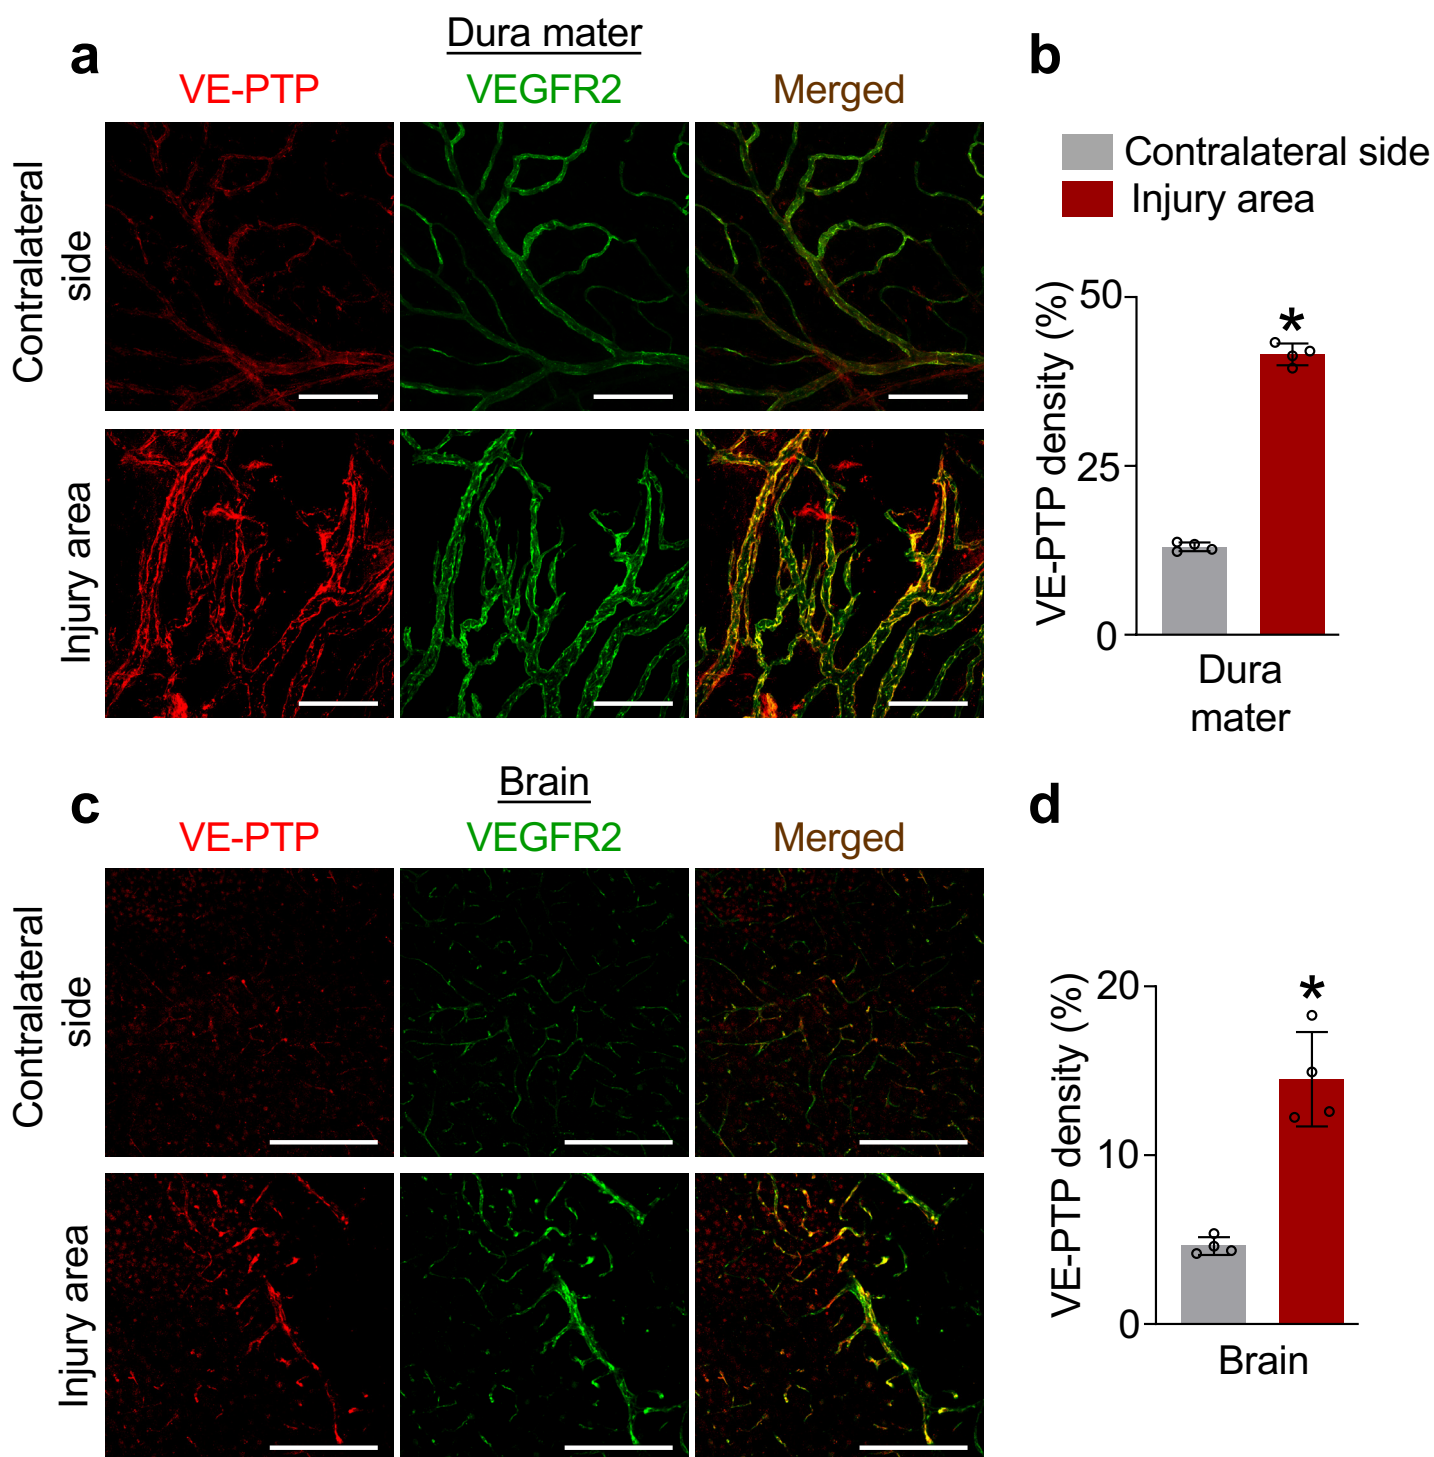

**Supplementary Figure 7. Increase of VE-PTP in VEGFR2+ BVs in dura mater and brain in response to PTI.** a-d, Representative images and comparisons of VE-PTP in VEGFR2+ BVs in the injury area and contralateral (CL) side of dura mater (a, b) and brain (c, d) of adult mice at D3 after PTI. Scale bars, 200  $\mu$ m. Each dot indicates a value from one mouse and  $n = 4$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \* $P = 0.0286$  versus CL by two-tailed Mann-Whitney  $U$  test.

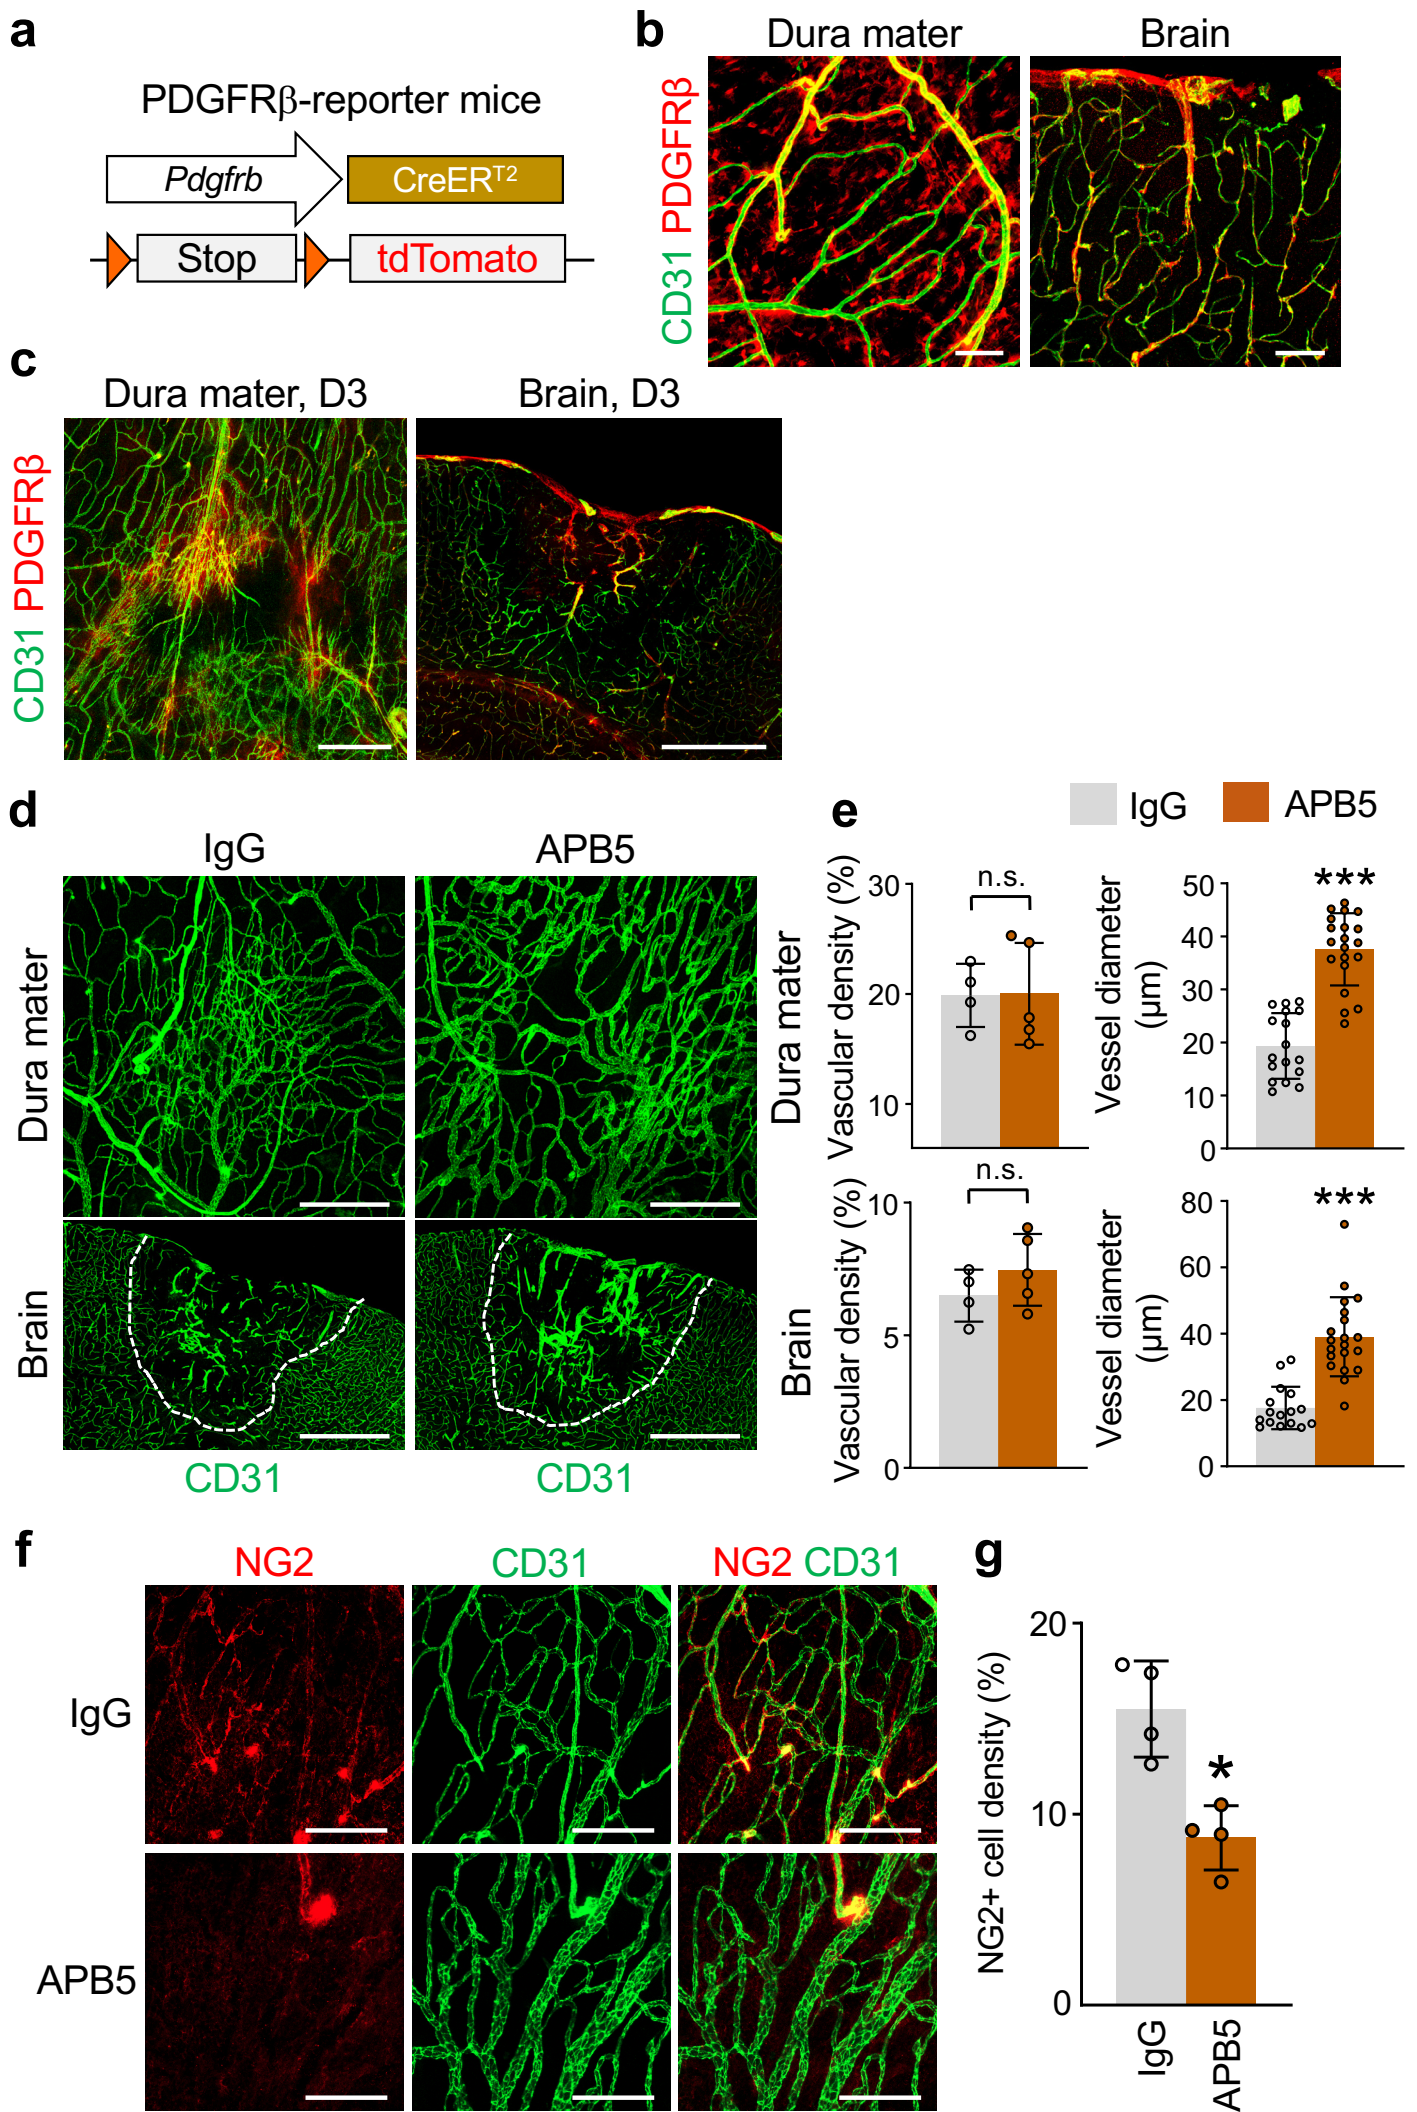

**Supplementary Figure 8. PDGFR $\beta$ + pericytes play stabilizing role in vascular regeneration in dura mater and brain after PTI.** **a**, Schematic diagram for generation of PDGFR $\beta$ -reporter mice. **b, c**, Representative images of distribution of PDGFR $\beta$ + pericytes and fibroblasts in dura mater and brain cortex at normal state using PDGFR $\beta$ -Cre<sup>ERT2</sup>-tdTomato reporter mice (**b**) at D3 by IHC (**c**). Similar findings were observed in 3 mice from two independent experiments. Scale bars, 100  $\mu$ m (**b**) and 500  $\mu$ m (**c**). **d, e**, Representative images and comparisons of CD31+ BVs in the dura mater and brain at D7 in adult mice that were treated with IgG or APB5 (daily i.p. injection of 25 mg/kg of body weight for 6 days). Note enlarged regenerated vessels in the injury areas with APB5 treatment. Scale bars, 500  $\mu$ m. Each dot indicates a value from one mouse for vascular density, while 3-5 (IgG) or 3 (APB5) values were obtained from one mouse for vessel diameter.  $n = 4$  (IgG),  $n = 5$  (APB5) mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \*\*\* $P < 0.001$  versus IgG-Fc by two-tailed Mann-Whitney  $U$  test. **f, g**, Representative images and comparison of distribution of NG2+ pericytes along regenerated blood vessels in the injury core area of dura mater at D7 after PTI. Note reduced number and detachment of NG2+ pericytes are accompanied with enlarged regenerated blood vessels in dura mater after PTI with APB5 treatment. Scale bars, 200  $\mu$ m.  $n = 4$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \* $P = 0.0286$  versus IgG-Fc by two-tailed Mann-Whitney  $U$  test.

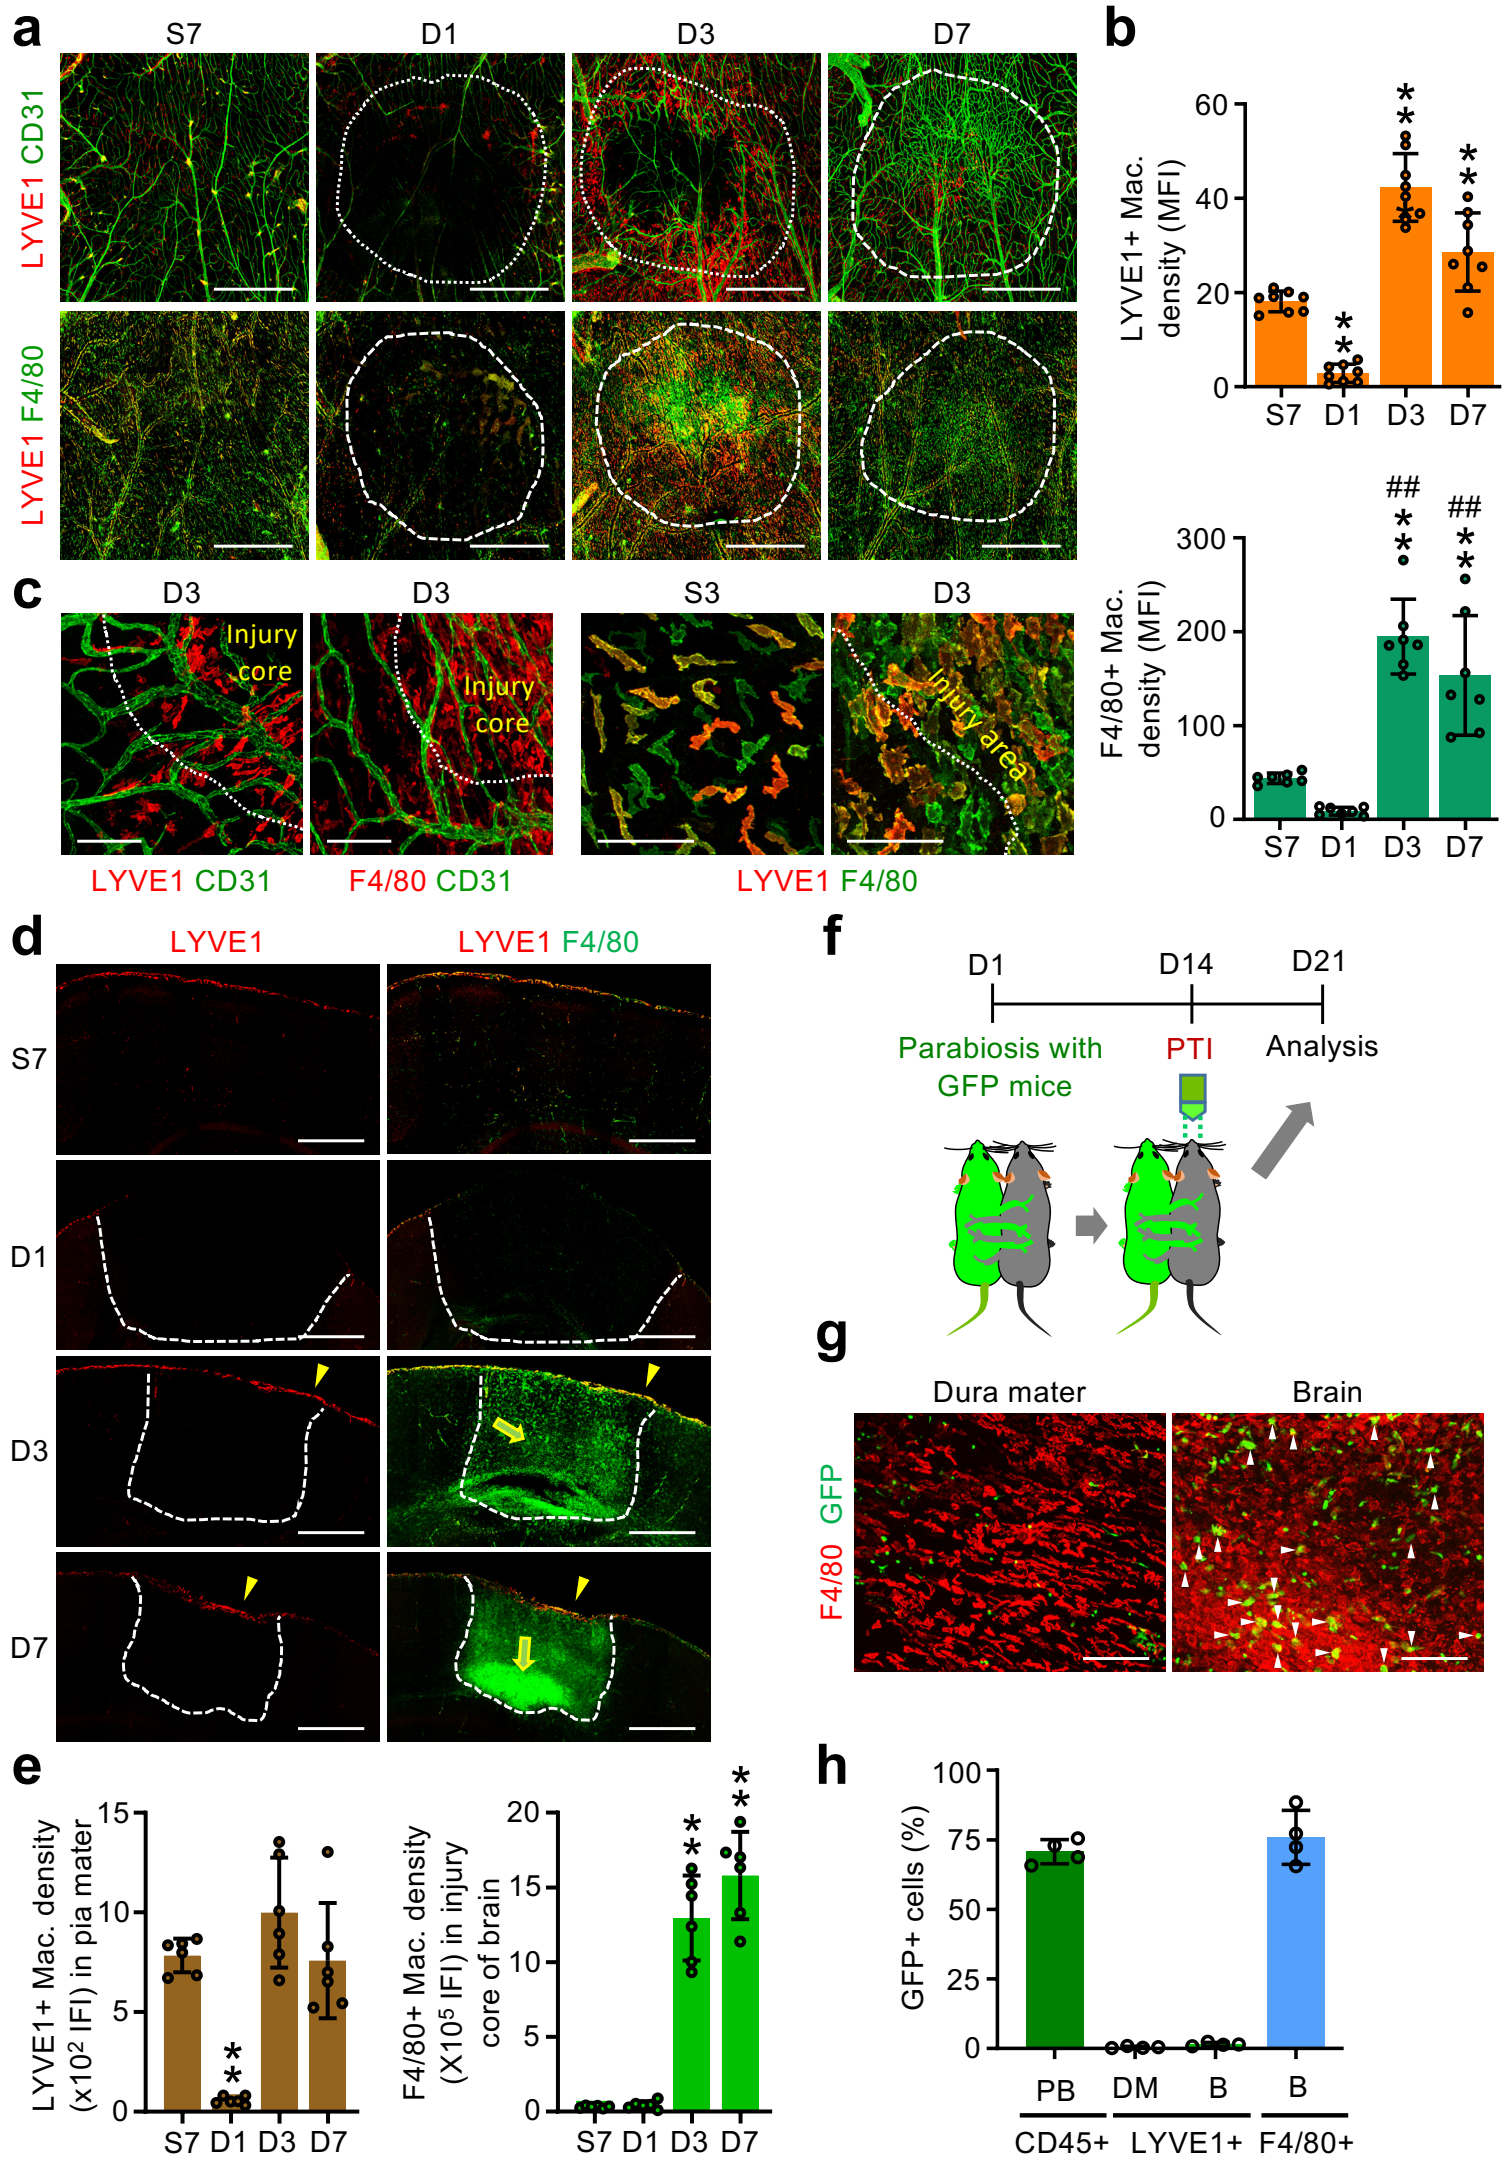

**Supplementary Figure 9. Dynamic changes of distributions of LYVE1+ and F4/80+ macrophages in the injury areas of dura mater and brain after PTI.**

**a, b**, Representative images and comparisons of the distributions of LYVE1+ and F4/80+ macrophages in the putative injury area (white dotted-lined circle) of dura mater of adult mice at indicated days after PTI. Scale bars, 1 mm. Each dot indicates a mean value obtained from one mouse and  $n = 8$  (LYVE1+),  $n = 7$  (F4/80+) mice/group from three independent experiments. Vertical bars indicate mean  $\pm$  SD.  $*P < 0.05$  and  $**P < 0.01$  versus S7,  $\#P < 0.05$  and  $\#\#P < 0.01$  versus D1 by Kruskal-Wallis test. MFI, mean fluorescence intensity. **c**, Representative images showing moderately accumulated LYVE1+ macrophages at the leading edge and highly accumulated F4/80+ macrophages within the core of injury area, and their morphological changes in the dura mater at D3 in adult mice. White dotted lines indicate the putative injury margins. Similar findings were observed in  $n = 4$  mice from two independent experiments. Scale bars, 100  $\mu$ m. **d, e**, Representative images and comparisons of the distributions of LYVE1+ and F4/80+ macrophages in the putative injury area (white dotted line) at indicated days in the pia mater and brain after PTI in adult mice. Yellow arrowheads indicate confined distributions of LYVE1+ macrophages to pia mater, while green arrowheads indicate highly accumulated F4/80+ macrophages in the injured brain parenchyma. Scale bars, 500  $\mu$ m. Each dot indicates a mean value obtained from one mouse and  $n = 6$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD.  $**P < 0.01$  versus S7 by Kruskal-Wallis test. IFI, integrated fluorescence intensity. **f-h**, Timeline for parabiosis with actin-GFP+ mice at day 1 (D1), PTI at D14 and analyses at D21. Images and comparisons of distributions of GFP+ cells at 21 days after parabiosis and 7 days after PTI in the injury areas of dura mater (DM) and brain (B), and CD45+ cells of peripheral blood (PB). Scale bars, 500  $\mu$ m. Each dot indicates a mean value obtained from one mouse and  $n = 4$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD.

**a**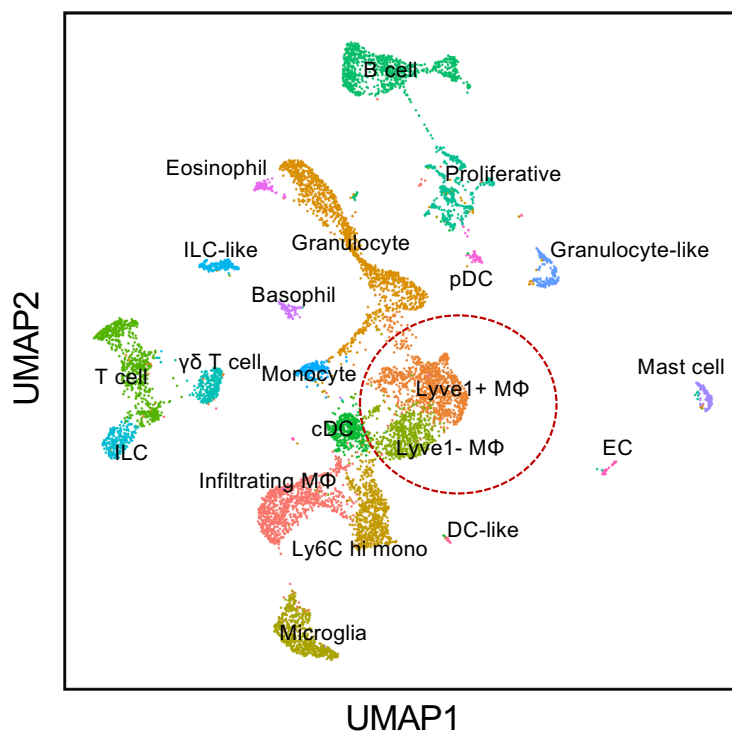**b**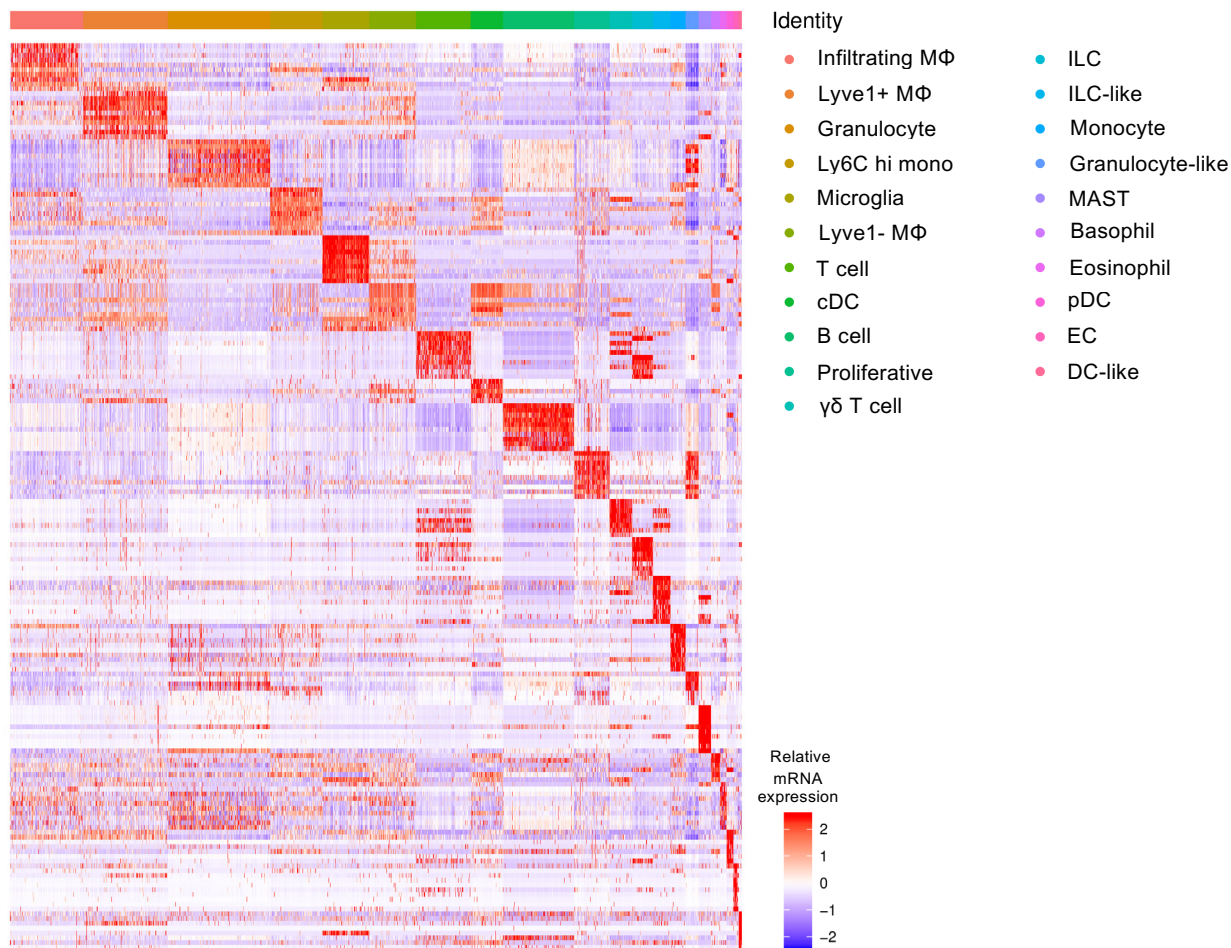

**Supplementary Figure 10. Single cell RNA sequencing reveals 21 distinct immune cell subsets in dura mater and brain under sham and PTI conditions.** **a**, Uniform manifold approximation and projection (UMAP) visualization of total 10,000 cells from single-cell analysis of FACS-sorted CD45+ hematopoietic cells from dura mater or brain at S3 and D3. 2,500 cells were randomly sampled from each tissue and condition. Note Lyve1+ and Lyve1- macrophage subclusters (red dotted circle). **b**, Heatmap showing relative expression of top 10 marker genes identified for each SCA cluster.

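Clustering of the 14103 filtered cells on 2465 variable genes and 30 principal components at resolution 0.6 gave 30 clusters, 26 of which were named from markers and fell into 20 classes. Of the 4 clusters left without a name, 3 showed markers of 2 lineages, T cells with *Lyve1*+ macrophages, Ly6C low monocytes with granulocytes, and endothelial cells with progenitors. The other was led by *Cxcl3*, *Igfbp6*, *Acod1* and *Siglecf*. Clusters without a name held 4.37% of the cells of brain S3, 2.56% of dura mater S3, 6.01% of brain D3 and 3.95% of dura mater D3. A resolution of 0.3 gave 22 clusters and a resolution of 1.2 gave 37.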

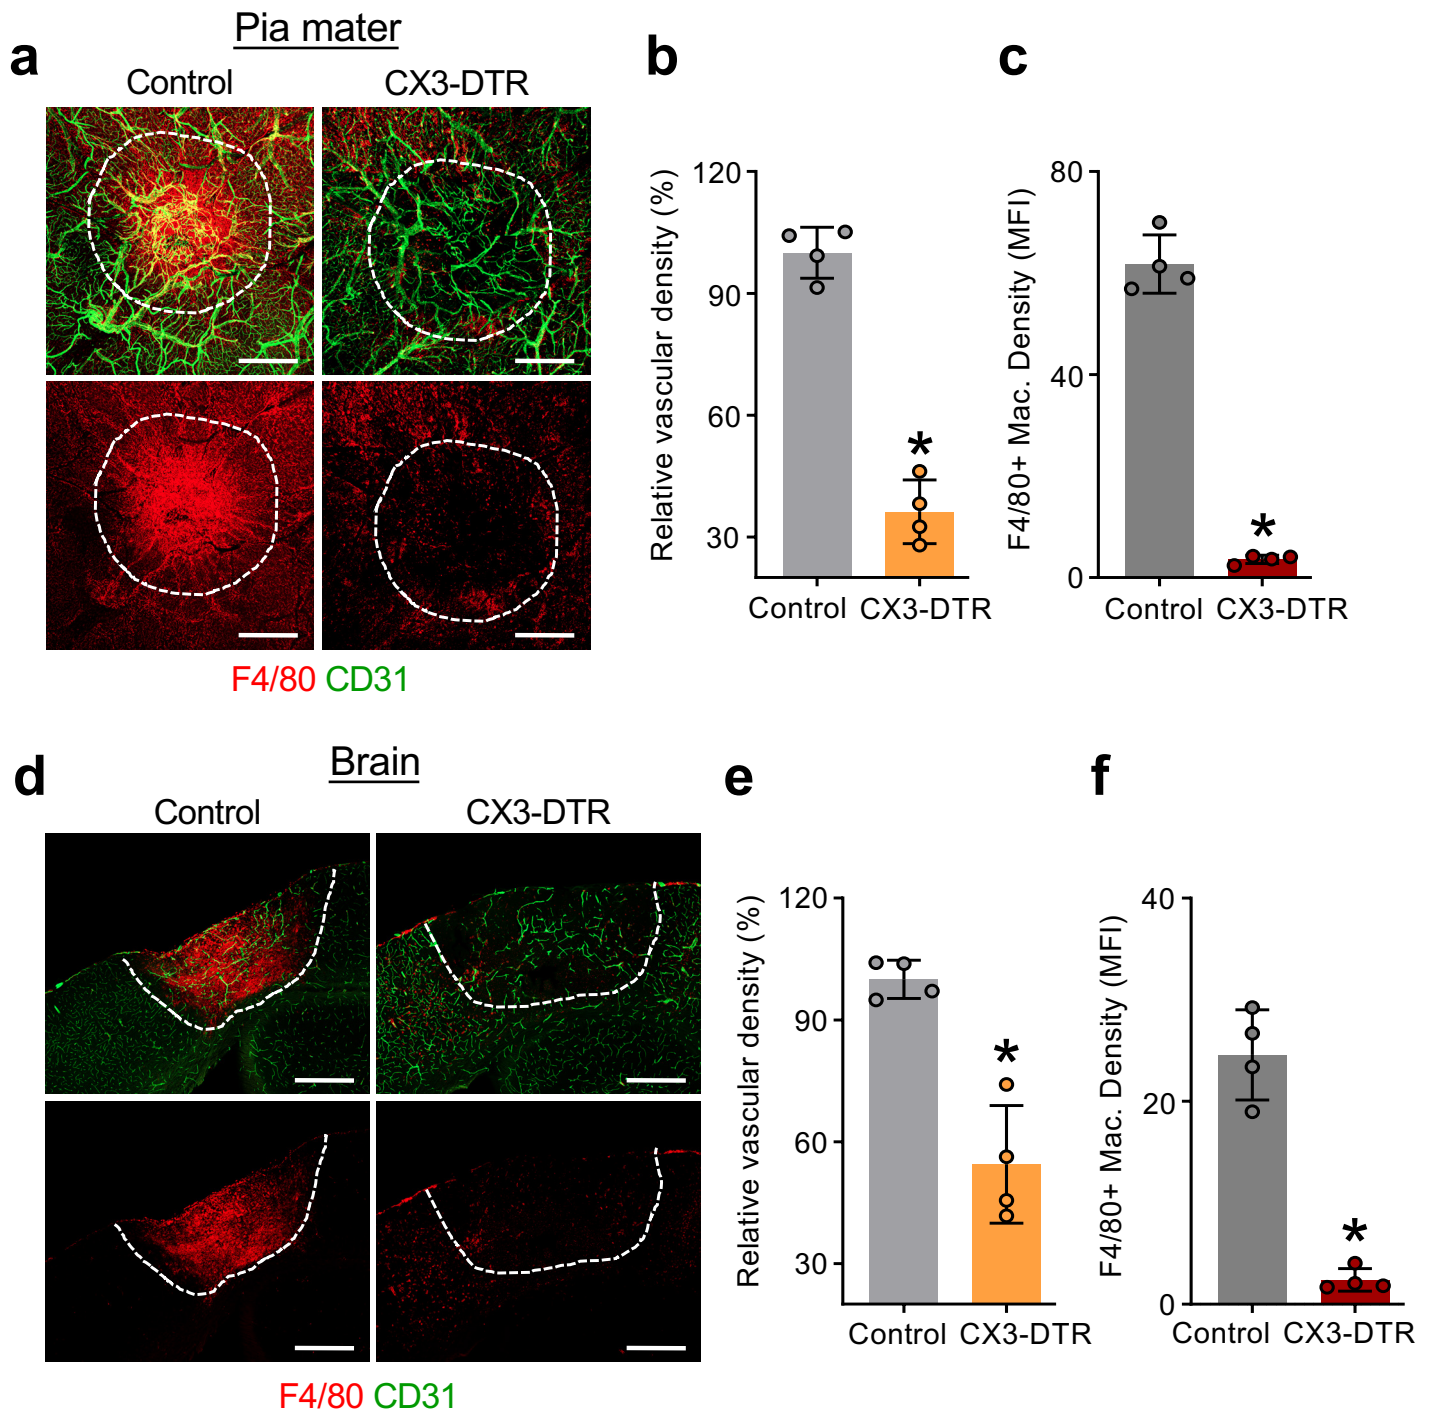

**Supplementary Figure 11. Macrophages are required for vascular regeneration in pia mater and brain.** a-f, Representative images and comparisons of vascular regeneration and distribution of F4/80+ macrophages in the pia mater and brain between Control and CX3CR1-DTR (CX3-DTR) mice at D7 after PTI. White dotted-lined circles and lines indicate putative injury area. Scale bars, 500  $\mu$ m. Each dot indicates a mean value obtained from one mouse and  $n = 4$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \* $P = 0.0286$  versus Control by two-tailed Mann-Whitney  $U$  test. MFI, mean fluorescence intensity.

**a**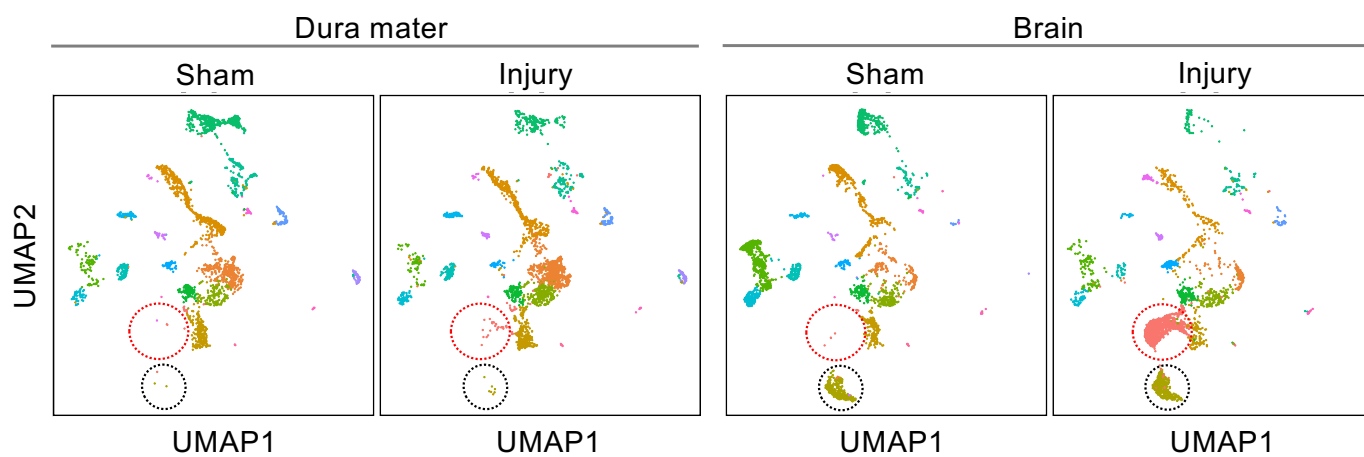**b**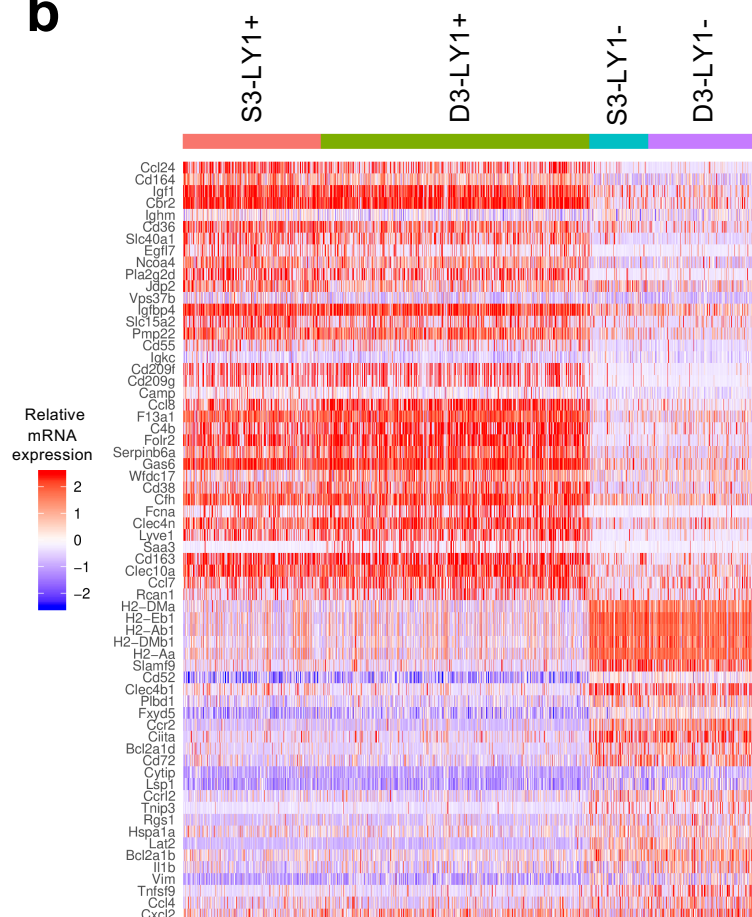**c**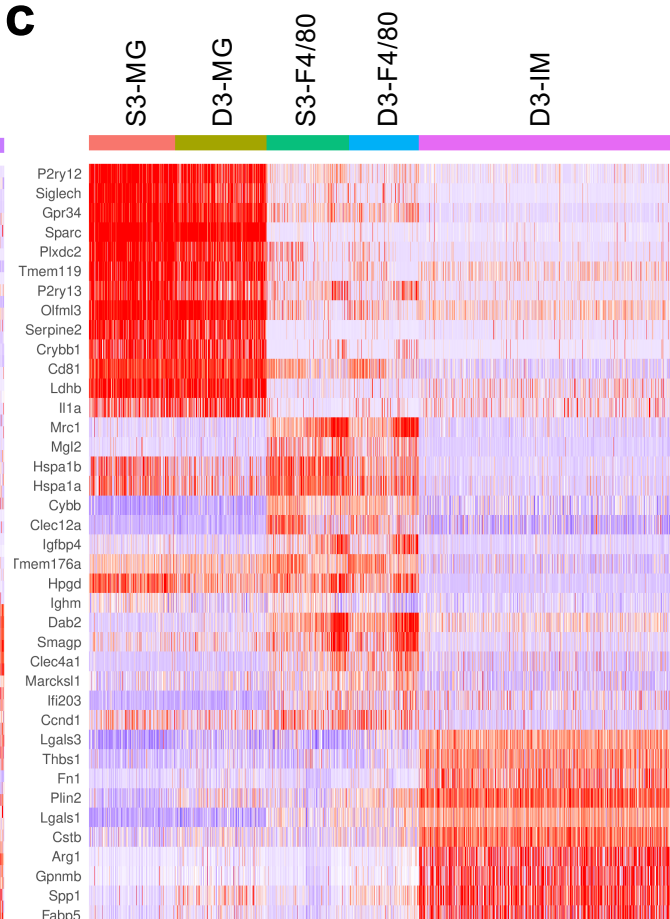**d**Dura mater

S3 MΦ vs. D3 MΦ  
Pro-inflammatory

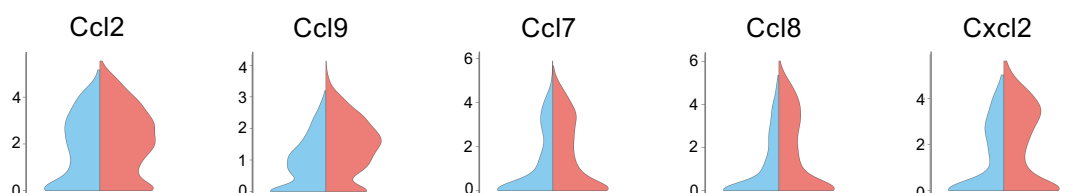**e**Brain

Pro-angiogenic

Infil. MΦ vs. Sham MΦ

Anti-angiogenic

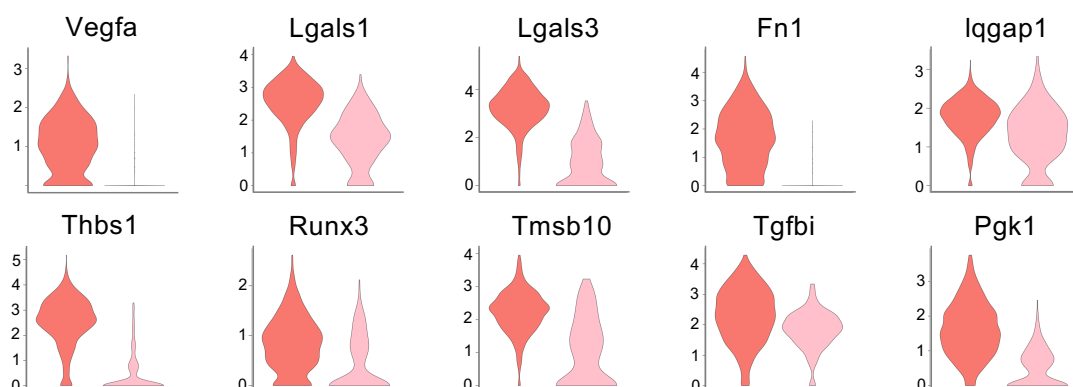

**Supplementary Figure 12. Single cell RNA sequencing shows minor changes in dura mater but substantial changes in brain macrophages.** **a**, UMAP plot showing CD45+ hematopoietic cell clusters in dura mater and brain at D3. Note microglia cluster (black dotted circle) and emergence of infiltrating macrophages after PTI (red dotted circle), both specific to the brain. **b**, Heatmap of the 20 most differentially expressed genes in Lyve1+ (LY1+) or Lyve1- (LY1-) macrophages of the dura mater at D3. Note minimal changes between sham (S3) and PTI (D3) conditions. High enrichment of MHC class II molecules (*H2-Dma*, *H2-Eb1*, *H2-Ab1*, *H2-DMb1* and *H2-Aa*) is observed in the LY1- macrophage subsets. **c**, Heatmap of distinct clustering of brain-resident microglia (MG), F4/80+ macrophages, and brain-infiltrating macrophages (IM) at D3. **d**, Representative violin plots of up-regulated pro-inflammatory genes in dura mater F4/80+ macrophages at D3 compared to S3. Y-axis shows log-normalized expression levels. All differences were significant with  $P < 0.001$  by Wilcoxon rank-sum test with Benjamini-Hochberg correction for multiple testing. **e**, Representative violin plots showing high enrichment of pro- and anti-angiogenic genes in brain-infiltrating (infil.) macrophages compared to brain F4/80+ macrophages from sham-operated control mice. Y-axis shows log-normalized expression levels. All differences were significant with  $P < 0.001$  by Wilcoxon rank-sum test with Benjamini-Hochberg correction for multiple testing.

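The median absolute log2 ratio over genes with at least 100 UMIs, after both groups were thinned to the same UMI total, was 0.48 between infiltrating-like macrophages of the brain at D3 and macrophages of the brain at S3 (7234 genes), where counting error alone gives 0.09 in simulated groups. The alternative that moved it most, a minimum of 500 UMIs, gave 0.53, where counting error gives 0.05. Within the brain, D3 against S3, it was 0.34 in microglia-like cells (counting error 0.09; 7760 genes), 0.20 in *Lyve1*+ macrophages (0.11; 4857 genes) and 0.19 in *Lyve1*− macrophages (0.11; 5362 genes). These values hold no replicate error.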

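Infiltrating-like macrophages made up 31.0% of the filtered cells of the brain at D3 (95% interval 29.7 to 32.4). They were 7 of 3619 cells of the brain at S3, 0 of 3438 of the dura mater at S3, which allows a share of up to 0.0873%, and 22 of 2607 of the dura mater at D3, or 0.844% (0.530 to 1.27). Their share in the injured brain lay between 28.2% at a clustering resolution of 1.2 and 32.7% at 0.3. The limit for the sham dura mater holds for the main setting only. That library held 12 such cells (0.35%) at resolution 0.3, 42 (0.88%) without the filter on cells and 2 (0.06%) with doublets kept. It held 0 at resolution 1.2, with all variable genes and with 2500 cells per library. The sham brain held up to 34 such cells, without the filter on cells. Microglia-like cells made up 11.8% of the cells of the brain at S3 (10.7 to 12.9; 12.6% without the filter on cells, the alternative that moved it most) and 14.1% at D3 (13.1 to 15.2), and were 3 cells of the dura mater at S3 and 6 at D3.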

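In the dura mater, D3 against S3, the median absolute log2 ratio over all genes with at least 100 UMIs was 0.17 in *Lyve1*+ macrophages (7597 genes), where counting error alone gives 0.09, and 0.16 in *Lyve1*− macrophages (4925 genes), where it gives 0.11. The alternative that moved the value for *Lyve1*+ macrophages most, a minimum of 500 UMIs, gave 0.14, where counting error alone falls to 0.05. Genes were named by a rule set in advance, the largest ratios of at least 4-fold among genes with at least 200 UMIs. In *Lyve1*+ macrophages these were *Saa3* with a log2 ratio of 4.62 (95% interval 4.22 to 5.06), *Lrg1* with 3.04 (2.64 to 3.48), *Vsig4* with 2.96 (2.41 to 3.57) and *Chil3* with 2.79 (2.58 to 3.01). *BC100530* also met the rule, with 220 UMIs at D3 and 0 at S3. Its log2 ratio was 5.16 against a floor of 3 UMIs and at least 4.85 by the exact interval. Lower at D3 were *Retnla* with −4.51 (−4.92 to −4.12), *Ttr* with −3.03 (−3.44 to −2.64) and *Fscn1* with −2.05 (−2.43 to −1.69). In *Lyve1*− macrophages the rule gave *Ccl8*, higher at D3, and *Retnla* with −3.98 (−4.37 to −3.60). *Chil3* and *Fscn1* are on the fixed marker lists of other cell classes. How much of the differences in these named genes comes from free RNA or from other cells was not tested.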

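At D3, the log2 ratio of *Lyve1*− (231 cells) to *Lyve1*+ macrophages (555 cells) of the dura mater was 2.39 for *H2-Eb1* (95% interval 2.36 to 2.41), 2.24 for *H2-Ab1* (2.21 to 2.26), 2.19 for *H2-Aa* (2.16 to 2.21), 1.93 for *H2-DMb1* (1.84 to 2.02) and 1.62 for *H2-DMa* (1.53 to 1.70). Within *Lyve1*+ macrophages the median of these genes rose by 0.18 (0.15 to 0.26) from S3 to D3, and within *Lyve1*− macrophages it fell by 0.09 (interval −0.15 to −0.08).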

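The test of the legend takes each cell as a replicate. The cells of each group come from 1 library, so a small P value there rests on no replicate mice. On the scale of the violin plots, the mean of the deposited natural-log values in macrophages of the dura mater was higher at D3 than at S3 by 0.424 for *Ccl2*, 0.498 for *Ccl7*, 0.658 for *Ccl8*, 0.546 for *Ccl9* and 0.566 for *Cxcl2*. In infiltrating-like macrophages it was higher than in macrophages of the sham brain by 2.52 for *Lgals3*, 1.48 for *Lgals1*, 1.58 for *Fn1*, 1.02 for *Vegfa*, 0.470 for *Iqgap1*, 2.23 for *Thbs1*, 1.26 for *Pgk1*, 1.10 for *Tmsb10*, 0.433 for *Tgfbi* and 0.259 for *Runx3*.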

a

| Function                                      | Activation z-score | Predicted Activation State | p-value  | #Molecules |
|-----------------------------------------------|--------------------|----------------------------|----------|------------|
| Vasculogenesis                                | 3.998              | Increased                  | 1.64E-21 | 150        |
| Development of vasculature                    | 3.629              | Increased                  | 4.66E-22 | 191        |
| Angiogenesis                                  | 3.621              | Increased                  | 7.84E-22 | 174        |
| Cell movement of endothelial cells            | 3.459              | Increased                  | 6.48E-12 | 72         |
| Endothelial cell development                  | 3.366              | Increased                  | 3.45E-08 | 62         |
| Development of endothelial tissue             | 3.34               | Increased                  | 1.36E-08 | 64         |
| Migration of endothelial cells                | 3.221              | Increased                  | 1.40E-10 | 65         |
| Migration of vascular endothelial cells       | 3.163              | Increased                  | 2.46E-10 | 40         |
| Movement of vascular endothelial cells        | 3.054              | Increased                  | 7.19E-10 | 42         |
| Formation of blood vessel                     | 2.725              | Increased                  | 2.72E-08 | 34         |
| Growth of blood vessel                        | 2.066              | Increased                  | 2.89E-09 | 24         |
| Neovascularization of organ                   | 1.457              |                            | 6.70E-08 | 26         |
| Neovascularization                            | 1.276              |                            | 2.46E-10 | 38         |
| Vascularization                               | 1.232              |                            | 8.87E-10 | 47         |
| Vascularization of absolute anatomical region | 1.102              |                            | 6.14E-09 | 31         |
| Tubulation of endothelial cells               | 0.771              |                            | 1.40E-08 | 28         |
| Vascularization of eye                        | 0.701              |                            | 1.92E-08 | 27         |

b

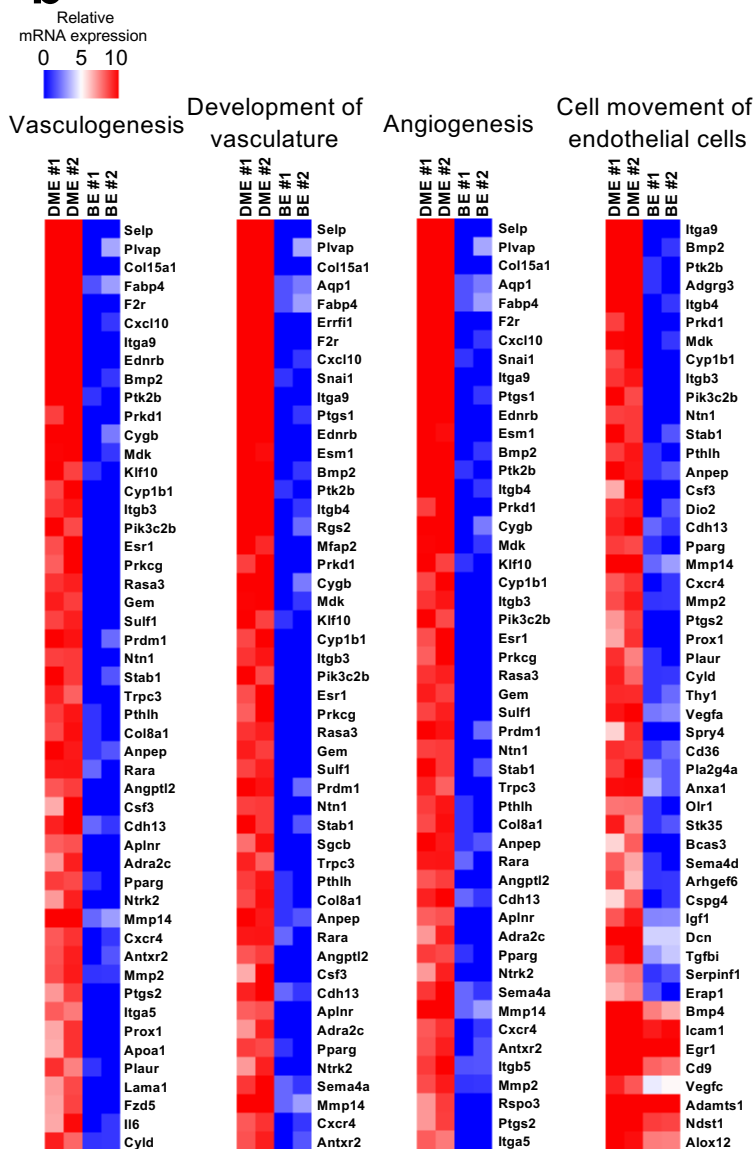

c

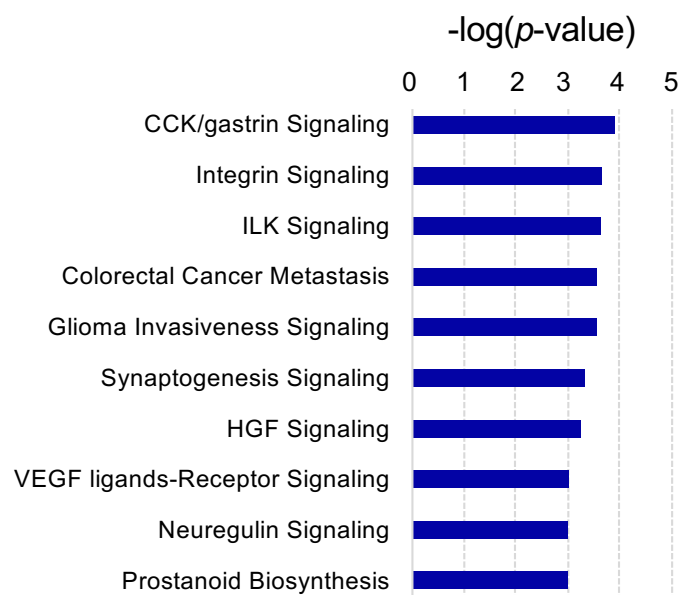

### Supplementary Figure 13. High enrichment of angiogenic molecules in dura mater compared to brain ECs.

a, Table of top Cardiovascular System Development and Function pathways from IPA analyses of differentially regulated genes between FACS-sorted primary dura mater ECs and brain ECs. Predicted activation state was determined with reference to activation z-scores with a  $\pm 2.0$  threshold and significance was tested by right-tailed Fisher's Exact Test with Benjamini-Hochberg correction for multiple testing.

b, Heatmaps of top 50 enriched genes in top Cardiovascular System Development and Function pathways of dura mater ECs (DME) compared to brain ECs (BE). c, IPA of canonical pathways from 1,343 differentially expressed genes in DME compared to BE. Ranked according to  $-\log(p\text{-value})$  within all Ingenuity canonical pathways.  $P < 0.001$  for all pathways by right-tailed Fisher's Exact Test with Benjamini-Hochberg correction for multiple testing.

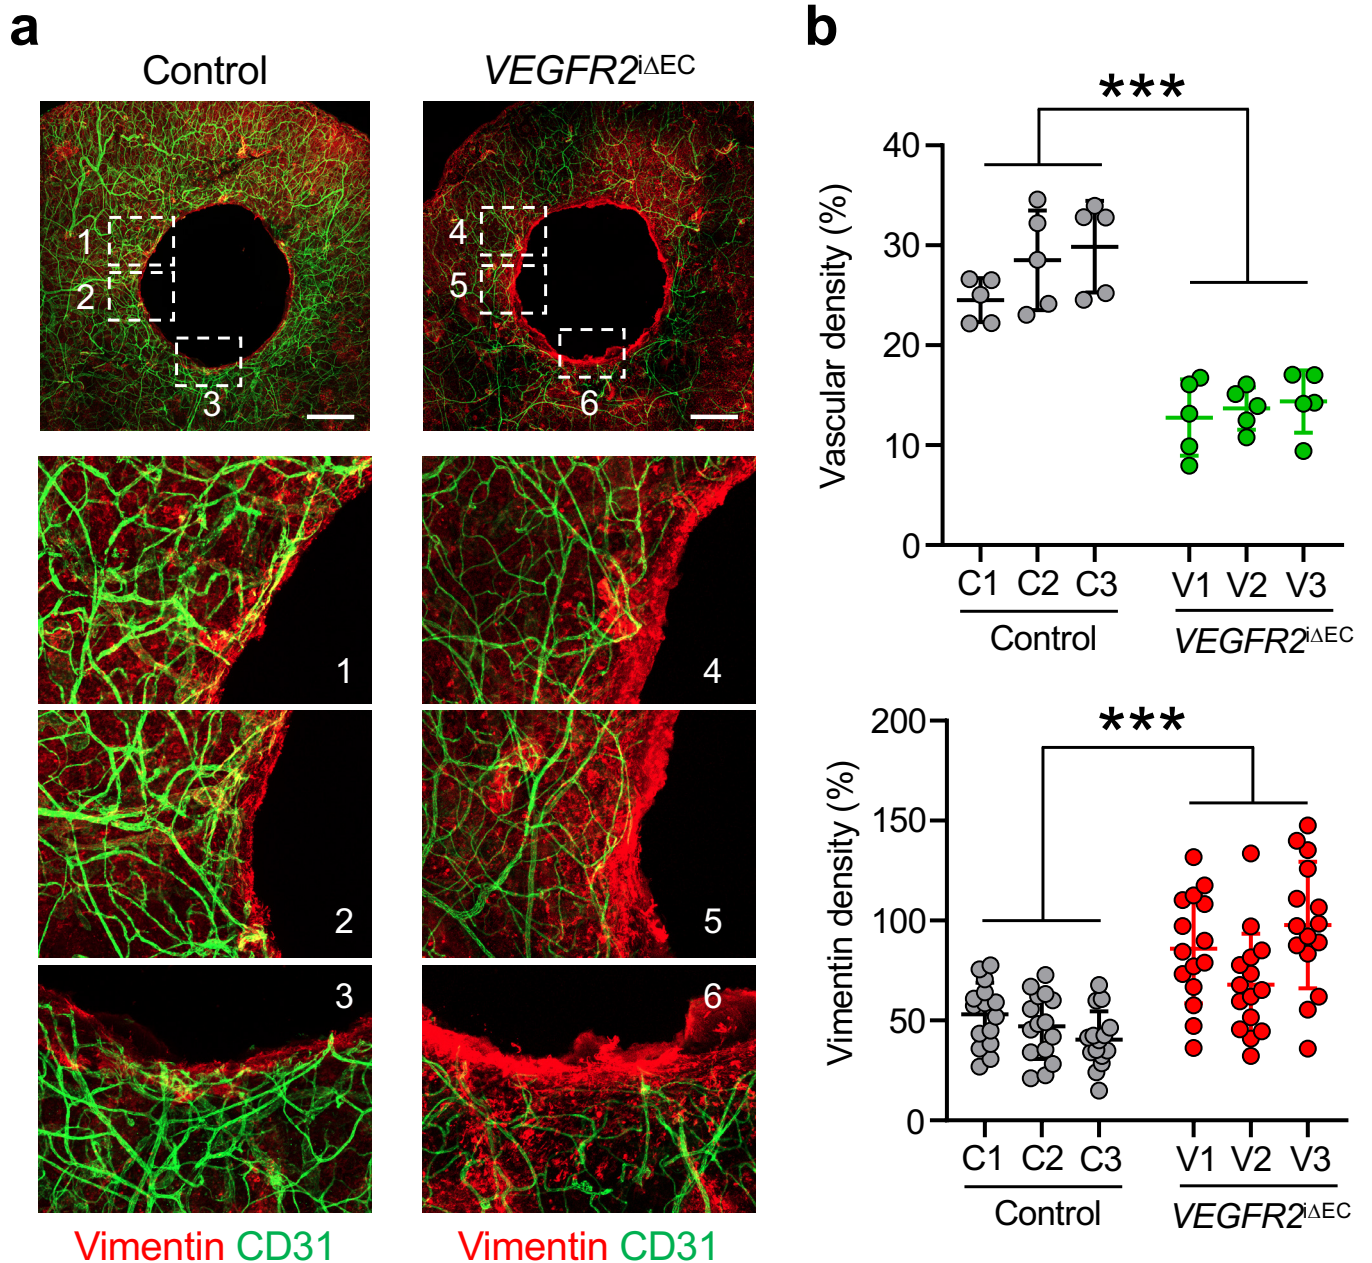

**Supplementary Figure 14. Failure of vascular regeneration leads to accumulation of vimentin+ fibroblasts in the injury area of ear skin after punch-hole injury.** **a, b,** Representative images and comparisons of the distribution of vimentin+ fibroblasts in the circumferential injury area of ear skin in Control and *VEGFR2<sup>ΔEC</sup>* mice at D14 after punch-hole injury. Each numbered box area is magnified in below 3 panels. Scale bars, 1.0 mm. 5 values were obtained from each mouse for vascular density, while 15 values were obtained from each mouse for vimentin density.  $n = 3$  mice (C1, C2, C3; V1, V2, V3)/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. \*\*\* $P < 0.001$  versus Control by two-tailed multiple group comparison t-test.

**a***VEGFR2<sup>ΔEC</sup>*, *Tie2<sup>ΔEC</sup>* or *Dll4<sup>ΔEC</sup>* mice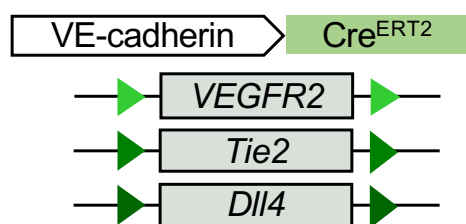**b**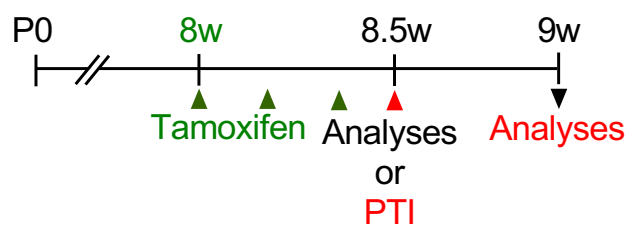**c**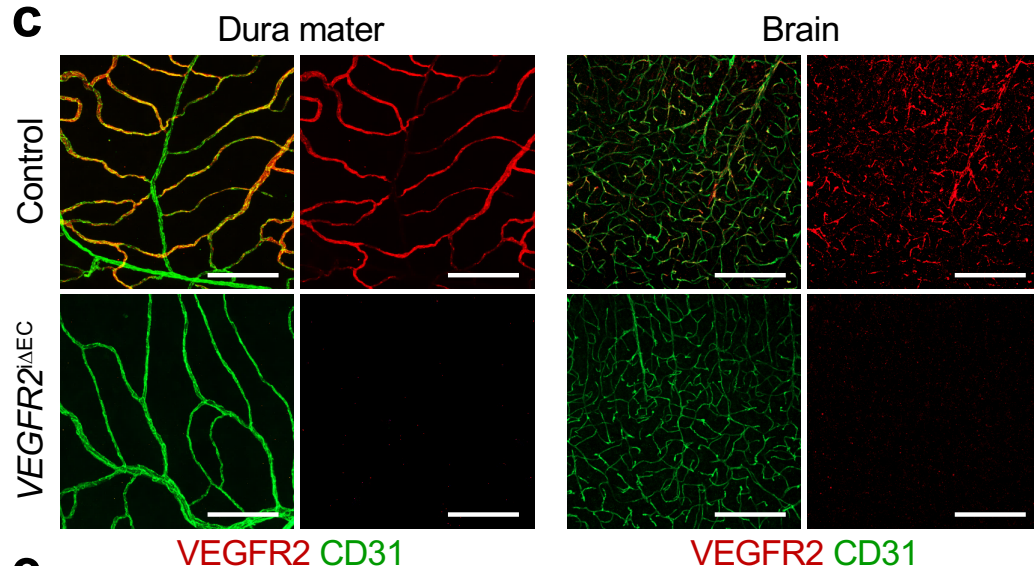**d**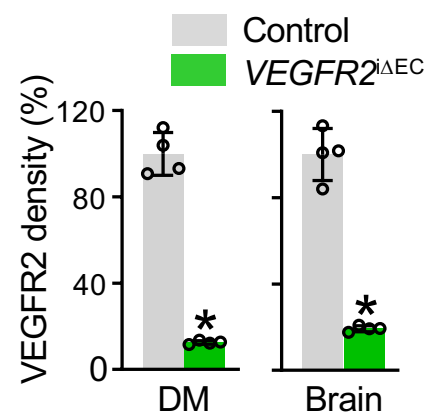**e**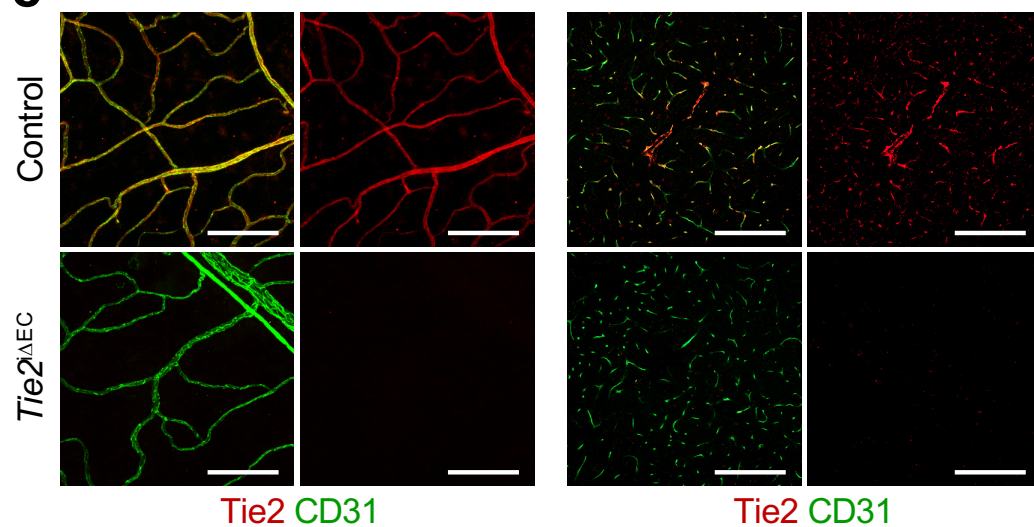**f**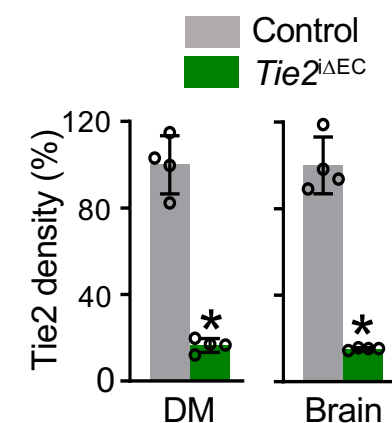**g**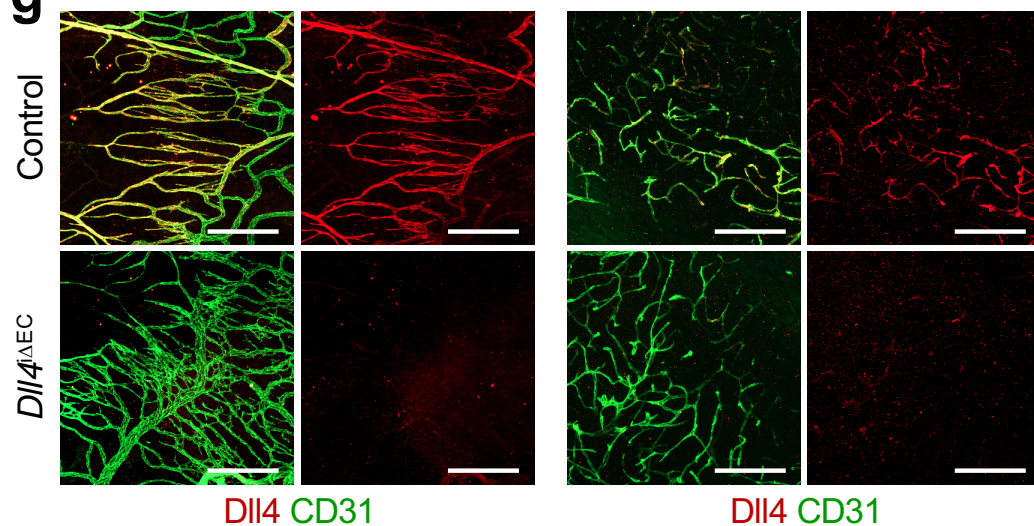**h**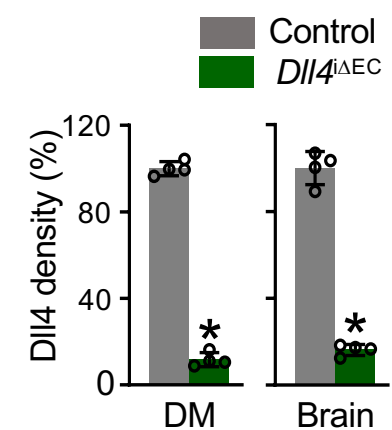

**Supplementary Figure 15. Effective deletion of indicated receptors in blood vessels of both dura mater and brain using *VEGFR2*<sup>iΔEC</sup>, *Tie2*<sup>iΔEC</sup> or *Dll4*<sup>iΔEC</sup> mice.**

**a,b**, Diagram depicting generation of *VEGFR2*<sup>iΔEC</sup>, *Tie2*<sup>iΔEC</sup> or *Dll4*<sup>iΔEC</sup> mice and EC-specific deletion of *VEGFR2*, *Tie2* or *Dll4* in 8-week-old mice by i.p. injections of tamoxifen, PTI, and their analyses at 3 days or 1 week after PTI. **c-h**, Representative images and comparisons of densities of VEGFR2, Tie2 and Dll4 between Control and *VEGFR2*<sup>iΔEC</sup> or *Tie2*<sup>iΔEC</sup> mice at 3 days after tamoxifen or *Dll4*<sup>iΔEC</sup> at 3 days after PTI. Scale bars, 200 μm. Each dot indicates a value from one mouse and *n* = 4 mice/group from two independent experiments. Vertical bars indicate mean ± SD. \**P* = 0.0145 versus Control by two-tailed Mann-Whitney *U* test. DM, dura mater.

# Supplementary material for: VEGFR2 signaling drives meningeal vascular regeneration upon head injury
**Source:** Nat Commun. 2020 Jul 31;11:3866. doi: 10.1038/s41467-020-17545-2
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

LSM image software (Carl Zeiss)  
Zen 2.3 software (Carl Zeiss)  
CFX Manager 3.0 software (Bio-Rad)  
FACS DIVA v8.0.1 (BD)

#### Data analysis

Zen 2.3 software (Carl Zeiss)  
ImageJ 1.8.0 software (NIH)  
CFX Manager 3.0 software (Bio-Rad)  
GraphPad Prism 8.0 (GraphPad Software)  
TopHat 2.1.1 software (Johns Hopkins University Center for Computational Biology)  
Ingenuity Pathway Analysis 2.3 software (Qiagen)  
Cell Ranger 3.1.0 toolkit (10X Genomics)

For single cell data, we used publicly available R packages:  
Seurat (version 3.1.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA sequencing data are available in the National Center for Biotechnology Information's Gene Expression Omnibus under accession numbers GSE145973 (scRNAseq) and GSE138561 (bulk RNAseq). The source data underlying all Figs. and Supplementary Figs. are provided as a Source Data file. All other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen on the basis of standard power calculations (with $\alpha=0.05$ and power of 0.8) performed for similar experiments and statistical methods were not used to predetermine sample sizes.                                                                                                     |
| Data exclusions | No samples were excluded from analysis.                                                                                                                                                                                                                                                                              |
| Replication     | Experiments were replicated at least once for all analyses and number of reproductions of each experimental finding is described in each figure legend. All attempts at experimental replication were successful.                                                                                                    |
| Randomization   | Animals from different cages, but within the same experimental group, were selected to assure randomization. All human autopsy sample subjects, irrespective of gender and age, with visible injuries in both the dura mater and brain were analyzed and contralateral sides of these samples were used as controls. |
| Blinding        | The investigators were blinded during the experiments and quantifications.                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following primary antibodies were used in the immunostaining of mouse samples: anti-CD31 (hamster monoclonal, MAB1398Z, Merck), anti-pVEGFR2 (Tyr1175, rabbit monoclonal, 2478, Cell Signaling Technology), anti-pERK (Thr202/Tyr204, rabbit monoclonal, 4370, Cell Signaling Technology), anti-pAkt (Ser473, rabbit monoclonal, 4060, Cell Signaling Technology), anti-VE-PTP (rabbit polyclonal, generously provided by Dietmar Vestweber), anti-VEGFR2 (goat polyclonal, AF644, R&D), anti-VEGFR3 (goat polyclonal, AF743, R&D), anti-Tie2 (goat polyclonal antibody, AF762, R&D), anti-Dll4 (goat polyclonal, AF1389, R&D), anti-Ang246, anti-F4/80 (rat monoclonal, MCA497, Bio-Rad), anti-LYVE-1 (rabbit polyclonal, 11-034, Angiobio), anti-VEGF164 (goat polyclonal, AF-493-NA, R&D), anti-Osterix (rabbit polyclonal, ab22552, Abcam), anti-collagen type IV (rabbit polyclonal, ab6586, Abcam), anti-vimentin (chicken polyclonal, AB5733, Merck) and anti-neurofilament heavy polypeptide (rabbit polyclonal, ab8135, Abcam).

The following primary antibodies were used in the immunostaining of human samples: anti-VEGFR2 (goat polyclonal, AF357, R&D) and anti-CD31 (rabbit polyclonal, ab28364, Abcam).

Alexa Fluor 488-conjugated goat anti-Armenian hamster (127-545-160), goat anti-rabbit (111-545-144), donkey anti-goat (705-545-147), goat anti-human (109-545-088), goat anti-rat (112-545-167); Alexa Fluor 594-conjugated goat anti-Armenian hamster (127-585-160), goat anti-rabbit (111-585-144), donkey anti-goat (705-585-147), goat anti-human (109-585-088), goat anti-rat (112-585-167), goat anti-chicken (103-585-155); Alexa Fluor 647-conjugated goat anti-hamster (127-605-160), goat anti-rabbit (111-605-144), goat anti-chicken (103-605-155) secondary antibodies were purchased from Jackson ImmunoResearch.

The following antibodies were used for MACS: biotin anti-mouse CD31 (rat-monoclonal, 130-119-562, Miltenyi-Biotec); anti-biotin microbeads (130-090-485, Miltenyi-Biotec).

The following antibodies were used for FACS: PE anti-mouse CD31 (rat monoclonal, 102508, Biolegend); APC anti-mouse CD45 (rat monoclonal, 103112, Biolegend); FITC anti-mouse TER-119 (rat monoclonal, 116206, Biolegend).

#### Validation

All the antibodies were validated for the species (mouse or human) and applications (immunohistochemistry) by the corresponding manufacturer, which is described in the manufacturer's website. Our usage is described in the Methods section of the manuscript as below:

After blocking with 5% goat or donkey serum (Jackson ImmunoResearch) in 0.3% Triton-X 100 in PBS (PBST) for 1 h, samples were incubated with the indicated primary antibodies diluted in the blocking solution at 4°C overnight. After several washes with PBST, the samples were incubated at 4°C overnight with the indicated fluorochrome-conjugated secondary antibodies diluted in the blocking buffer.

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

DC101 hybridoma (ATCC HB-11534; ATCC; rat (B cell), mouse (myeloma); spleen)  
APB5 hybridoma (Dr. Akiyoshi Uemura; Nagoya City University; rat (B cell), mouse (myeloma); spleen)

#### Authentication

Cells were authenticated based on morphology, growth conditions, and blocking antibodies purified from these cells lines were tested for specific binding/blocking efficiencies in both in vitro and in vivo settings.

#### Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

#### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

Specific pathogen-free (SPF) C57BL/6J were purchased from DBL Co., Ltd. (Chung-cheong bukdo, Republic of Korea). VE-cadherin-CreERT2 (Okabe et al., Cell, 2014; provided by Dr. Yoshiaki Kubota, Keio University), VEGF-A+/LacZ (Miquerol et al., Dev Bio, 1999; provided by Dr. Hoon-Ki Sung, University of Toronto), Vegfr2-floxed (Sison et al., J Am Soc Nephrol., 2010; provided by Dr. Masanori Hirashima, Kobe University), Tie2-floxed (Savant et al., Cell Rep., 2015; provided by Dr. Hellmut Augustin, Heidelberg University), Dll4-floxed (Hozumi et al., J Exp Med., 2008; provided by Dr. David Shima, University College London), PDGFRb-Cre-ERT2 (Chen et al., Nat Commun., 2016; provided by Dr. Ralf Adams, Max Planck Institute, Muenster), Actin-GFP (Jackson Laboratory), Cx3cr1-DTR (Jackson Laboratory) and R26-tdTomato (Jackson Laboratory) mice were transferred, established, and bred in SPF animal facilities at KAIST. Cre-ERT2 negative but flox/flox positive mice among the littermates of these mice were defined as control (WT) mice. All of these mice were maintained in the C57BL/6 background. Adult male mice at 8~10 weeks of age were used for all experiments. All mice were housed under 12 hr light/12 hr dark cycle, temperatures of 22±2°C with 50±10% humidity and fed with free access to a standard diet (PMI LabDiet) and water.

#### Wild animals

The study did not involve wild animals.

#### Field-collected samples

The study did not involve samples collected from the field.

#### Ethics oversight

Animal care and experimental procedures were performed under the approval from the Institutional Animal Care and Use Committee of KAIST (No. KA2018-42). All procedures and animal handlings were performed following the ethical guidelines for animal studies.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

#### Population characteristics

2 males and 2 females, deceased at 30~50 years of age, with severe head injury from vertical falls. Past diagnoses and treatment are not applicable.

Recruitment

Recruitment protocol does not apply to this study, since autopsies were performed with court-issued warrants at the request of the public prosecutor of Chonnam Province, South Korea. All cases with severe head injury (visible injury to both dura mater and brain) were analyzed.

Ethics oversight

Institutional Review Board of Chonnam National University Medical School and Hospital (Gwangju, Republic of Korea) as research activity involving non-human participants (No. 2019-001)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

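CD45+ cells sorted from the dura mater and the brain of mice on day 3 after a sham operation (S3) or photothrombotic injury (D3) were sequenced by the authors on the 10× Chromium platform. There are 4 libraries, 1 per condition, and the paper's text does not give the number of mice in each. The deposited labels call the controls CT, and they were taken as the sham S3 groups of the paper's legends. The authors mapped the reads with Cell Ranger to mm10 and normalized them in Seurat. The deposited values are the natural log of 1 plus the UMIs of a gene divided by the UMIs of its cell times 10000. The plan, made before the data were examined, had assumed raw counts. In every cell the inverse of the log sums to 10000 and each value is a whole multiple of the smallest within 1e-06, so UMIs and cell totals were recovered from the values on the premise that the smallest value is 1 UMI. The files list only genes seen in at least 3 cells of a library, between 17485 and 17862 genes, and 15963 genes are listed in all libraries of the 19491 listed in any. A gene that a library does not list was taken as 0 UMIs there.

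Cells with more than 1000 and fewer than 6000 detected genes and at most 7% mitochondrial UMIs were kept. Doublets were scored with Scrublet in scanpy 1.11.5. The automatic threshold marked under 0.5% of every library and was replaced by removal of the highest scores at 0.8% per 1000 barcodes. Kept cells held 37522305 UMIs in brain S3, 41670093 in dura mater S3, 72439909 in brain D3 and 40613673 in dura mater D3. Median detected genes per kept cell were 2397, 2640, 3236 and 3337.

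Clustering used Seurat 5.3.0 in R 4.3.3 with log normalization, 2500 variable genes (vst), scaling with mitochondrial percentage and UMI total regressed, 30 principal components, 20 neighbours and resolution 0.6. Of the variable genes, 35 were left out because their levels are reported as results or because they mark infiltrating macrophages. The clusters of the alternatives at resolution 1.2, without the filter on cells and with all variable genes moved slightly with the settings of the linear algebra library, which were then fixed for every value given. Names came from 28 lists of markers fixed before the data were examined, of which those for microglia, infiltrating and Lyve1+ macrophages take genes shown in the paper's supplement. The scoring was set later. A cluster took the name of the list with the most markers among its 10 leading genes, if at least 3 of that list's markers were detected in at least 10% of its cells. It stayed unnamed when a list of another lineage was also above a mean log2 fold of 1. No cluster was named for eosinophils, basophils or plasma cells.

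UMIs were summed over the cells of a class and library and given for each 1000000 UMIs (CPM). A share of cells with a UMI is given also with each cell thinned to 2000 UMIs, and beside T-like and B-like cells as a measure of free RNA. Lists of genes were summarised by the median log2 ratio over genes with at least 10 UMIs in both groups together, with an interval from 2000 Poisson draws, and set against 10000 random lists drawn from the 100 genes nearest in level to each member. This last comparison is printed only for the fixed pro-angiogenic list, since the study chose its own lists on the same libraries. The all-gene value is the median absolute log2 ratio over genes with at least 100 UMIs, with a pseudocount of 0.5, after both groups were thinned to the same total, beside the mean of 100 simulated draws without change. A gene at 0 UMIs in a group was set to a floor of 3 UMIs. Genes were named if the paper names them for these data, if they are on the fixed pro-angiogenic list, or if they were among at most 5 per direction with the largest ratios of at least 4-fold and 200 UMIs in dura mater macrophages or microglia-like cells. Gene positions are from GENCODE vM21 on GRCm38, matched by symbol. Fixed lists of 12 genes each for the stress of tissue dissociation and for hypoxia, and genes of the X and Y chromosomes, served as checks. Values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

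The steps were tested on simulated data drawn from the means of these groups. Intervals held the true log2 ratio for 95.7% of 8577 genes in Lyve1+ macrophages of the dura mater and for 95.7% of 9637 genes in infiltrating-like macrophages. Summed counts in this test were drawn from a Poisson law, which the intervals assume. It therefore does not show how well the intervals hold where the UMIs of a gene gather in few cells. Of 200 genes raised or lowered 2- or 4-fold, 99.5% and 98.0% had an interval off 0 on the right side. A list raised by 1 on the log2 scale gave 1.00 and 0.99, unchanged genes gave 0.09 beside 0.09 for counting error, and UMIs were recovered in 100% of entries of 300 cells. Thinning gave 1.00 of the known mean, as the mean of repeated draws that replaced a first test on a single draw. Of 30 clusters simulated at their real sizes, 27 took their name again. The names lost were those of a B cell cluster, a B cell precursor cluster and ILC2, so these names are less firm. An earlier form of this test pooled the clusters of a class at equal size, and 18 of 20 took their name, with B cell precursor and ILC2 lost.

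There was no test and no P value, since 1 library per condition leaves no replicate. The 137 alternatives set before the data were examined changed the filter on cells, the treatment of doublets, the clustering genes, the resolution, the number of cells drawn, the depth per cell, the subtraction of free RNA, the minimum of UMIs or the use of log values. Microscopy, PCR, protein, flow cytometry and bulk sequencing data of the paper are not in these files and were left out.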

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

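The tests of explanations below were chosen only after the results were seen. The thinned value of microglia-like cells was also among the alternatives set before the data were examined. Intervals are 95%, cover counting error only and take the UMIs of a gene as independent.

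Vegfa moved in opposite directions in Ly6C hi monocyte-like cells, with a log2 ratio, D3 over S3, of −0.91 (−1.22 to −0.60) in the dura mater and 1.53 (1.28 to 1.78) in the brain. It was the only one of 12 classes with at least 20 cells in all 4 libraries whose intervals lay on opposite sides of 0. The difference between the tissues was not tested. A few abundant genes that take up UMIs at D3 would lower most genes, but the median log2 ratio of the genes with at least 100 UMIs in these dura mater cells was −0.02. Loss of free RNA is argued against by T-like and B-like cells of the sham dura mater at 5.44 CPM (3.17 to 8.71), below the smallest loss that the intervals allow, 13.8 CPM. This test was first run on T-like cells alone, at 1.21 CPM, and B-like cells were added later. Fewer marrow cells among the monocyte-like cells at D3 cannot be told apart from a change in these cells, because no value measures that mix. Granulocyte precursor-like cells, another class, had a Vegfa ratio of −0.68 (−1.10 to −0.26), which does not decide it. Depth per cell cannot be told apart either, because the ratio after thinning to 2000 UMIs was −0.33 (−1.27 to 0.59), too wide to decide. A difference between mice or libraries, and a response to the injury that differs between the tissues, stay open and untested.

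Vegfa, which the paper describes as largely absent from brain-resident microglia before it turns to the injury, was in microglia-like cells of the injured brain at 35.0 CPM (31.6 to 38.7), above 3.41 in the sham brain. Free RNA cannot be told apart from expression as the source of the rise. T-like and B-like cells of the injured brain held 0.0728 Vegfa UMIs per cell (0.0408 to 0.120) against 0.600 (0.541 to 0.664) in microglia-like cells, which would argue against it only if free RNA entered all droplets alike. In CPM, B-like cells of that library were at 21.7 (9.37 to 42.8) on 8 UMIs, which overlaps the microglia-like level, and T-like cells at 7.92 (3.18 to 16.3). After thinning to 2000 UMIs, 3.19% of microglia-like and 5.33% of B-like cells had a Vegfa UMI. The log2 ratio, D3 over S3, was 3.36 (2.66 to 4.15) in microglia-like, 3.15 (1.17 to 5.37) in T-like and 2.60 (1.06 to 4.10) in B-like cells. The first form of this test used T-like cells alone and was changed after the B-like value was seen. Doublets with infiltrating-like macrophages are argued against by the 528 microglia-like cells without an Arg1 UMI, which were at 25.4 CPM (22.1 to 29.1). An Arg1 UMI was found in 80.8% of infiltrating-like and 15.8% of microglia-like cells, and hidden infiltrating-like cells without one could bring at most 9.71 CPM, a bound added after the first value was seen. Depth is argued against by a log2 ratio of 2.25 (0.51 to 4.64) after thinning. A rise of Vegfa in microglia-like cells after injury, a difference between mice or libraries and an infiltrating cell that took on a microglia-like profile also stay open.

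The unnamed cluster led by Cxcl3 and Siglecf, which was not matched to a cluster of the paper, was at 218.9 CPM of Vegfa (177.5 to 267.1) in 138 cells of the injured brain, above 20.9 in all cells of the sham brain. RNA or cells of the infiltrating-like class are argued against by Arg1, which was at 24.8 CPM against 1939 in infiltrating-like macrophages, or 1.28% of their level, while Vegfa was at 89.1% of it. Of the cells of this cluster, 88.5% came from the injured brain, so a state of that library and a cell type cannot be told apart. Its median depth was 3008 UMIs. The 9 cells of this cluster from the sham dura mater were at 177.6 CPM (71.4 to 365.9). No biological explanation was tested.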

How the results depend on the processing

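No test in this part was chosen after its result was seen. No paired analysis was possible because each condition has 1 library, and the results come from no test. Of 137 alternatives chosen before the data were examined, 135 gave a value. The other 2, the MHC class II and pro-angiogenic medians of Lyve1− macrophages at resolution 0.3, have none because no separate Lyve1− cluster was found there. No result was reversed beyond its interval, 81 values stayed and 54 moved. Values that stayed lay within the main interval, and values on another scale were counted as moved. Numbers of clusters, from 22 to 37, have no interval and were all counted as stayed. So was the Vegfa ratio of dura mater macrophages with 2500 cells per library, −0.76, although its own interval (−1.22 to −0.29) leaves out 0. The cause of each move was not tested.

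The moved values are these. Ratios are log2, and the all-gene values are median absolute log2 ratios. Without the filter on cells, the infiltrating-like share of the injured brain was 29.1%, the Vegfa ratio of dura mater macrophages 0.13, which has the other sign, the chemokines 0.79, the anti-angiogenic genes 1.24, and the all-gene values 0.16 for Lyve1+ and 0.44 for infiltrating-like macrophages. With doublets kept, Vegfa in infiltrating-like macrophages was at 239.9 CPM, MHC class II 2.16, chemokines 0.77 and the Lyve1+ all-gene value 0.15. With all 2500 variable genes the Vegfa ratio of microglia-like cells was 2.39. At resolution 0.3 the infiltrating-like share was 32.7% and the all-gene values 0.15 for the merged Lyve1+ class and 0.46 for infiltrating-like macrophages. At resolution 1.2 the share was 28.2%, MHC class II 2.68 and the infiltrating-like all-gene value 0.49.

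With 2500 cells per library, the Vegfa ratio was 3.98 for infiltrating-like macrophages against the sham brain and 4.19 for microglia-like cells, MHC class II was 2.68, chemokines 0.84, pro-angiogenic genes in Lyve1− macrophages −0.33, those of Supplementary Fig. 12e 3.16, anti-angiogenic genes 0.79 and the Lyve1+ all-gene value 0.18. In cells thinned to 2000 UMIs the ratios were 5.18 and 2.25 for the same Vegfa comparisons, −1.70 for Vegfa in dura mater macrophages, 2.57 for MHC class II, 0.87 for chemokines, 1.31 for anti-angiogenic genes and 3.60 for the pro-angiogenic genes of Supplementary Fig. 12e. With the level in B-like cells subtracted, Vegfa in infiltrating-like macrophages was at 224.1 CPM and its ratio in microglia-like cells at least 4.46, MHC class II was 6.31, pro-angiogenic genes in Lyve1− macrophages 0.40 over the 14 genes left, those of Supplementary Fig. 12e 3.46 and anti-angiogenic genes 2.02 over the 4 genes left.

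A Lyve1 UMI in place of clusters gave 2.27 for MHC class II, the mean of both subset ratios 0.88 for chemokines, and a minimum of 50 UMIs 0.22 for pro-angiogenic genes in Lyve1− macrophages. A minimum of 500 UMIs gave all-gene values of 0.14 for Lyve1+ and 0.53 for infiltrating-like macrophages, where counting error alone falls to 0.05.

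The mean of natural-log values per cell is on another scale. It was 1.07 for Vegfa in infiltrating-like macrophages. Its differences were 1.02 to the sham brain, −0.0156 for Vegfa in dura mater macrophages, −0.0332 in all dura mater cells and 0.106 in microglia-like cells, 2.74 for MHC class II, 0.546 for chemokines, −0.000654 for pro-angiogenic genes in Lyve1+ and 0.00775 in Lyve1− macrophages, 1.11 for anti-angiogenic genes and 1.48 for the pro-angiogenic genes of Supplementary Fig. 12e. The sign of both pro-angiogenic medians of the dura mater differs between alternatives.

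Depth limits the levels near free RNA, as for Vegfa in macrophages of the dura mater, whose interval in thinned cells runs from −3.38 to −0.20.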

Differences from the paper's values

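No test in this part was chosen after its result was seen. No value that the paper states for these data differs by more than 1.5 times from the one found here. The paper reports 21 immune cell subsets, which were taken here as its clusters. Here 30 clusters were found, of which 26 fell into 20 named classes and 4 had no name. There were 28 clusters for the paper's number of cells per library and 37 at resolution 1.2, the 1 setting that went beyond 1.5 times. The paper clusters 10000 cells and 14103 passed its filters here, with 18370 barcodes without the filter on cells, also beyond 1.5 times.

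The paper states that no change of Vegfa could be detected in hematopoietic cells of the dura mater after injury. Here 5 of 16 classes of the dura mater were lower at D3 beyond counting error, with UMIs taken as independent, and none was higher. Of these 5, Lyve1+ macrophages were at a level that did not stand above free RNA. In thinned cells, the shares with a Vegfa UMI had overlapping intervals at S3 and D3 in each of the 5. All cells together had a log2 ratio of −0.54 (95% interval −0.67 to −0.42). There is no replicate to judge these differences by. The paper states that high VEGF-A was found only in activated macrophages of the injured brain. Here Ly6C hi monocyte-like cells of the injured brain were at 152.7, cDC-like cells at 109.5 and mast cell-like cells of the dura mater at 125.4 CPM, beside 245.8 in infiltrating-like macrophages. The paper names eosinophils among the classes with Vegfa, and no cluster took that name here. The classes here were rebuilt and are not the authors' own. The paper's P values for the violin plots take cells as replicates, and no test was made here.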

Other observations

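The tests in this part were chosen only after the results were seen, on lists of stress, hypoxia and sex-chromosome genes that served as checks. The thinned chemokine median was also among the alternatives set before the data were examined.

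A candidate explanation for the higher Vegfa of microglia-like, Ly6C hi monocyte-like and cDC-like cells of the injured brain is low oxygen. The fixed list of hypoxia genes had median log2 ratios, D3 over S3, of 1.92 in microglia-like, 1.33 in Ly6C hi monocyte-like and 0.95 in cDC-like cells of the brain, and of 0.17 and 0.18 in the same monocyte-like and cDC-like classes of the dura mater. Infiltrating-like macrophages had 2.34 against macrophages of the sham brain. The list may also rise through free RNA, since T-like cells of the brain had 0.49 (95% interval 0.22 to 0.71), and these cells express several of its genes themselves, so their value sets no bound. Low oxygen and other causes cannot be told apart here, since the rise of Vegfa did not follow the size of the list over classes. Vegfa also rose where the list rose less, by 2.84 (1.57 to 4.49) in Ly6C low monocyte-like cells with a list value of 0.57 (0.28 to 0.87), and by 1.89 (1.24 to 2.59) in Lyve1− macrophages with 0.40 (0.15 to 0.56). The Vegfa UMIs of Ly6C low monocyte-like cells at D3 lay in 11.6% of 198 cells, so the interval of 2.84 is too narrow. Low oxygen is argued against for NK/ILC1-like cells of the brain, where Vegfa rose by 0.86 (0.39 to 1.32) and the list had −0.02 (−0.41 to 0.32). In granulocyte-like cells of the brain the list had 0.60 (0.46 to 0.79) while Vegfa had −0.48 (−0.94 to −0.02). The hypothesis was found and tested on the same data. The classes it is stated for were narrowed, and the values for T-like and NK/ILC1-like cells added, after their values were seen.

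The higher chemokines of dura mater macrophages at D3 were weighed against technical explanations. Stress of tissue dissociation is argued against by its fixed list, with a median log2 ratio of −0.15 (−0.17 to −0.13) in the same cells. Depth per cell is argued against by a median of 0.87 in thinned cells, above the 0.72 in whole cells. The limit for this test, the lower end of the interval in whole cells of 0.69, was set after the value was seen. A difference between mice or libraries stays open. The stress list was also lower at D3 in microglia-like cells, with −0.76 (−0.78 to −0.73), and in infiltrating-like macrophages against macrophages of the sham brain, with −1.46.

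B precursor-like cells were 10.4% of the cells of the dura mater at S3 and 1.38% at D3, a log2 ratio of −2.91 (−3.45 to −2.42). Less skull marrow taken along at D3 would lower granulocyte precursor-like cells by the same factor, if nothing else changed their share. That share had a ratio of −0.34 (−0.78 to 0.10). In the brain, however, it went from 0.221% at S3 to 1.22% at D3. It is thus not a fixed measure of marrow and cannot decide. Less skull marrow at D3 stays open. So do a loss of B precursors after injury and a difference between mice or dissections, both untested.

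Mice of different sex do not account for differences between the libraries. Ddx3y of the Y chromosome was found in every library, at 64.9 CPM or more, and Xist had 0 UMIs in brain S3, 4 in dura mater S3, 2 in brain D3 and 0 in dura mater D3.

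In microglia-like cells, D3 over S3, the genes with the largest log2 ratios were Fn1 with 6.77 (5.72 to 8.08), Angptl4 with 6.54 (4.05 to 11.8), Saa3 with 5.90, Arg1 with 5.72 and P4ha2 with 5.33. Lower were Gm13889 with −3.00, Hspa1b with −2.53, Hsph1 with −2.13 and Hspb1 with −2.10. How much of the higher genes comes from free RNA or from infiltrating-like cells was not tested. Arg1 was at 63.5 CPM in these cells and at 1939 in infiltrating-like macrophages of the same library, and Fn1 at 153.1 and 650.6. Hemoglobin Hbb-bs was at 215.2 CPM in dura mater S3 and 350.8 in dura mater D3, and at 1.47 and 4.62 in the brain.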
